# Evidence of defined temporal expression patterns that lead a gram-negative cell out of dormancy

**DOI:** 10.1371/journal.pgen.1008660

**Published:** 2020-03-23

**Authors:** Nandhini Ashok, Carl E. Bauer

## Abstract

Many bacterial species are capable of forming long-lived dormant cells. The best characterized are heat and desiccation resistant spores produced by many Gram-positive species. Less characterized are dormant cysts produced by several Gram-negative species that are somewhat tolerant to increased temperature and very resistant to desiccation. While there is progress in understanding regulatory circuits that control spore germination, there is scarce information on how Gram-negative organisms emerges from dormancy. In this study, we show that *R*. *centenum* cysts germinate by emerging a pair of motile vegetative cells from a thick cyst cell wall coat ~ 6 hrs post induction of germination. Time-lapse transcriptomic analysis reveals that there is a defined temporal pattern of gene expression changes during *R*. *centenum* cyst germination. The first observable changes are increases in expression of genes for protein synthesis, an increase in expression of genes involved in the generation of a membrane potential and the use of this potential for ATP synthesis via ATPase expression. These early events are followed by expression changes that affect the cell wall and membrane composition, followed by expression changes that promote chromosome replication. Midway through germination, expression changes occur that promote the flow of carbon through the TCA cycle to generate reducing power and parallel synthesis of electron transfer components involved in oxidative phosphorylation. Finally, late expression changes promote the synthesis of a photosystem as well as flagellar and chemotaxis components for motility.

## Author summary

Many bacteria are capable of forming long lived dormant cell types that are resistant to harsh environmental conditions. The best characterized example are spores synthesized by several Gram-positive bacteria such as *Bacillus* and *Clostridia* species. Not well characterized are long-lived desiccation resistant cysts synthesized by several Gram-negative bacteria including some pathogens. Several studies have described physiological changes that occur during the germination of Gram-positive spores, however, there are no detailed studies on physiological changes that occur during Gram-negative cyst germination. In this study, we developed a method for isolating cysts from the Gram-negative species *Rhodospirillum centenum* and studied genome wide changes in gene expression that occur as cysts germinate into replicative cells. This study reveals a programed set of expression changes during germination that favors an early generation of a membrane potential for energy production, coupled with expression of gene involved in cellular defense. These early events are followed by large scale physiological changes that promote cellular replication.

## Introduction

Many bacteria enter a period of non-replicative dormancy when faced with nutrient deprivation or harsh environmental conditions. The best studied are dormant long-lived spores by Gram-positive Firmicutes. Many other species are also capable of producing long-lived dormant persister cells that are resistant to antibiotics. Less studied are long-lived dormant cysts synthesized by several Gram-negative species such as *Rhodospirillum centenum*, *Azospirillum* sp., and *Azotobacter* sp. Cysts from these species are not as resistant to environmental stresses as are Gram-positive spores, but they do offer considerable resistance to desiccation and some resistance to heat [1, 2]. Information exists about regulatory events that control the development of Gram-positive spores [3, 4] with just a few studies undertaken on the development of Gram-negative cysts. However, several recent studies do provide at least a baseline understanding of regulatory proteins that control cyst development by *R*. *centenum*, a photosynthetic member of the *Azospirillum* clade [5–11].

Cues initiating Gram-positive spore germination have been well defined and encompass both small molecule nutrient germinants such as amino acids, organic acids, nucleosides and cholesterol, and non-nutrient germinants such as calcium dipicolinate, peptidoglycan fragments, dodecyl amine and even high pressure [12, 13]. Nutrient germinants are thought to bind to a cluster of germination receptors located in the cell membrane [12–15]. This interaction initiates several stages of germination leading to cell wall remodeling, restoration of membrane lipid composition, and core protein movement [12, 13]. Once germination becomes an irreversible process, then there is an outgrowth stage during which there is increased gene expression affecting transport, protein synthesis, and DNA replication [12–14].

In contrast to spore germination, an understanding of Gram-negative cyst germination remains largely unexplored. Several decades ago there were a few microscopic and physiological studies on the germination of cysts from the Gram-negative bacterium *Azotobacter vinelandii*. These microscopic studies observed that *A*. *vinelandii* cysts underwent division during the germination process just before rupture of a thick exine exopolysaccharide coat that encloses individual cysts [16, 17]. Additional physiological analyses also showed that *A*. *vinelandii* cysts exhibit rapid induction of protein synthesis, nucleic acid synthesis, and then respiration upon induction of germination [18]. These early events were followed by changes in metabolism, initiation of DNA synthesis, and nitrogen fixation just before emergence from the exine coat [18]. Regulatory circuits that control the induction of these ordered processes in germinating *A*. *vinelandii* cysts are not yet defined.

In this study, we have analyzed the germination of *R*. *centenum* cysts using a combination of time-lapse microscopy coupled with RNA-seq based transcriptomic analysis. Results from time-lapse microscopy show that the germination period is ~ 6 hrs in length terminating with cyst wall hydrolysis and the emergence of more than one motile vegetative cell. Transcriptomics performed at defined periods in the germination developmental pathway show that genes responsible for protein synthesis, energy production and cell defense are among the first to be expressed. This ramp-up in energy production was followed by periods of DNA replication, flagellar synthesis, and cell wall remodeling. The combination of time-course microscopy, coupled with transcriptomic data, provides the first reported molecular chronology of events that take place during the emergence of a Gram-negative cyst from dormancy.

## Results and discussion

### Microscopic analysis of cyst germination

Fig 1A shows a scanning electron micrograph of an *R*. *centenum* colony undergoing a transition from vegetative to cyst phases. The individual viroid shaped replicative cells are quite distinct from cysts that are large clusters of dormant cells encased in a thick exine layer of exopolysaccharides. Transmission electron micrographs of replicative and cyst cells also highlight substantial morphological differences between these two cell types (Fig 1B–1D). Liquid grown *R*. *centenum* vegetative cells are viroid in shape with a single sheathed polar flagellum (Fig 1B), while vegetative cells grown on an agar solidified media exhibit both a sheathed polar flagellum and numerous unsheathed lateral flagella (Fig 1C). In contrast, dormant cysts are round non-flagellated cells encased within a thick exine polysaccharide extracellular wall (Fig 1D). Cyst cells also are replete with large pools of highly refractive polyhydroxy butyric acid (PHB) that is thought to be used as an internal energy source for long-term cyst survival and emergence from dormancy [19].

**Fig 1:**
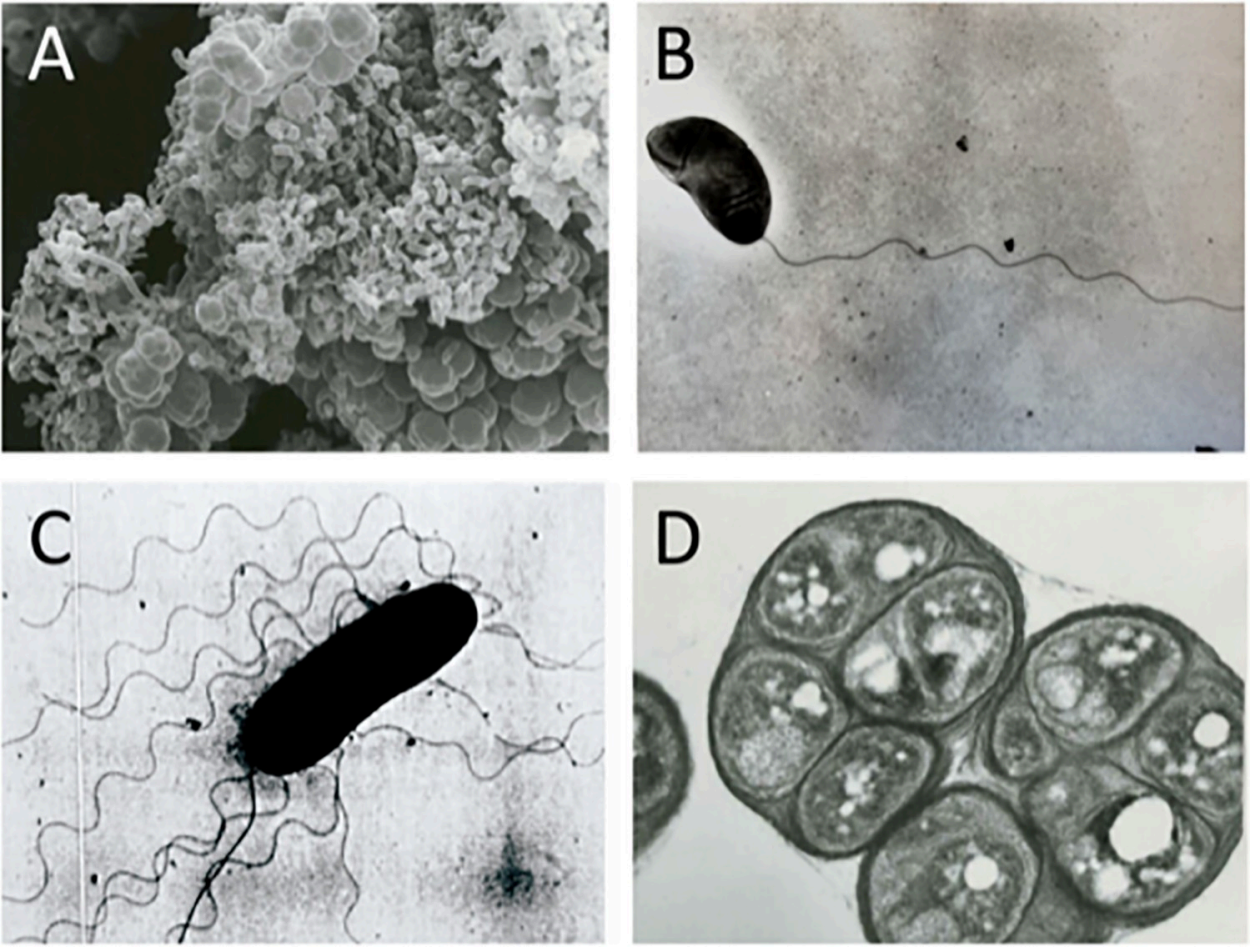
SEM and TEM electron micrographs of *R*. *centenum*. A) SEM analysis of an *R*. *centenum* colony undergoing transition from vegetative (vibrioid/rod cells) to cyst forms in CENSPY medium as described in ref [1]. TEM image of *R*. *centenum* swim cells in liquid medium containing a single sheathed polar flagellum. C) TEM of swarm cells grown on agar solidified medium with a sheathed polar flagellum and numerous lateral flagella. D) TEM of cyst cells that form tightly packed clusters of cells coated with a thick exine polysaccharide layer.

The process of cyst germination was monitored by undertaking time-lapse live cell imaging of cysts placed onto nutrient rich CENS agar (Fig 2 and S1 Movie). During early phases of the germination process, the cyst cluster undergoes a slight swelling in size reminiscent of swelling of a *Bacillus* spore that occurs while they take up water from the environment [12, 20]. There is also a distinct movement of phase bright cells within the exine polysaccharide extracellular wall ~30 minutes of the initiation of germination. The first emergence of vegetative cells from the exine layer typically occurs 5.5 hrs post induction of germination with most cysts germinated by 6 hrs. Typically, pairs of cells emerge together from cysts indicating that cells divide before hydrolysis of the exine polysaccharide extracellular wall. Finally, after emergence there is an empty exine polysaccharide extracellular wall left behind that can be visualized as dark empty “husks” as the germinating vegetative cells continue to divide outside of the exine wall.

**Fig 2:**
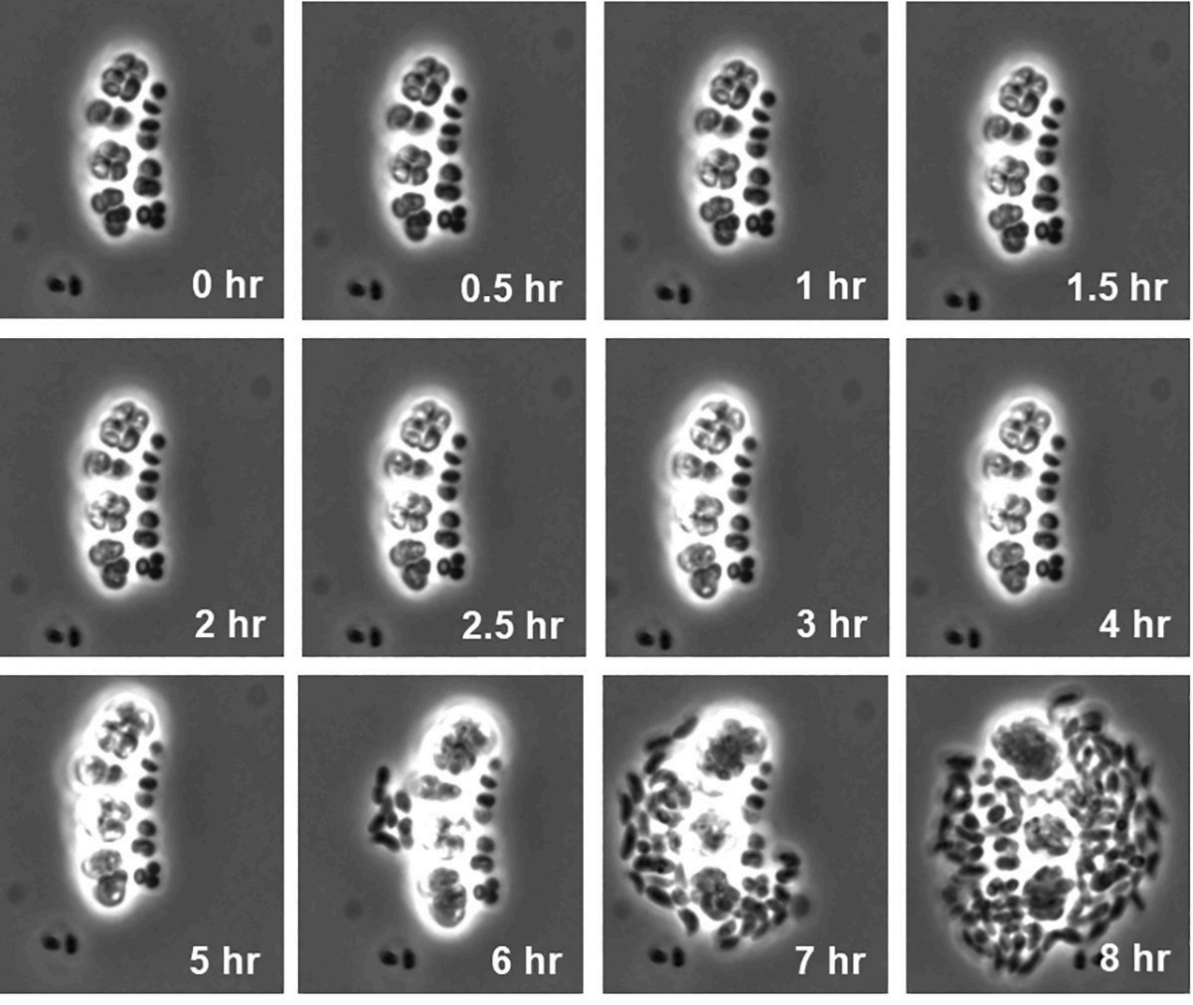
Oil immersion microscopic analysis of refractile cyst cells undergoing germination over an 8-hour period.

### Overview of cyst germination transcriptomic analysis

We undertook RNA-seq based transcriptomic analysis at various time points during cyst germination to assess temporal changes in expression that occur when cells leave dormancy and enter a period of replication. We first developed a method to remove any remaining vegetative cells from cyst inducing growth medium and then measured the amount of cyst enrichment by flow cytometry. Cysts used in this study were typically >95% enriched (S1 Fig).

Using isolated cysts, a pilot experiment was initially undertaken to address how quickly changes in expression are observed post initiation of germination. After assessing these results, we undertook replicate studies (three biological replicates) where germination was induced by transferring isolated cyst into nutrient-rich CENS medium from which aliquots were removed for RNA extraction. RNA samples were taken every ½ hour for the first 3 hours, followed by every 1 hour until reaching 8 hrs. 

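The counts behind the RNA-seq figures come from 36 libraries, 3 biological replicates at each of 12 time points from 0 to 8 h after isolated cysts entered CENS medium. The authors removed ribosomal RNA, prepared TruSeq libraries, sequenced single ends on an Illumina HiSeq, trimmed with Trimmomatic, aligned with Bowtie2 and counted reads per gene with HTSeq. Versions of these tools, the genome build and the strand setting of the counting are not given in the sources used here, and the paper calls the reads strand specific. The deposited values are whole read counts, unscaled, for 4102 genes. Reads counted in genes ranged from 3515780 to 11132944 per library (median 8158803), and from 4228970 to 5269903 at 0 h. Reads in no annotated gene made up 15.9 to 52.7% of a library, with a median of 41.8% at 0 h and 22.4% at 8 h. In the files the gene names run in numeric order while the counts run in the text order of their row numbers, so 4100 of 4102 names stand beside another gene's count. Names were put back by that rule, a choice made after the data had been seen. Across the 1667 genes of S1 Table, which are not independent replicates, fold changes then correlated with the table at r = 0.983 to 0.998 per time point, against -0.0574 to -0.000826 under the names as deposited. A filter on low counts left 4001 genes, tested in edgeR 4.0.16 by quasi-likelihood F tests with TMM factors (0.424 to 1.70) and Benjamini-Hochberg adjustment within each time point. Every log2 fold change is against 0 h, and rose or fell is kept for a size of at least 1.5 with an adjusted p below 0.05. In simulated counts of this size, 81.8% of genes with a true log2 change of 2 passed both limits at 3 h, 7.46% of those with a change of 1, and 0.0533% of unchanged genes. Gene lists were tested against all other genes with camera from limma 3.58.1 at a preset correlation of 0.01, adjusted over lists and time points, and each p is given again with an estimated correlation. Nearly all list members are S1 Table genes, called as changed on these libraries. A low p against all other genes is therefore not independent evidence. Fold changes are relative to the TMM scaling. With library totals only, the median of all genes moved to -0.91 at 3 h, -1.21 at 6 h and -1.04 at 8 h, with upper-quartile factors to -0.47 at 6 h, and with scaling to RC1_1500 to -0.78 at 1 h. The main medians lay between -0.11 and 0.02.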

Microscopic analysis shows that by 8 hours, the cysts were fully germinated so this last time point also provided a reference of RNA levels observed from vegetative cells relative to the RNA levels observed from fully dormant cysts. 

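Among the 10 largest early increases were genes for storage granules and iron-sulfur clusters. RC1_1693, whose product is annotated as a phasin, the protein coat of polyhydroxybutyrate granules, reached a log2 fold change of 3.16 (standard error 0.59, edgeR adjusted p = 0.00128, 3 of 3 libraries above the 0 h range) at 0.5 h. RC1_0487 and RC1_0488, in a Suf-type gene group for iron-sulfur cluster assembly, reached 2.42 (standard error 0.35) and 2.05 (standard error 0.26), while RC1_3348, annotated as a Clp protease, fell by 2.25 on the log2 scale (edgeR adjusted p of at most 0.00180 for the 3 genes). At 8 h the elongation factor Tu gene RC1_0709 stood at 5.77 (standard error 0.57, edgeR adjusted p = 3.4e-09, 3 of 3 libraries above the 0 h range), and RC1_4056, a Fis-type regulator of sigma-54 promoters, at -7.73 (standard error 0.83, edgeR adjusted p = 1.3e-08, 3 of 3 libraries below the 0 h range). Each is among the 10 largest changes past both limits in its direction and at its time, as the rule for naming genes asked. That rule ranked only genes whose 3 libraries all lay beyond the 0 h range. For genes named by rank, here and below, that separation at the ranked time was a condition of choice and is not support. Over all 4001 genes, edgeR called 43 higher and 64 lower at 0.5 h, 360 and 471 at 3 h, and 516 and 621 at 8 h. With library totals only the same splits read 11 and 82, 125 and 1156, and 188 and 1440. The 107 calls at 0.5 h numbered 47 without 0 h replicate 1, 56 without 0.5 h replicate 1 and 67 without 0.5 h replicate 2. Without replicate 1, 2 or 3 at every time point they numbered 51, 29 and 19. RC1_0709 and RC1_4056 first passed both limits at 0.5 h.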

RNA extracted from every time point (0.5, 1, 1.5, 2, 2.5, 3, 4, 5, 6, 7, and 8 hr) was compared to RNA extracted from dormant cysts (0th hour) with regions considered differentially expressed (DEG) if the log_2_ value from this comparison was greater than or equal to ±1.5 with a p-value <0.05. Finally, RNA-seq data sets were independently validated by assaying expression changes of five genes at four time points (0, 0.5, 2.5 and 6 hr) using quantitative PCR (qRT-PCR). For each gene and time point, log_2_fold change with respect to the 0^th^ hour from qRT-PCR was calculated and plotted against the same fold changed obtained from independent RNA-seq data sets (S2 Fig). 

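The 5 genes chosen for quantitative PCR cover energy metabolism and DNA modification. RC1_3511 encodes an ATP synthase subunit, RC1_1228 subunit M of NADH dehydrogenase and RC1_0470 a diheme cytochrome c, while RC1_0099 and RC1_0097 are annotated as a helicase and a DNA methylase. In the sequencing counts RC1_3511 rose at each of the sampled times, with log2 fold changes of 2.09 (standard error 0.36) at 0.5 h, 4.46 (standard error 0.40) at 2.5 h and 6.51 (standard error 0.44) at 6 h. RC1_0470 stood at 0.74 (standard error 0.57), 3.71 (standard error 0.62) and 5.05 (standard error 0.66), of which the later pair passed both limits. RC1_1228 came to 0.98, 2.02 and 4.38, past both limits at 2.5 and 6 h. RC1_0099 and RC1_0097 passed them at 6 h alone among these times, with 3.47 (standard error 0.52, edgeR adjusted p = 2.6e-06, 3 of 3 libraries above the 0 h range) and 4.51 (standard error 0.57, edgeR adjusted p = 2.2e-07, 3 of 3 libraries above the 0 h range). The housekeeping gene used for PCR normalization, RC1_1500, had 0.22 (standard error 0.22, edgeR adjusted p = 0.546) at 0.5 h, 0.58 (standard error 0.22, edgeR adjusted p = 0.0470) at 2.5 h and -0.17 (standard error 0.22, edgeR adjusted p = 0.540) at 6 h. It passed both limits at none of the 11 time points. No PCR values were used here. RC1_0470 and RC1_1228 first passed both limits at 1.5 h and RC1_0099 and RC1_0097 at 3 h. The call of RC1_1228 at 2.5 h ended with scaling to RC1_1500.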

The obtained *R*^*2*^ value between qRT-PCR and RNA-seq data sets for these genes shows excellent correlation with an *R*^*2*^ = 0.91.

During the time course of induction, we observed that 40.64% of the *R*. *centenum* genome (1,667 genes) underwent significant changes in expression relative to fully dormant cysts (S1 Table). 

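Among the 10 largest decreases at 8 h, RC1_4055, a response regulator gene beside the sigma-54 regulator RC1_4056, reached a log2 fold change of -4.63 (standard error 0.50, edgeR adjusted p = 1.5e-08, 3 of 3 libraries below the 0 h range) at 8 h. RC1_3807, annotated as a thioesterase, stood at -6.49 (standard error 1.66) and RC1_2563, a rhodanese-domain gene, at -4.79 (standard error 0.81) (edgeR adjusted p of at most 0.00156 for both). Among the 10 largest increases, RC1_3981, a cytochrome c gene, reached 4.65 (standard error 0.66) and RC1_0827, which encodes a hemolysin-type calcium-binding protein, 4.62 (standard error 0.59). Both rankings hold only genes whose 3 libraries all lay beyond the 0 h range, so that separation is not support. Counting every gene past both limits at 1 or more time points, edgeR gave 1745 genes, 42.5% of 4102, of which 778 were higher and 975 lower at some time. DESeq2 gave 1784. With library totals only the count was 2300, 371 higher and 1935 lower. Of the 1643 S1 Table genes tested, 98.4% were called. These counts rest on the restored gene names, since S1 Table and the files pair names with counts differently. The calls at 6 and 8 h shared 417 higher genes, 79.6% of those at 6 h, and 73.0% of the lower genes at 6 h, where independent lists of these sizes would share 67.6 and 92.7 genes. Those at 0.5 and 8 h shared 19 and 35, against 5.55 and 9.93. Fold changes at 6 and 8 h had a covariance of 2.04 across genes, and those at 3 and 8 h 1.46. Simulations of unchanged genes at 3 and 8 h with shared 0 h libraries gave 0.0812 on average over 20 draws. Each draw made 0 calls, so a shared count of 0 there says nothing about the shared calls above. Genes were drawn independently, so variation common to many genes was left out. Part of the excess of shared calls and of covariance may come from the shared controls. RC1_4055 first passed both limits at 0.5 h, RC1_3981 at 1.5 h, RC1_0827 at 2 h and RC1_3807 and RC1_2563 at 3 h.

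**Figure D1:**
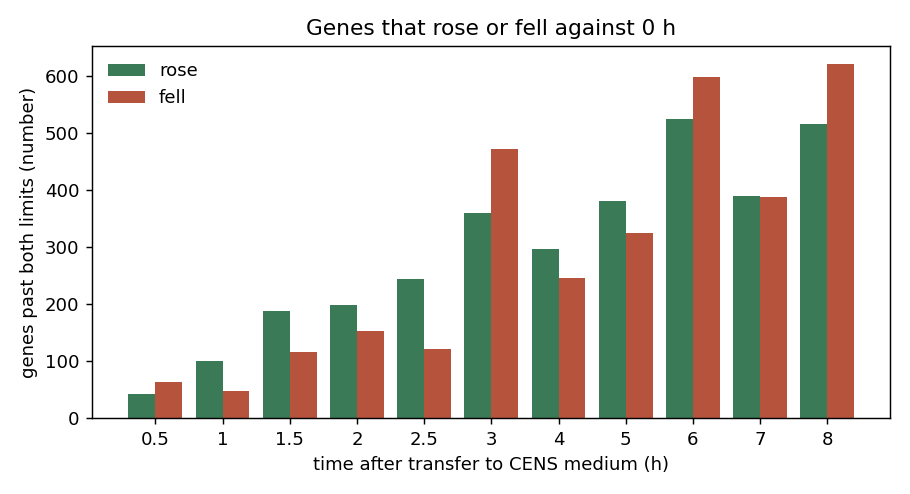
Genes past both limits against 0 h at each time point, as bars starting at 0 (x axis: hours after transfer, y axis: number of genes, 3 libraries per time point). The bars reach 524 higher and 597 lower at 6 h, with 389 and 387 at 7 h; with library totals only the splits read 151 and 1622, and 261 and 492.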

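Translation genes with a call were mostly higher and regulators mostly lower. Ribosomal protein gene RC1_0722, whose product lies at the peptide exit tunnel, stood at a log2 fold change of 4.17 (standard error 0.31, edgeR adjusted p = 2.1e-10, 3 of 3 libraries above the 0 h range) at 3 h. Gene RC1_3724, a histidine kinase of the signal transduction category, stood at -3.99 (standard error 0.98, edgeR adjusted p = 0.00150, 3 of 3 libraries below the 0 h range) at that time. Both genes were named by rank among genes with that separation, which is therefore not support. By the categories in S1 Table, the 93 genes of translation split into 76 higher and 14 lower at 1 or more time points. Energy production (87 genes) gave 59 higher and 26 lower, and secretion and trafficking (23) 20 higher and 3 lower. For transcription (75) the split was 23 higher and 52 lower, for signal transduction (58) 19 higher and 38 lower, and for cell motility (42) 17 higher and 23 lower. Genes without an ortholog formed the largest class, with 87 higher and 243 lower. Cell wall and membrane genes (83) were divided between 41 higher and 42 lower. Among all genes called at some time, 778 were higher and 975 lower, or 371 and 1935 with library totals only. A majority of lower genes was therefore not particular to regulators or motility genes. The splits by category are given with TMM factors only. S1 Table holds only genes that the study called on these libraries, so the splits are not independent evidence of direction, and a gene can count on both sides. RC1_0722 first passed both limits at 0.5 h.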

Given this large number of gene expression changes, we analyzed the data by first binning into clusters of orthologous groups (COGS) where genes that control similar processes were individually analyzed (S3 Fig). In the sections below, we discuss individual COGS that best highlight molecular events that lead to the emergence of a fully functional vegetative cell. Finally, we compared transcriptomic data collected during germination in this study to a prior study from our laboratory that analyzed transcriptomic changes in expression that occur during cyst formation [21]. Interestingly, 317 genes exhibit DEG in both data sets with 194 of these showing opposing regulation defined as upregulation during cyst formation and downregulation during cyst germination or vice versa (S4 Fig). Comparison of gene expression changes during germination with that observed during cyst formation contributed to a more in-depth insight into both the germination and encystation processes in this Gram-negative species.

### Early events initiating 0.5 to 1.5 hrs

#### Translation machinery

An important set of genes expressed earliest in germination include those that encoded proteins of the large and small ribosomal subunits (Fig 3 and S5A and S5B Fig). This group of genes uniformly showed significant increases in expression at the earliest 0.5 hr time point and continued to increase in expression throughout germination. 

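Ribosomal protein genes rose early and far. RC1_0699 and RC1_0700 encode proteins L10 and L7/L12 of the stalk that binds translation factors, and RC1_0707 a 16S rRNA-binding protein. Their log2 fold changes at 1.5 h were 2.79 (standard error 0.46, edgeR adjusted p = 5.6e-05, 3 of 3 libraries above the 0 h range), 2.65 (standard error 0.54) and 2.52 (standard error 0.30), and at 8 h 4.71, 5.05 and 4.46. At 0.5 h RC1_0722 was already at 2.08 (standard error 0.29, edgeR adjusted p = 3.7e-05, 3 of 3 libraries above the 0 h range), whereas RC1_0700 and RC1_0707 stood at 1.18 (standard error 0.52, edgeR adjusted p = 0.135) and 1.50 (standard error 0.29, edgeR adjusted p = 0.00159), each short of the limit on size. Of 51 ribosomal protein genes, a list drawn from the annotation in S1 Table after the counts had been seen, 6 rose and 0 fell at 0.5 h (7 and 0 adjusted over the list alone), 19 rose and 0 fell at 1 h (19 and 0 adjusted over the list alone), 40 rose and 0 fell at 1.5 h (40 and 0 adjusted over the list alone) and 47 rose and 0 fell at 8 h (47 and 0 adjusted over the list alone). All are S1 Table genes, so these counts are not independent evidence of direction. Without replicate 3 the number that rose at 0.5 h was 2. The list as a whole lay above other genes at 0.5 h (adjusted p = 8.0e-21 with camera from limma and adjusted p = 0.0468 with an estimated correlation). Its members were called as changed on these libraries, so this test is not independent evidence either. Among the large-subunit genes listed by name beforehand, 8 rose and 0 fell at 8 h (8 and 0 adjusted over the list alone), and among those of the small subunit 3 rose and 0 fell at 8 h (3 and 0 adjusted over the list alone). RC1_0699 first passed both limits at 0.5 h and RC1_0700 and RC1_0707 at 1 h. The list ribosomal proteins by annotation counted 1 and 0 with library totals only, 2 and 0 with scaling to RC1_1500, 3 and 0 without 0.5 h replicate 1 and 10 and 0 without 0.5 h replicate 2 (rose and fell at 0.5 h). The list ribosomal proteins by annotation counted 2 and 0 with scaling to RC1_1500 (rose and fell at 1 h). The list ribosomal proteins by annotation counted 19 and 0 with scaling to RC1_1500 (rose and fell at 1.5 h). The list large ribosomal subunit proteins counted 4 and 0 with library totals only (rose and fell at 8 h).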

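Translation factors carry aminoacyl-tRNA to the ribosome, start and end translation, and move the ribosome along the mRNA. The elongation factor Tu gene RC1_0709 rose to a log2 fold change of 3.34 (standard error 0.52, edgeR adjusted p = 2.4e-05, 3 of 3 libraries above the 0 h range) at 1.5 h, and its normalized count went from 41.7 ± 4.48 at 0 h to 427 ± 162 (mean ± SD, n = 3). RC1_1830, the elongation factor P gene, rose at 8 h (1.99 (standard error 0.24)) and stood at 1.26 (standard error 0.23, edgeR adjusted p = 1.7e-04) at 1.5 h. Among 10 factors, a list drawn from the annotation in S1 Table after the counts had been seen, 6 rose and 1 fell at 1.5 h (6 and 1 adjusted over the list alone), 7 rose and 1 fell at 3 h (7 and 1 adjusted over the list alone) and 6 rose and 0 fell at 8 h (6 and 0 adjusted over the list alone). The members are S1 Table genes, picked by the study on these libraries, so the direction is not independent evidence (adjusted p = 3.5e-05 with camera from limma and adjusted p = 0.108 with an estimated correlation, at 1.5 h). RC1_1830 first passed both limits at 4 h. The call of RC1_1830 at 8 h ended with library totals only. The list elongation, initiation and release factors by annotation counted 2 and 1 with library totals only and 2 and 1 with scaling to RC1_1500 (rose and fell at 1.5 h). The list elongation, initiation and release factors by annotation counted 4 and 1 with library totals only (rose and fell at 3 h). The list elongation, initiation and release factors by annotation counted 3 and 1 with library totals only (rose and fell at 8 h).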

Most initiation factors (IF-1 and IF-2), elongation factors (Tu, G and P) and release factors involved in translation also show significant upregulation early in germination with sustained increases in expression throughout (S5C Fig). The one exception is the elongation factor G (EF-G) coded by RC1_1873 that is inexplicably downregulated during germination with the caveat that the *R*. *centenum* genome also codes for two additional EF-G's (RC1_0708 and RC1_3537) that both exhibit early increases in expression. 

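Elongation factor G moves the ribosome 1 codon along the mRNA. RC1_1873 fell within 0.5 h, with a log2 fold change of -2.36 (standard error 0.54, edgeR adjusted p = 0.00550, 3 of 3 libraries below the 0 h range), and reached -3.05 (standard error 0.56, edgeR adjusted p = 7.2e-05, 3 of 3 libraries below the 0 h range) at 3 h. RC1_0708 rose from 1.5 h (2.20 (standard error 0.34, edgeR adjusted p = 2.3e-05, 3 of 3 libraries above the 0 h range)) to 3.60 (standard error 0.36) at 8 h. RC1_3537 passed both limits at 3 h (1.69 (standard error 0.36, edgeR adjusted p = 3.4e-04, 3 of 3 libraries above the 0 h range)) and stood at 1.36 (standard error 0.35, edgeR adjusted p = 0.0130) at 0.5 h. Normalized counts of RC1_1873 averaged 1462 ± 815 at 0 h and 177 ± 56.7 at 3 h (mean ± SD, n = 3), those of RC1_0708 1696 ± 119.6 and 13346 ± 2995. Reads common to the 3 related genes were not told apart here, and with each scaling run RC1_1873 stayed negative and RC1_0708 positive at 1.5 and 3 h. RC1_0708 first passed both limits at 1 h and RC1_3537 at 1.5 h. The call of RC1_3537 at 3 h ended with library totals only and upper-quartile factors.

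**Figure D2:**
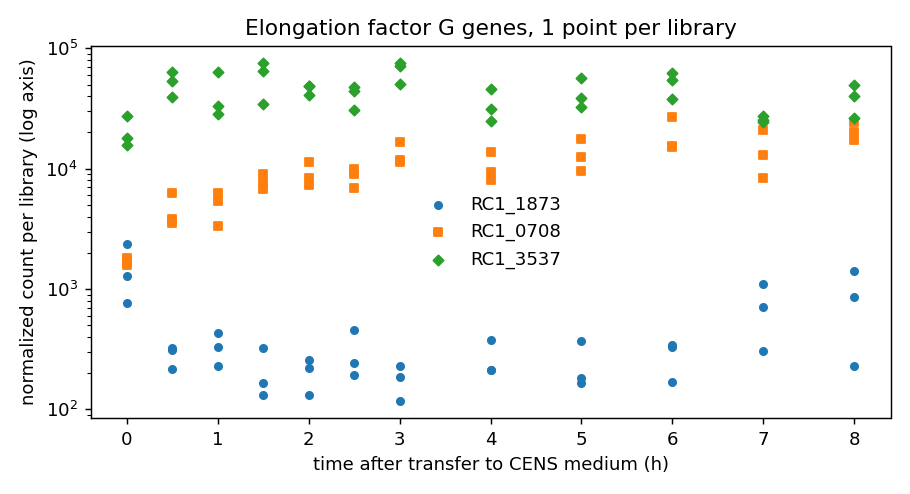
Normalized counts of RC1_1873, RC1_0708 and RC1_3537 in each of the 36 libraries (x axis: hours after transfer, y axis: normalized count on a log axis, 1 point per library). RC1_1873 averages 1462 ± 815 at 0 h and 177 ± 56.7 at 3 h, where RC1_0708 goes from 1696 ± 119.6 to 13346 ± 2995 (mean ± SD, n = 3).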

Note that early induction of protein synthesis is known to occur soon after the initiation of *Bacillus* spore germination [22].

**Fig 3:**
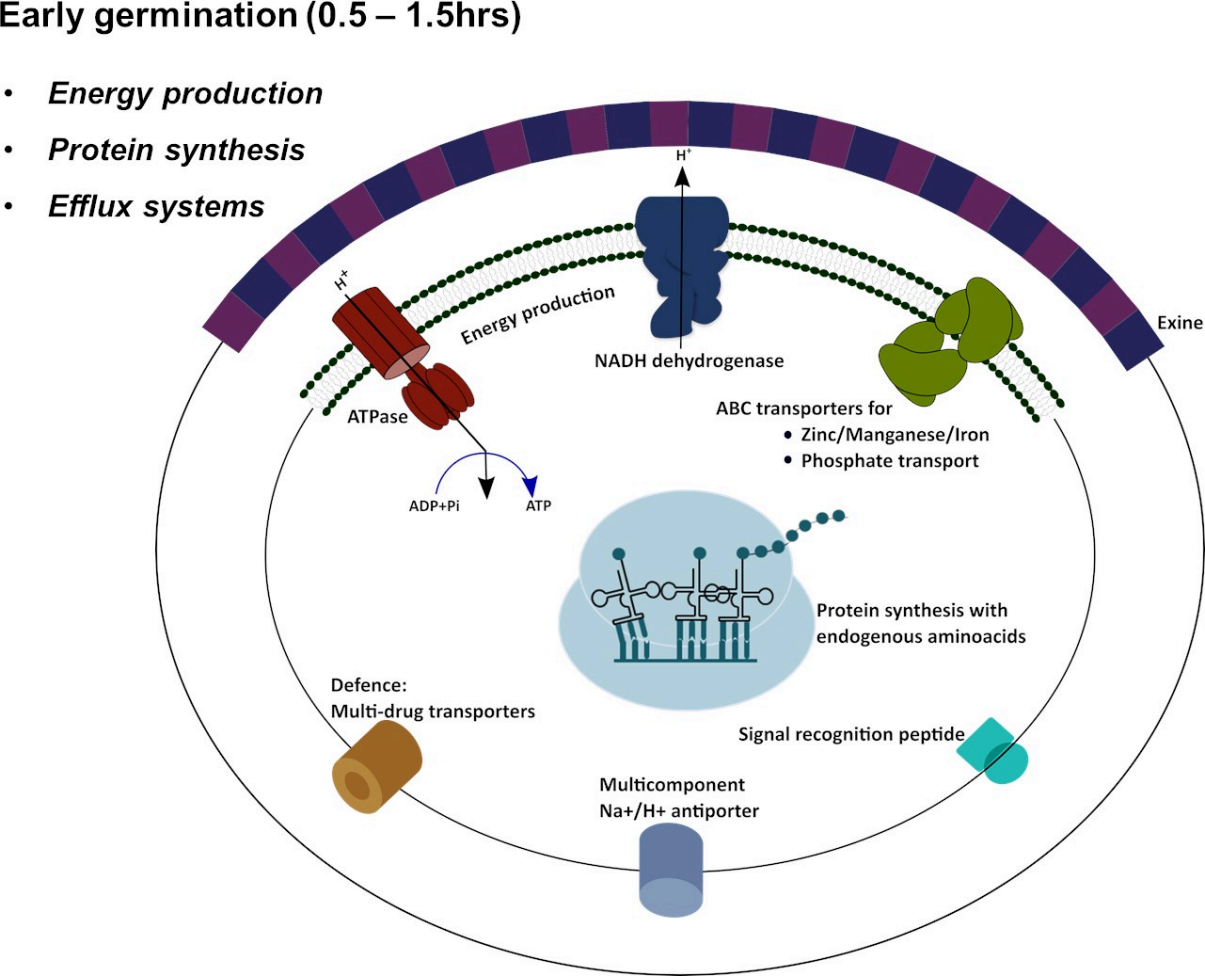
Diagram of cellular processes that undergo an increase in expression during the early germination period (0.5 to 1.5 hrs.).

In addition to synthesis of translation machinery, genes coding for proteins involved in protein folding, such as HSP40, and HSP90 and GroEL, are also upregulated during this early time point with some showing significant regulation across the time spectrum (early to middle–SurA^RC1_1563^, CcmG^RC1_3021^, middle–HSP20, HSP10 and middle to late–RC1_0986, RC1_2666) (S5D Fig). 

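Chaperone genes include those for GroEL, which encloses unfolded proteins, its lid GroES (HSP10), and HtpG (HSP90). The groEL gene RC1_2595 rose to a log2 fold change of 2.61 (standard error 0.27, edgeR adjusted p = 9.5e-08, 3 of 3 libraries above the 0 h range) at 1.5 h and 3.06 (standard error 0.27) at 3 h. HtpG, encoded by RC1_2425, reached 1.71 (standard error 0.20, edgeR adjusted p = 4.0e-07, 3 of 3 libraries above the 0 h range) at 2.5 h, and groES, RC1_2594, 1.70 (standard error 0.29, edgeR adjusted p = 2.6e-05, 3 of 3 libraries above the 0 h range) at 3 h. The periplasmic folding gene surA, RC1_1563, was at 2.00 (standard error 0.24) at 4 h and 1.90 (standard error 0.24) at 7 h (edgeR adjusted p of at most 3.3e-07). RC1_3021 (ccmG, a thioredoxin-like protein), RC1_0986 (glutaredoxin) and RC1_2666 (a peptidyl-prolyl isomerase) were at 1.75, 2.05 and 1.93 at 5, 6 and 6 h, after calls at earlier times. Of 15 chaperone and folding genes listed by name, 5 rose and 3 fell at 3 h (5 and 4 adjusted over the list alone) and 5 rose and 3 fell at 8 h (5 and 3 adjusted over the list alone), with a list median of 0.77 that turned to -0.20 with library totals only. For the 12 folding genes chosen by annotation, 3 rose and 0 fell at 2.5 h (3 and 0 adjusted over the list alone) (adjusted p = 2.8e-04 with camera from limma and adjusted p = 0.0440 with an estimated correlation). Both lists hold S1 Table genes alone, so their direction is not independent evidence. RC1_2595 first passed both limits at 1 h, RC1_2425 and RC1_3021 at 1.5 h, RC1_1563 at 2 h and RC1_0986 and RC1_2666 at 3 h. The call of RC1_2425 at 2.5 h ended with scaling to RC1_1500, that of RC1_2594 at 3 h with library totals only and upper-quartile factors, and those of RC1_3021 at 5 h, RC1_0986 at 6 h and RC1_2666 at 6 h with library totals only. The list chaperones and protein folding counted 1 and 4 with library totals only and 5 and 1 without 0 h replicate 1 (rose and fell at 3 h). The list chaperones and protein folding counted 5 and 1 with DESeq2 with shrunken fold changes, 2 and 5 with library totals only, 3 and 5 with upper-quartile factors, 5 and 1 without 8 h replicate 3, 5 and 1 without 0 h replicate 1 and 6 and 5 without 0 h replicate 2 (rose and fell at 8 h). The list protein folding by annotation counted 1 and 0 with scaling to RC1_1500 (rose and fell at 2.5 h).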

There is also upregulation of *ftsY*^*RC1_2195*^ –a gene involved in the signal recognition particle system for proper insertion of membrane proteins (Fig 3 and S5E Fig) [23, 24].

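FtsY is the receptor that docks ribosomes making membrane proteins at the membrane. Its gene, RC1_2195, rose to a log2 fold change of 1.85 (standard error 0.32, edgeR adjusted p = 2.1e-04, 3 of 3 libraries above the 0 h range) at 1 h. At 8 h it stood at 0.12 (standard error 0.31, edgeR adjusted p = 0.765). Normalized counts averaged 682 ± 296 at 0 h and 2459.9 ± 362 at 1 h (mean ± SD, n = 3). Taken with the Sec and Tat export genes, 13 genes chosen by annotation after the counts had been seen, 10 rose and 0 fell at 6 h (10 and 0 adjusted over the list alone) (adjusted p = 1.0e-04 with camera from limma and adjusted p = 0.144 with an estimated correlation). Of 10 listed by name, 8 rose and 1 fell at 8 h (8 and 1 adjusted over the list alone). All members are S1 Table genes, so neither count is independent evidence of direction. RC1_2195 first passed both limits at 0.5 h. The call of RC1_2195 at 1 h ended with scaling to RC1_1500. The list Sec, Tat and signal recognition by annotation counted 0 and 2 with library totals only and 6 and 1 with upper-quartile factors (rose and fell at 6 h). The list protein secretion and signal recognition counted 8 and 0 with DESeq2 with shrunken fold changes, 0 and 1 with library totals only, 5 and 1 with upper-quartile factors, 8 and 0 without 8 h replicate 1 and 8 and 0 without 0 h replicate 2 (rose and fell at 8 h).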

#### Charging the membrane for ATP production

Another set of genes expressed at nearly the same early time as those involved in protein synthesis are those involved in generating a membrane potential. Specifically, at 1.5hr after induction of germination there is rapid induction of components of NADH dehydrogenase–complex 1 that moves electron and protons from NADH to the ubiquinone pool (Fig 3, S6A Fig). 

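NADH dehydrogenase passes electrons from NADH to ubiquinone and pumps protons. RC1_1230, which encodes 1 of its subunits, reached a log2 fold change of 2.49 (standard error 0.51, edgeR adjusted p = 5.8e-04, 3 of 3 libraries above the 0 h range) at 1.5 h and 5.74 (standard error 0.57) at 8 h, the third largest increase of any tested gene at that time with edgeR. RC1_1228, for subunit M, was at 3.22 (standard error 0.43, edgeR adjusted p = 9.5e-07, 3 of 3 libraries above the 0 h range) at 3 h. Of the 14 genes of the cluster RC1_1227 to RC1_1240, 10 rose and 0 fell at 1.5 h (10 and 0 adjusted over the list alone), 10 rose and 0 fell at 3 h (10 and 0 adjusted over the list alone) and 12 rose and 0 fell at 8 h (12 and 0 adjusted over the list alone). Of these, 12 stand in S1 Table, which the study drew from these libraries, so the direction is not independent evidence. Against other genes, the cluster passed at 1.5 h at the preset correlation only (adjusted p = 3.9e-06 with camera from limma). With an estimated correlation it did not pass (adjusted p = 0.178 with camera from limma). A shift of the cluster as a set is therefore not established. RC1_1230 first passed both limits at 0.5 h. The list NADH dehydrogenase cluster counted 4 and 0 with library totals only and 1 and 0 with scaling to RC1_1500 (rose and fell at 1.5 h).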

Complex 1 also shuttles 4H+ across the cytoplasmic membrane so its expression helps germinating cysts develop a membrane potential that can be used for energy production (Fig 3). 

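The F-type ATP synthase makes ATP from the proton gradient. RC1_3511, annotated as 1 of its subunits, rose to a log2 fold change of 2.94 (standard error 0.37, edgeR adjusted p = 4.1e-06, 3 of 3 libraries above the 0 h range) at 1 h and 5.08 (standard error 0.41) at 3 h, the largest increase of any tested gene at 3 h with edgeR. Its normalized count averaged 559 ± 184 at 0 h and 4283 ± 965 at 1 h (mean ± SD, n = 3). Of 13 subunit genes, a list drawn from the annotation in S1 Table after the counts had been seen, 3 rose and 0 fell at 0.5 h (3 and 0 adjusted over the list alone), 7 rose and 0 fell at 1 h (7 and 0 adjusted over the list alone) and 12 rose and 0 fell at 1.5 h (12 and 0 adjusted over the list alone). At 0.5 h the list lay above other genes (adjusted p = 4.1e-08 with camera from limma and adjusted p = 0.0174 with an estimated correlation), and at 1 h too (adjusted p = 8.4e-12 with camera from limma and adjusted p = 0.00535 with an estimated correlation). Listed by name beforehand were 5 genes, of which 3 rose and 0 fell at 1 h (3 and 0 adjusted over the list alone). Being S1 Table genes, both lists give no independent evidence of direction. RC1_3511 first passed both limits at 0.5 h. The list F-type ATP synthase by annotation counted 1 and 0 with DESeq2 with shrunken fold changes, 1 and 0 with library totals only, 1 and 0 with scaling to RC1_1500, 1 and 0 without 0.5 h replicate 1, 1 and 0 without 0 h replicate 1 and 1 and 0 without 0 h replicate 3 (rose and fell at 0.5 h). The list F-type ATP synthase by annotation counted 1 and 0 with scaling to RC1_1500 (rose and fell at 1 h). The list F-type ATP synthase by annotation counted 5 and 0 with scaling to RC1_1500 (rose and fell at 1.5 h). The list ATP synthase counted 1 and 0 with scaling to RC1_1500 (rose and fell at 1 h).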

Concurrently, there is early (0.5 to 1 hr) induction of genes coding for subunits of an F-type H^+^-transporting ATPase (complex V) that utilizes a proton gradient to generate ATP (Fig 3 and S6B Fig). 

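Pyruvate dehydrogenase turns pyruvate into acetyl-CoA and NADH. Its 4 genes, RC1_0119 to RC1_0122, are all S1 Table genes, so the direction is not independent evidence. Their median log2 fold change was 0.80 at 0.5 h, 1.57 at 2.5 h, 1.73 at 3 h and 3.45 at 8 h. At 2.5 h 3 rose and 0 fell (3 and 0 adjusted over the list alone), and 4 rose and 0 fell at 3 h (4 and 0 adjusted over the list alone) and 4 rose and 0 fell at 8 h (4 and 0 adjusted over the list alone). At 0.5 h edgeR called 0 of them at these limits (2 at any fold change) and DESeq2 0. Against other genes the set was at adjusted p = 7.0e-04 with camera from limma and adjusted p = 0.130 with an estimated correlation, at 2.5 h. The list pyruvate dehydrogenase counted 0 and 0 with scaling to RC1_1500 (rose and fell at 2.5 h). The list pyruvate dehydrogenase counted 0 and 0 with library totals only and 2 and 0 with upper-quartile factors (rose and fell at 3 h).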

Starting at 0.5 hr, and peaking at ~2.5hrs, there is also induction of genes coding for components of pyruvate dehydrogenase that utilizes pyruvate to generate NADH, acetyl CoA and CO_2_ (S6C Fig). NADH from this reaction could also be used by NADH dehydrogenase to sustain energy production via ATPase. We also note a 4 to 5-fold in upregulation of pyruvate dehydrogenase genes during cyst formation, just like that observed during cyst germination [21] (S6C Fig).

#### Drug resistance

Another set of genes that undergo early expression increases are three genes coding for components of two multidrug exporters (*emrA*^RC1_4050^, *emrB*^RC1_4051^, and *acrB*^RC1_2565^) (Fig 3, S7 Fig). 

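Multidrug exporters pump toxic compounds out of the cell. The gene pair emrA and emrB, RC1_4050 and RC1_4051, encodes the adaptor and the pump of 1 system, and acrB, RC1_2565, a pump of another. RC1_4051 rose to a log2 fold change of 2.20 (standard error 0.32, edgeR adjusted p = 6.6e-06, 3 of 3 libraries above the 0 h range) at 2 h and 2.29 (standard error 0.32) at 2.5 h, and RC1_4050 to 1.74 (standard error 0.30, edgeR adjusted p = 5.7e-05, 3 of 3 libraries above the 0 h range) at 2.5 h. RC1_2565 reached 1.77 (standard error 0.54, edgeR adjusted p = 0.0155, 3 of 3 libraries above the 0 h range) at 1.5 h and was at -1.60 (standard error 0.54, edgeR adjusted p = 0.0138) at 8 h. At 0.5 h the 3 genes stood at 0.72, 1.21 and 1.45, none past both limits. Across the 19 multidrug efflux genes listed by name, 6 rose and 1 fell at 1.5 h (6 and 1 adjusted over the list alone), with a list median of 0.33 that turned to -0.24 with scaling to RC1_1500 and 3 rose and 9 fell at 8 h (3 and 9 adjusted over the list alone). These are S1 Table genes, so the split is not independent evidence. RC1_4051 and RC1_2565 first passed both limits at 1 h and RC1_4050 at 1.5 h. The call of RC1_4050 at 2.5 h ended with scaling to RC1_1500, that of RC1_2565 at 1.5 h with library totals only and scaling to RC1_1500, and that of RC1_2565 at 8 h with DESeq2 with shrunken fold changes. RC1_2565 at 1.5 h came to 1.76 (edgeR adjusted p = 0.0529) without 0 h replicate 3, past both limits no longer. RC1_2565 at 8 h came to -1.12 without 8 h replicate 1 and -1.49 without 8 h replicate 3, past both limits no longer. The list multidrug efflux counted 2 and 1 with library totals only and 1 and 2 with scaling to RC1_1500 (rose and fell at 1.5 h). The list multidrug efflux counted 0 and 11 with library totals only (rose and fell at 8 h).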

The macrolide transporter MacBRC1_2439 also gets upregulated, though slightly later at 2 hrs. This expression pattern presumably confers resistance to extracellular toxins, thereby providing germinating cysts a defense mechanism during this transient and vulnerable stage. 

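MacB is an ABC transporter that exports macrolides, and RC1_2439 rose to a log2 fold change of 2.03 (standard error 0.23, edgeR adjusted p = 2.0e-07, 3 of 3 libraries above the 0 h range) at 2 h. At 2.5 h it was at 2.06 (standard error 0.23), and at 4 and 8 h at 1.30 (standard error 0.23, edgeR adjusted p = 4.3e-05) and 0.05 (standard error 0.23, edgeR adjusted p = 0.856). Normalized counts averaged 163 ± 36.5 at 0 h, 665 ± 40.5 at 2 h and 169 ± 35.3 at 8 h (mean ± SD, n = 3). RC1_2439 first passed both limits at 1.5 h. The call of RC1_2439 at 2.5 h ended with scaling to RC1_1500.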

Expression of multidrug transporters during germination is also seen in *Bacillus subtilis* [25]. Note that the expression of these three resistance genes are markedly reduced when cells undergo the development of cysts. Since cysts are metabolically dormant, there is presumably little need for expression of these drug exporters while in the cyst phase.

Overall, these results collectively show that germinating cysts initially induce expression of genes involved in protein synthesis and NADH dehydrogenase that utilizes NADH for generating a membrane potential. Concurrently, there is the expression of ATPase that uses a membrane potential for the production of ATP. These results indicate that there is an initial preference for both the production of protein synthesis machinery and the initiation of energy production. Finally, there is also an early expression of proteins involved in defense against antimicrobial compounds.

### Early to middle events (1–3 hrs.)

#### Cell wall and membrane remodeling

The cell membrane and outer cell wall are quite different between desiccation resistant cyst cells that do not undergo replication versus replicating vegetative cells (Fig 4). In *A*. *vinelandii*, where the cysts cell membrane has been best studied, phospholipids present in vegetative cells are converted to 5-*n*-alkylresorcinols and 6-*n*-alkylpyrones during cyst development [26, 27]. These alkyl cyst lipids are thought to create a more impermeable membrane matrix, thereby conferring desiccation resistance [26, 27]. 

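Fatty acid synthesis builds the acyl chains of new membrane. The gene for the dehydratase FabZ, RC1_1197, rose to a log2 fold change of 2.49 (standard error 0.35, edgeR adjusted p = 1.8e-06, 3 of 3 libraries above the 0 h range) at 3 h and 3.09 (standard error 0.35) at 6 h, and stood at 0.56 (standard error 0.33, edgeR adjusted p = 0.265) at 1 h. Of 8 fatty acid synthesis genes, a list drawn from the annotation in S1 Table after the counts had been seen, 3 rose and 0 fell at 1.5 h (3 and 0 adjusted over the list alone), 5 rose and 0 fell at 3 h (5 and 0 adjusted over the list alone) and 7 rose and 0 fell at 8 h (7 and 0 adjusted over the list alone). At 3 h the list was at adjusted p = 6.2e-05 with camera from limma and adjusted p = 0.0487 with an estimated correlation. Of 7 genes listed by name beforehand, 5 rose and 0 fell at 8 h (5 and 0 adjusted over the list alone). S1 Table holds all of them, so the direction is not independent evidence. RC1_1197 first passed both limits at 2 h. The list fatty acid synthesis by annotation counted 1 and 0 with library totals only and 1 and 0 with scaling to RC1_1500 (rose and fell at 1.5 h). The list fatty acid synthesis by annotation counted 2 and 0 with library totals only (rose and fell at 3 h). The list fatty acid synthesis by annotation counted 2 and 0 with library totals only (rose and fell at 8 h). The list fatty acid synthesis counted 1 and 0 with library totals only (rose and fell at 8 h).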

Not surprisingly, the *fabZ*, *fabF*, *fabH*, *fabG*, and *fabK* genes involved in fatty acid synthesis [28] all exhibit upregulation in the early to mid-timepoint (S8A Fig).

**Fig 4:**
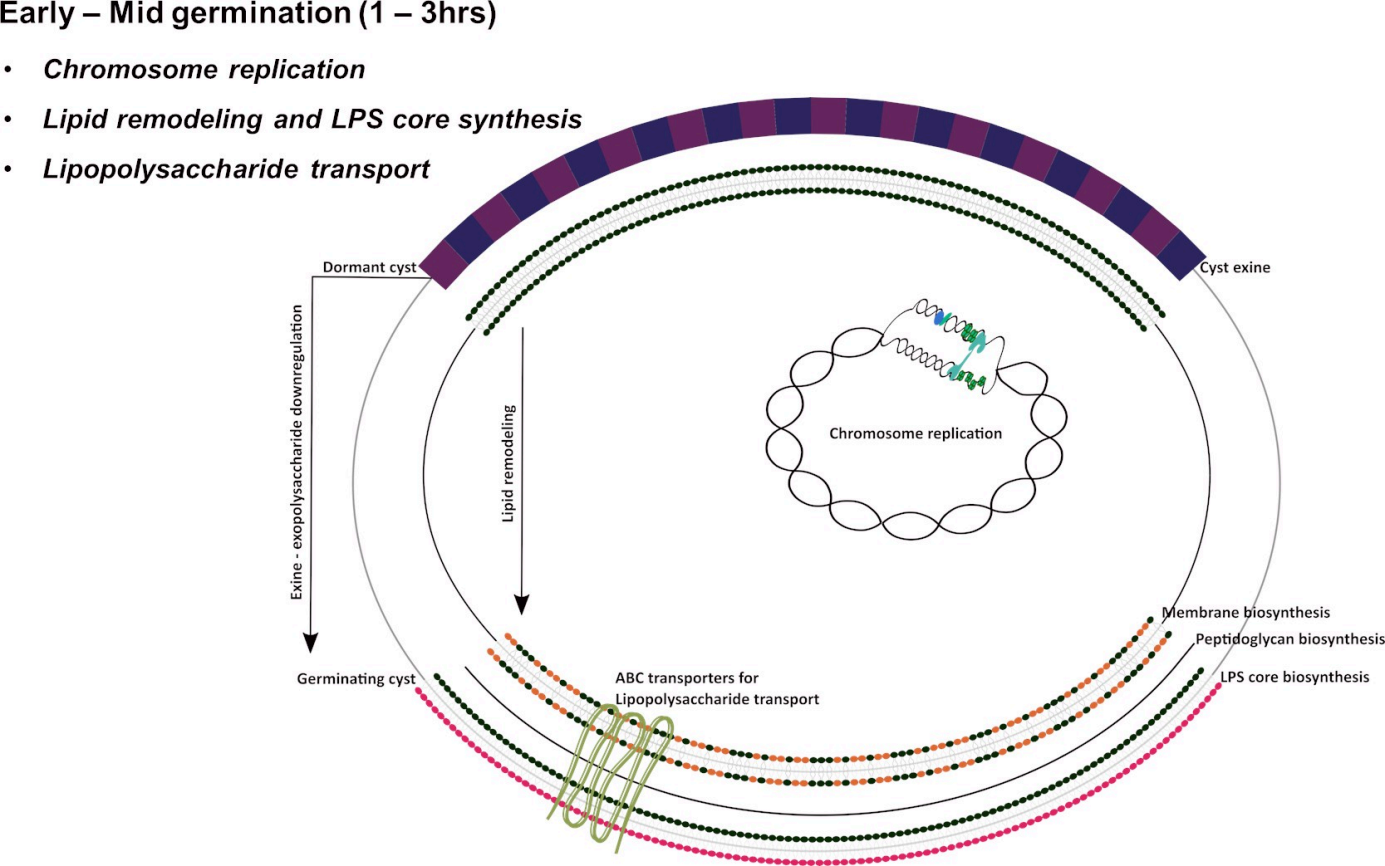
Diagram of cellular processes that undergo changes during the early to middle germination period (1 to 3 hrs.).

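Some genes of the wall and its sugars had changed at 1 h. The glycosyltransferase gene RC1_0231 was at a log2 fold change of 1.79 (standard error 0.38, edgeR adjusted p = 0.00149, 3 of 3 libraries above the 0 h range) at 1 h and 2.11 (standard error 0.38, edgeR adjusted p = 9.6e-05, 3 of 3 libraries above the 0 h range) at 2.5 h. RC1_3992, an epimerase gene for GDP-fucose, stood at -1.99 (standard error 0.53, edgeR adjusted p = 0.00864, 3 of 3 libraries below the 0 h range) at 1 h. RC1_0610, annotated for cell wall formation, was already at 1.88 (standard error 0.54) at 0.5 h and reached 3.70 (standard error 0.53) at 3 h and RC1_0417, with a sterol-binding domain, 5.18 (standard error 0.73) at 8 h. Among 21 genes of polysaccharide synthesis and export listed by name, 2 rose and 1 fell at 1 h (2 and 1 adjusted over the list alone), 2 rose and 6 fell at 3 h (2 and 6 adjusted over the list alone) and 1 rose and 12 fell at 8 h (1 and 12 adjusted over the list alone). The members are S1 Table genes, so the split is not independent evidence. RC1_0417 first passed both limits at 3 h. The calls of RC1_0231 at 1 h and RC1_0610 at 0.5 h ended with library totals only and scaling to RC1_1500. RC1_0610 at 0.5 h came to 1.73 (edgeR adjusted p = 0.0942) without 0.5 h replicate 1, 1.80 (edgeR adjusted p = 0.0759) without 0.5 h replicate 2, 1.79 (edgeR adjusted p = 0.0999) without 0 h replicate 1 and 1.70 (edgeR adjusted p = 0.0867) without 0 h replicate 3, past both limits no longer. The list polysaccharide synthesis and export counted 0 and 1 with library totals only, 0 and 5 with scaling to RC1_1500 and 2 and 2 without 0 h replicate 2 (rose and fell at 1 h). The list polysaccharide synthesis and export counted 1 and 5 with DESeq2 with shrunken fold changes, 0 and 11 with library totals only, 0 and 8 with upper-quartile factors and 1 and 4 without 0 h replicate 1 (rose and fell at 3 h). The list polysaccharide synthesis and export counted 0 and 16 with library totals only and 2 and 7 without 0 h replicate 1 (rose and fell at 8 h).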

Cysts are also coated with a very thick layer of exopolysaccharides, so it is also not surprising that there are many changes in expression of genes involved cell wall metabolism early in germination (starting at ~1 hr) and throughout the germination period (Fig 4, S8 Fig, S9 Fig). For example, genes involved in peptidoglycan biosynthesis (*murb*, *murG*, *murD*, *mraY*, *murF*, *ddiB* and *uppS*) (S8B Fig) [29] and genes involved in building components of the outer membrane, such as those involved in synthesis of the lipid A-core (*lpxA*, *hrtB*, *RC1_0231*, *RC1_1918*) (S9A Fig) show upregulation in early to mid-timepoints. It is to be noted that the same *mur* peptidoglycan biosynthesis genes decrease expression during development of cysts (S8B Fig). However, genes involved in synthesis of the core oligosaccharide layer and/or O antigen layer (*algC*, *galU*, *rkpK*, *rfbA*, *rfbC*, *rfbD*) all exhibited upregulation later at ~4–6 hours after induction of germination (S9B Fig) indicating later completion of cell wall synthesis around just before the cyst husk breaks open. 

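The mur genes make the peptidoglycan precursor step by step. RC1_0615 (murD) rose to a log2 fold change of 2.31 (standard error 0.39, edgeR adjusted p = 5.2e-05, 3 of 3 libraries above the 0 h range) at 2 h and 2.73 (standard error 0.39) at 2.5 h, and RC1_0617 (murF) to 2.23 (standard error 0.30) at 2.5 h. RC1_0616 (mraY), for the enzyme that anchors the precursor to the membrane, reached 2.41 (standard error 0.23, edgeR adjusted p = 8.3e-09, 3 of 3 libraries above the 0 h range) at 3 h and RC1_0613 (murG) 2.39 (standard error 0.66, edgeR adjusted p = 0.00692, 3 of 3 libraries above the 0 h range) at 2.5 h. The lipid A gene RC1_0231 was at 1.94 (standard error 0.38) at 2 h, and RC1_1918 passed both limits at 3 h (1.63 (standard error 0.55, edgeR adjusted p = 0.0174)) and 6 h (1.74 (standard error 0.56, edgeR adjusted p = 0.00956)). Of 6 peptidoglycan genes, a list drawn from the annotation in S1 Table after the counts had been seen, 5 rose and 0 fell at 2.5 h (5 and 0 adjusted over the list alone) and 6 rose and 0 fell at 4 h (6 and 0 adjusted over the list alone) (adjusted p = 3.8e-05 with camera from limma and adjusted p = 0.0146 with an estimated correlation, at 2.5 h), and of 5 listed by name 4 rose and 0 fell at 2.5 h (4 and 0 adjusted over the list alone). For lipid A, 5 genes by annotation, 2 rose and 0 fell at 2.5 h (2 and 0 adjusted over the list alone). Of 14 lipopolysaccharide genes listed by name, 6 rose and 2 fell at 8 h (6 and 2 adjusted over the list alone). All belong to S1 Table, so direction is not independent evidence. RC1_0615, RC1_0617, RC1_0613 and RC1_0231 first passed both limits at 1 h and RC1_0616 at 1.5 h. The call of RC1_0613 at 2.5 h ended with library totals only, that of RC1_1918 at 3 h with DESeq2 with shrunken fold changes, library totals only and upper-quartile factors, and that of RC1_1918 at 6 h with library totals only and upper-quartile factors. RC1_1918 at 3 h came to 1.45 without 0 h replicate 1, past both limits no longer. RC1_1918 at 6 h came to 1.41 without 6 h replicate 2, past both limits no longer. The list lipid A by annotation counted 1 and 0 with scaling to RC1_1500 (rose and fell at 2.5 h). The list lipid A and lipopolysaccharide counted 0 and 4 with library totals only and 6 and 1 without 0 h replicate 1 (rose and fell at 8 h).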

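The core and O antigen genes supply activated sugars for the outer layer of lipopolysaccharide. The galU gene RC1_1699 and the rkpK gene RC1_1698, which make UDP-glucose and UDP-glucuronate, rose at 6 h to log2 fold changes of 1.92 (standard error 0.30, edgeR adjusted p = 6.0e-06, 3 of 3 libraries above the 0 h range) and 1.73 (standard error 0.22, edgeR adjusted p = 2.5e-07, 3 of 3 libraries above the 0 h range). At 1.5 h they stood at 0.21 and 0.68. RC1_3777 (rfbC), in dTDP-rhamnose synthesis, reached 2.05 (standard error 0.45, edgeR adjusted p = 4.5e-04, 3 of 3 libraries above the 0 h range) at 7 h, and RC1_4072 (rfbD) 1.63 (standard error 0.65, edgeR adjusted p = 0.0401). Of 8 such genes, a list drawn from the annotation in S1 Table after the counts had been seen, 4 rose and 0 fell at 5 h (4 and 0 adjusted over the list alone), 5 rose and 0 fell at 6 h (5 and 0 adjusted over the list alone) and 6 rose and 0 fell at 8 h (6 and 0 adjusted over the list alone). At 6 h the list was at adjusted p = 0.00332 with camera from limma and adjusted p = 0.0267 with an estimated correlation. The genes all come from S1 Table, which leaves their direction without independent evidence. RC1_1699 and RC1_1698 first passed both limits at 5 h. The call of RC1_1699 at 6 h ended with library totals only, that of RC1_1698 at 6 h with library totals only and upper-quartile factors, and that of RC1_4072 at 7 h with DESeq2 with shrunken fold changes, library totals only and upper-quartile factors. RC1_4072 at 7 h came to 1.36 without 7 h replicate 2, 1.68 (edgeR adjusted p = 0.0596) without 7 h replicate 3, 1.40 without 0 h replicate 2 and 1.33 without 0 h replicate 3, past both limits no longer. The list core and O antigen by annotation counted 0 and 0 with library totals only, 1 and 0 with upper-quartile factors, 2 and 0 with scaling to RC1_1500 and 2 and 0 without 5 h replicate 3 (rose and fell at 5 h). The list core and O antigen by annotation counted 0 and 0 with library totals only and 3 and 0 with upper-quartile factors (rose and fell at 6 h). The list core and O antigen by annotation counted 1 and 0 with library totals only and 3 and 0 with upper-quartile factors (rose and fell at 8 h).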

Interestingly, genes involved in anhydromuropeptide recycling (*nagA* and *RC1_0623*), a process that happens during cell growth [30], shows downregulation (S9C Fig). This result suggests an absence of cell wall recycling during the transition of cysts from dormancy into vegetative cells.

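RC1_0623 encodes an amidase that cuts the peptide from the wall fragment when the wall is recycled. It fell at 6 h to a log2 fold change of -1.77 (standard error 0.68, edgeR adjusted p = 0.0289, 3 of 3 libraries below the 0 h range) and stood at -1.06 (standard error 0.63, edgeR adjusted p = 0.153) at 8 h. The list of wall degradation and recycling genes drawn by name held this 1 gene, an S1 Table gene, so the values given here rest on 1 gene. RC1_0623 first passed both limits at 3 h. The call of RC1_0623 at 6 h ended with DESeq2 with shrunken fold changes. RC1_0623 at 6 h came to -1.55 (edgeR adjusted p = 0.0959) without 6 h replicate 1, -1.78 (edgeR adjusted p = 0.0651) without 6 h replicate 2 and -1.50 (edgeR adjusted p = 0.104) without 0 h replicate 1, past both limits no longer.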

A set cell wall of genes coding for enzymes involved in the production of UDP-α-D-galactose (*galE* and *exoB*) and GDP-L-fucose (*RC1_3992*) undergo opposing expression patterns (S9D Fig). Specifically, these genes exhibit increased expression during cyst development and decreased expression during cyst germination. This expression pattern suggests that these genes may code for enzymes involved in modulating cell wall changes specific to the cyst cell wall.

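Epimerases of this group interconvert nucleotide sugars for exopolysaccharide. The UDP-glucose 4-epimerase gene RC1_2544 fell to a log2 fold change of -2.87 (standard error 0.59, edgeR adjusted p = 1.8e-04, 3 of 3 libraries below the 0 h range) at 8 h and stood at -1.43 (standard error 0.55, edgeR adjusted p = 0.0347) at 3 h. RC1_3992, annotated as an NAD-dependent epimerase, was at -1.88 (standard error 0.52, edgeR adjusted p = 0.00758, 3 of 3 libraries below the 0 h range) at 2 h and at -0.98 (standard error 0.51, edgeR adjusted p = 0.104) at 8 h. Normalized counts of RC1_2544 averaged 329.7 ± 162 at 0 h and 45.9 ± 31.6 at 8 h (mean ± SD, n = 3). For RC1_3992 they averaged 950.4 ± 175 and 259 ± 10.3 at 0 and 2 h. No counts from cyst formation were used here. RC1_3992 first passed both limits at 1 h and RC1_2544 at 6 h.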

#### DNA replication and Nucleotide metabolism

Time-lapse videos of germination (see Fig 2 and S1 Movie) indicate that motile cells emerge from the exine coat in pairs suggesting that cellular replication occurs as part of the germination process. This hypothesis is supported by the expression pattern of genes associated with DNA replication. For example, 2.5 hours after induction of germination there is significant upregulation of two genes coding for subunits of DNA polymerase III (*RC1_0787*, *RC1_2553*) as well as *ruvB* coding for a DNA replication helicase (Fig 4, S10A Fig). 

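DNA polymerase III copies the chromosome, and RuvB drives the movement of Holliday junctions. RC1_0787 and RC1_2553, for polymerase III subunits, rose at 2.5 h with log2 fold changes of 1.76 (standard error 0.39, edgeR adjusted p = 9.7e-04, 3 of 3 libraries above the 0 h range) and 1.84 (standard error 0.46, edgeR adjusted p = 0.00292, 3 of 3 libraries above the 0 h range), and stood at 2.09 and 2.03 at 7 h. RC1_1805 (ruvB) was at 1.58 (standard error 0.20, edgeR adjusted p = 6.9e-07, 3 of 3 libraries above the 0 h range) at 2.5 h and 1.70 (standard error 0.20, edgeR adjusted p = 1.3e-07) at 3 h. Of 6 replication genes listed by name, 2 rose and 0 fell at 2.5 h (2 and 0 adjusted over the list alone), and of 10 repair genes 4 rose and 0 fell at 1.5 h (4 and 0 adjusted over the list alone). Both lists hold S1 Table genes, so their direction is not independent evidence. RC1_1805 first passed both limits at 2 h. The calls of RC1_0787 at 2.5 h, RC1_2553 at 2.5 h and RC1_1805 at 2.5 h ended with scaling to RC1_1500, and that of RC1_1805 at 3 h with library totals only and upper-quartile factors. RC1_1805 at 2.5 h came to 1.45 without 2.5 h replicate 1, past both limits no longer. The list chromosome replication counted 0 and 2 with scaling to RC1_1500 (rose and fell at 2.5 h). The list DNA repair and recombination counted 1 and 0 with library totals only and 0 and 0 with scaling to RC1_1500 (rose and fell at 1.5 h).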

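ParB binds near the origin and, with ParA, moves the chromosome copies apart. Its gene RC1_2813 rose at 2 and 2.5 h, with log2 fold changes of 1.63 (standard error 0.26, edgeR adjusted p = 2.6e-05, 3 of 3 libraries above the 0 h range) and 1.64 (standard error 0.26, edgeR adjusted p = 1.9e-05, 3 of 3 libraries above the 0 h range). It stood at 1.08 (standard error 0.26, edgeR adjusted p = 0.00431) at 1 h, 1.18 (standard error 0.26, edgeR adjusted p = 6.0e-04) at 3 h and 1.77 (standard error 0.26, edgeR adjusted p = 2.3e-06) at 8 h. The mean normalized count was 229.8 ± 32.3 at 2.5 h and 251 ± 107 at 8 h, against 73.4 ± 10.1 at 0 h (mean ± SD, n = 3). The difference between 2.5 and 8 h was not tested. Among 24 segregation and division genes listed by name, 4 rose and 0 fell at 2.5 h (4 and 0 adjusted over the list alone), with a list median of 0.54 that turned to -0.02 with scaling to RC1_1500 and 13 rose and 7 fell at 8 h (13 and 7 adjusted over the list alone). S1 Table genes make up the list, so the split is not independent evidence. The call of RC1_2813 at 2 h ended with library totals only, upper-quartile factors and scaling to RC1_1500, that of RC1_2813 at 2.5 h with scaling to RC1_1500, and that of RC1_2813 at 8 h with library totals only. RC1_2813 at 8 h came to 1.44 without 8 h replicate 1, past both limits no longer. The list chromosome segregation and cell division counted 4 and 1 with DESeq2, 4 and 1 with RLE factors, 4 and 1 with library totals only, 4 and 1 with upper-quartile factors, 2 and 2 with scaling to RC1_1500, 5 and 1 without 2.5 h replicate 2 and 4 and 1 without 0 h replicate 2 (rose and fell at 2.5 h). The list chromosome segregation and cell division counted 1 and 9 with library totals only (rose and fell at 8 h).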

At 2–2.5 hrs. post initiation of germination, there is maximal expression of the chromosome partitioning protein (*parB*^*RC1_2813*^) [31]. We suspect that dormant cyst cells do not contain multiple replication forks and note that it takes 60 to 90 min to replicate a 4 Mbp prokaryotic genome. Consequently, the initiation of DNA replication would likely occurs well before the completion of chromosome replication and subsequent segregation into daughter cells that occurs late in germination [32, 33]. Along these lines there is also ~4-fold increased expression of *hupB* that codes for HU that is involved in chromosome packing at 2.5 hrs post initiation of germination (S10A Fig). Finally, most of these DNA replication genes are also down-regulated during cyst development which is not surprising as dormant cysts are not undergoing chromosome replication.

In regard to nucleotide metabolism, there is upregulation of a transcriptional repressor of ribonucleotide reductases (*nrdR*^*RC1_1341*^) concurrent with downregulation of ribonucleotide reductases (*nrdR*^*RC1_1341*^) that are involved in the synthesis of deoxyribonucleotides (S10B Fig). 

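NrdR represses ribonucleotide reductase genes, and ribonucleotide reductase makes the deoxyribonucleotides for DNA. RC1_4094, annotated as a ribonucleotide reductase, fell at 8 h with a log2 fold change of -1.70 (standard error 0.20, edgeR adjusted p = 7.5e-08, 3 of 3 libraries below the 0 h range). RC1_1341 (nrdR) rose at 6 h, 1.65 (standard error 0.24, edgeR adjusted p = 1.7e-06, 3 of 3 libraries above the 0 h range), and was at 1.28 (standard error 0.24, edgeR adjusted p = 4.4e-05) at 8 h. At 2.5 h the pair stood at -0.96 and 0.89. Of 10 purine and pyrimidine synthesis genes, a list drawn from the annotation in S1 Table after the counts had been seen, 5 rose and 1 fell at 2.5 h (5 and 1 adjusted over the list alone) and 5 rose and 1 fell at 4 h (5 and 1 adjusted over the list alone). Of 4 listed by name, 1 rose and 1 fell at 8 h (1 and 1 adjusted over the list alone). Both consist of S1 Table genes, so direction is not independent evidence. RC1_4094 first passed both limits at 5 h. The call of RC1_1341 at 6 h ended with library totals only and upper-quartile factors. RC1_1341 at 6 h came to 1.39 without 6 h replicate 1, past both limits no longer. The list purine and pyrimidine synthesis by annotation counted 1 and 1 with scaling to RC1_1500 (rose and fell at 2.5 h). The list purine and pyrimidine synthesis by annotation counted 3 and 1 with library totals only (rose and fell at 4 h). The list nucleotide synthesis counted 2 and 1 with DESeq2, 2 and 1 with RLE factors, 0 and 1 with library totals only, 2 and 1 with scaling to RC1_1500, 2 and 1 without 8 h replicate 2, 2 and 1 without 8 h replicate 3 and 2 and 1 without 0 h replicate 1 (rose and fell at 8 h).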

While down-regulation of ribonucleotide reductase may seem contradictory to the hypothesis that DNA replication occurs during early/mid germination, Gram-positive spores are known to contain a significant reserve pool of deoxyribonucleotides [34]. Consequently, it is also possible that Gram-negative cysts may likewise retain a deoxyribonucleotide reserve pool. 

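Nucleoside-diphosphate kinase balances the pools of nucleoside triphosphates. RC1_1554, its gene, rose to a log2 fold change of 1.62 (standard error 0.23, edgeR adjusted p = 1.8e-05, 3 of 3 libraries above the 0 h range) at 1 h, 2.38 (standard error 0.24) at 4 h and 2.37 (standard error 0.24) at 7 h (edgeR adjusted p of at most 1.4e-08 at the later pair). At 0.5 h it was at 1.16 (standard error 0.23, edgeR adjusted p = 0.00174). Normalized counts averaged 2277 ± 97.2 at 0 h, 7011 ± 742 at 1 h and 11756 ± 1882 at 7 h (mean ± SD, n = 3). The call of RC1_1554 at 1 h ended with scaling to RC1_1500.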

Along this vein, we note that at ~1hr, and proceeding throughout germination, there is a significant increase in expression of a gene coding for a nucleoside-diphosphate kinase (*RC1_1554*) (S10C Fig). This enzyme promotes an exchange of phosphate between different nucleoside triphosphates that would presumably help promote a balanced equilibrium between the various nucleoside triphosphate pools [35].

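The alarmone (p)ppGpp slows stable RNA synthesis when nutrients run short, and RC1_1499 is annotated in its synthesis and breakdown. RC1_1499 rose at 3 h, to a log2 fold change of 1.63 (standard error 0.22, edgeR adjusted p = 1.1e-06, 3 of 3 libraries above the 0 h range), and was at 0.97 (standard error 0.22, edgeR adjusted p = 0.00241) at 1 h, 1.21 (standard error 0.22, edgeR adjusted p = 8.7e-05) at 2.5 h and 1.43 (standard error 0.22, edgeR adjusted p = 3.3e-06) at 8 h. The call of RC1_1499 at 3 h ended with library totals only and upper-quartile factors.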

Finally, we also observed early/mid upregulation of *RC1_1499* involved in the synthesis of (p)ppGpp (S10C Fig). This expression pattern during germination is opposite to that observed during cyst development. Furthermore, spores of *Bacillus megaterium* are known to synthesize (p)ppGpp minutes after the induction of germination [36]. In addition, there is mid to mid/late expression of an inorganic pyrophosphatase gene *ppa* (S10D Fig). 

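Inorganic pyrophosphatase clears the pyrophosphate left by nucleic acid synthesis. The ppa gene RC1_2766 rose to a log2 fold change of 2.17 (standard error 0.31, edgeR adjusted p = 1.9e-06, 3 of 3 libraries above the 0 h range) at 5 h and 2.82 (standard error 0.31, edgeR adjusted p = 2.9e-08, 3 of 3 libraries above the 0 h range) at 6 h. It was at 0.99 (standard error 0.30, edgeR adjusted p = 0.0123) at 2.5 h. Normalized counts averaged 697 ± 205 at 0 h and 4908 ± 1903 at 6 h (mean ± SD, n = 3). RC1_2766 first passed both limits at 3 h.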

Pyrophosphate is generated as a byproduct of DNA and RNA synthesis and needs to be broken down to inorganic phosphate to maintain a balanced phosphate pool, which is essential for cellular viability [37, 38].

### Middle to late events (3–6 hrs.) and later (6–8 hrs.)

#### Central metabolism

There is a clear increase in expression of genes coding for enzymes involved in central metabolism in the mid to late phase of the germination cycle. Specifically, there are significant increases in the expression of genes coding for enzymes that flow carbon from pyruvate into the TCA cycle which drives NADH production (Fig 5, S6C Fig and S11A Fig). 

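The TCA cycle oxidizes acetyl-CoA and yields NADH for respiration. Members listed include genes for citrate synthase, succinyl-CoA synthetase, succinate dehydrogenase and malate dehydrogenase. Of 11 TCA cycle genes, a list drawn from the annotation in S1 Table after the counts had been seen, 4 rose and 1 fell at 4 h (4 and 1 adjusted over the list alone) and 6 rose and 2 fell at 8 h (6 and 2 adjusted over the list alone). Their median log2 fold change was 1.68 at 8 h, and the test against other genes gave adjusted p = 0.00313 with camera from limma and adjusted p = 0.208 with an estimated correlation. Listed by name beforehand were 11 genes, of which 5 rose and 3 fell at 6 h (5 and 3 adjusted over the list alone). Among the 4 pyruvate dehydrogenase genes that feed the cycle, 4 rose and 0 fell at 6 h (4 and 0 adjusted over the list alone). All are S1 Table genes, so the direction is not independent evidence. The list TCA cycle by annotation counted 4 and 0 with DESeq2 with shrunken fold changes, 5 and 0 without 4 h replicate 2 and 5 and 0 without 0 h replicate 1 (rose and fell at 4 h). The list TCA cycle by annotation counted 3 and 2 with library totals only and 6 and 1 without 0 h replicate 1 (rose and fell at 8 h). The list TCA cycle counted 5 and 1 with DESeq2 with shrunken fold changes, 1 and 3 with library totals only, 3 and 3 with upper-quartile factors, 5 and 1 without 6 h replicate 1 and 5 and 1 without 0 h replicate 1 (rose and fell at 6 h). The list pyruvate dehydrogenase counted 2 and 0 with library totals only (rose and fell at 6 h).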

There is also increased expression of respiratory components such as succinate dehydrogenase (Complex II), cytochrome *bc*_*1*_ (Complex III), as well as components of a *cbb*_*3*_ type cytochrome *c* oxidase (Complex IV) (S11B–S11D Fig) that utilizes electrons from NADH and succinate dehydrogenase to drive oxidative phosphorylation. 

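Cytochromes of the bc1 complex and the cbb3 oxidase pass electrons to oxygen. RC1_0472, annotated as a cytochrome, reached a log2 fold change of 4.37 (standard error 0.56, edgeR adjusted p = 5.9e-07, 3 of 3 libraries above the 0 h range) at 3 h, and RC1_3981, an electron carrier cytochrome c, 3.19 (standard error 0.62, edgeR adjusted p = 1.4e-04, 3 of 3 libraries above the 0 h range). RC1_0470, the diheme cytochrome c gene, was at 4.70 (standard error 0.65). Of 8 bc1 and cbb3 genes, a list drawn from the annotation in S1 Table after the counts had been seen, 5 rose and 1 fell at 3 h (5 and 1 adjusted over the list alone) and 7 rose and 1 fell at 6 h (7 and 1 adjusted over the list alone). Against other genes, the list of 8 passed at 3 h at the preset correlation only (adjusted p = 0.00849 with camera from limma). With an estimated correlation it did not pass (adjusted p = 0.250 with camera from limma). A shift of the list as a set is therefore not established. Of 7 genes of complexes II and III listed by name, 4 rose and 2 fell at 8 h (4 and 2 adjusted over the list alone), and of 5 terminal oxidase genes 4 rose and 0 fell at 6 h (4 and 0 adjusted over the list alone). The genes were taken from S1 Table, which makes the counts no independent evidence of direction. RC1_0472 first passed both limits at 1.5 h. The list cytochrome bc1 and cbb3 oxidase by annotation counted 2 and 1 with library totals only (rose and fell at 3 h). The list cytochrome bc1 and cbb3 oxidase by annotation counted 3 and 1 with library totals only (rose and fell at 6 h). The list succinate dehydrogenase and cytochrome bc1 counted 4 and 1 with DESeq2 with shrunken fold changes, 2 and 2 with library totals only, 4 and 1 without 8 h replicate 1, 5 and 1 without 8 h replicate 3 and 4 and 1 without 0 h replicate 1 (rose and fell at 8 h). The list terminal oxidases counted 3 and 1 with library totals only (rose and fell at 6 h).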

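UbiB takes part in an early hydroxylation on the way to ubiquinone, the electron carrier of the membrane. Its gene, RC1_3269, rose to a log2 fold change of 1.82 (standard error 0.28, edgeR adjusted p = 3.9e-06, 3 of 3 libraries above the 0 h range) at 8 h. It was at 1.02 (standard error 0.28, edgeR adjusted p = 0.00362) at 3 h and 1.13 (standard error 0.28, edgeR adjusted p = 0.00151) at 5 h, short of the limit on size. Normalized counts averaged 469.9 ± 11.2 at 0 h and 1664 ± 343 at 8 h (mean ± SD, n = 3). RC1_3269 first passed both limits at 6 h. The call of RC1_3269 at 8 h ended with library totals only.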

There are also mid/late increases in expression of *ubiB* that codes for a protein catalyzing the first monooxygenase step in ubiquinone biosynthesis. This is a step in ubiquinone biosynthesis that is proposed to have a regulatory role in the synthesis of ubiquinone (S11E Fig) [39].

**Fig 5:**
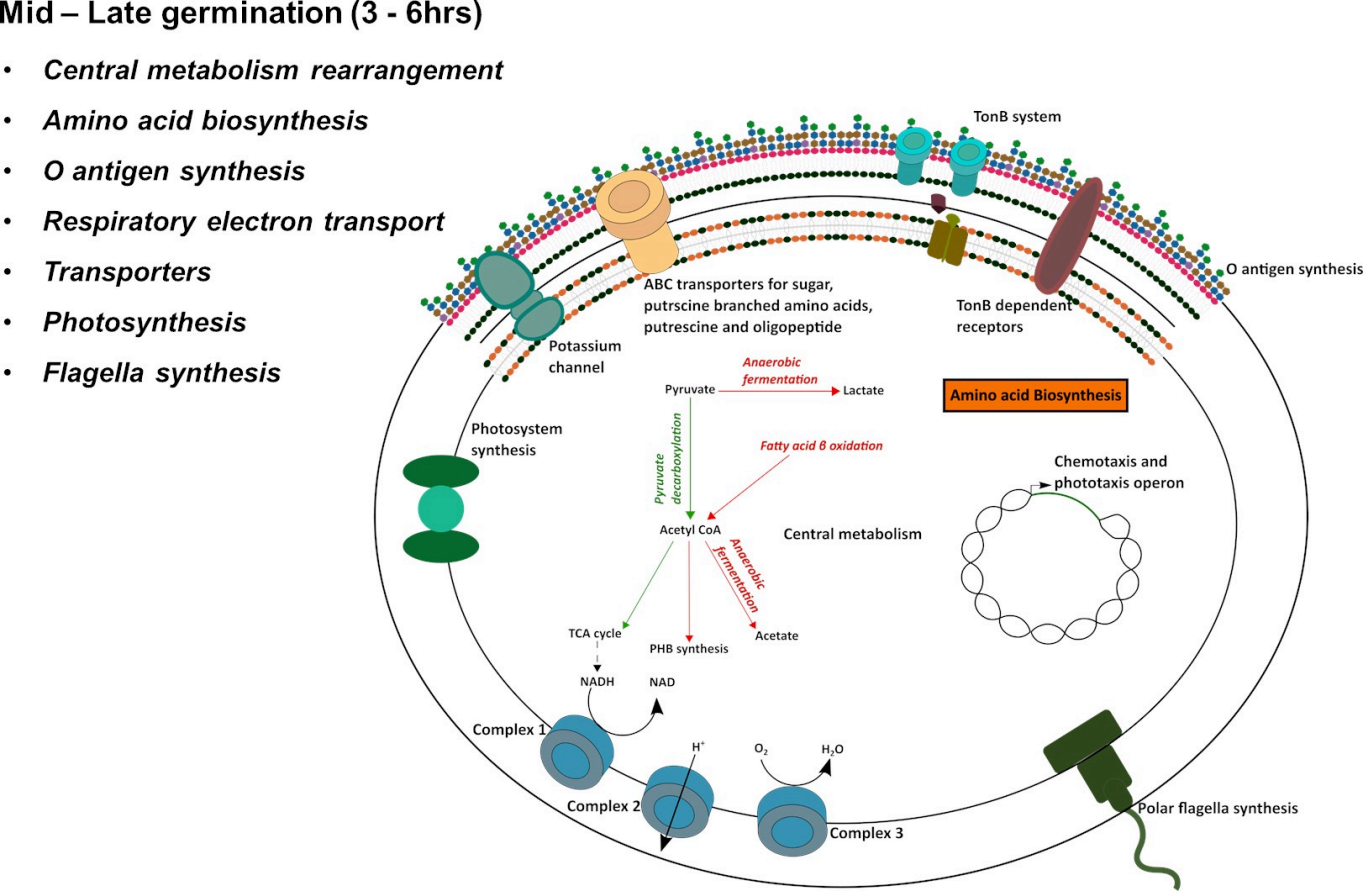
Diagram of cellular processes that undergo changes during the middle to late germination period (3 to 6 hrs.).

At the same time that germinating cysts are ramping up expression of genes involved in aerobic respiration, they are also significantly reducing expression of genes involved in anaerobic fermentation that lead to the production of acetate and lactate respectively (Fig 5 and S12A and S12B Fig). 

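Phosphate acetyltransferase (pta) leads acetyl-CoA towards acetate, and acetyl-CoA synthetase (acs) turns acetate back into acetyl-CoA. RC1_3260 (pta) fell at 3 h, with a log2 fold change of -1.77 (standard error 0.26, edgeR adjusted p = 5.1e-06, 3 of 3 libraries below the 0 h range), and stood at -0.62 (standard error 0.26, edgeR adjusted p = 0.0391) at 8 h. RC1_3030 (acs) fell at 7 and 8 h, with -1.88 (standard error 0.25, edgeR adjusted p = 6.8e-07, 3 of 3 libraries below the 0 h range) and -1.83 (standard error 0.25), and was at -0.89 (standard error 0.24, edgeR adjusted p = 0.00382) at 3 h. The list of lactate and acetate genes drawn by name held 1 gene, an S1 Table gene. RC1_3260 first passed both limits at 1.5 h and RC1_3030 at 6 h.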

The same reduced expression also occurs for genes that code for enzymes involved in fatty acid β-oxidation that promotes the brake-down of fatty acids into acetyl CoA, genes for the conversion of acetyl CoA to acetate, and genes that code for enzymes involved in PHB synthesis (S12C and S12D Fig). 

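Beta-oxidation breaks fatty acids down to acetyl-CoA, and polyhydroxybutyrate stores acetyl units. The phasin gene RC1_1693, for a granule coat protein, rose to a log2 fold change of 3.87 (standard error 0.61, edgeR adjusted p = 2.9e-05, 3 of 3 libraries above the 0 h range) at 1.5 h and 2.58 (standard error 0.58) at 6 h. Of 8 beta-oxidation genes, a list drawn from the annotation in S1 Table after the counts had been seen, 0 rose and 5 fell at 6 h (0 and 6 adjusted over the list alone) (adjusted p = 0.00441 with camera from limma and adjusted p = 0.0796 with an estimated correlation), and of 8 listed by name 0 rose and 5 fell at 6 h (0 and 6 adjusted over the list alone). Of 2 polyhydroxybutyrate genes listed by name, 2 rose and 0 fell at 3 h (2 and 0 adjusted over the list alone). Each encodes a phasin, a coat protein and not a synthesis enzyme, so the list does not test synthesis genes. The members of all these lists are S1 Table genes, so the direction is not independent evidence. RC1_1693 first passed both limits at 0.5 h. The list beta-oxidation by annotation counted 0 and 8 with library totals only (rose and fell at 6 h). The list beta-oxidation counted 0 and 8 with library totals only (rose and fell at 6 h). The list polyhydroxybutyrate counted 1 and 0 with library totals only (rose and fell at 3 h).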

Interestingly, all observed changes in gene expression that affect central metabolism during germination are inverse to what has been observed to occur during cyst development [20] (Fig 6). This opposing regulation fits the logical narrative that cyst development and cyst germination are bifurcating processes and also validates both data sets. Furthermore, it is rather clear from these observed changes that cysts derive energy via anaerobic fermentation while germinating cells reprogram metabolism to derive energy via oxidative phosphorylation.

**Fig 6:**
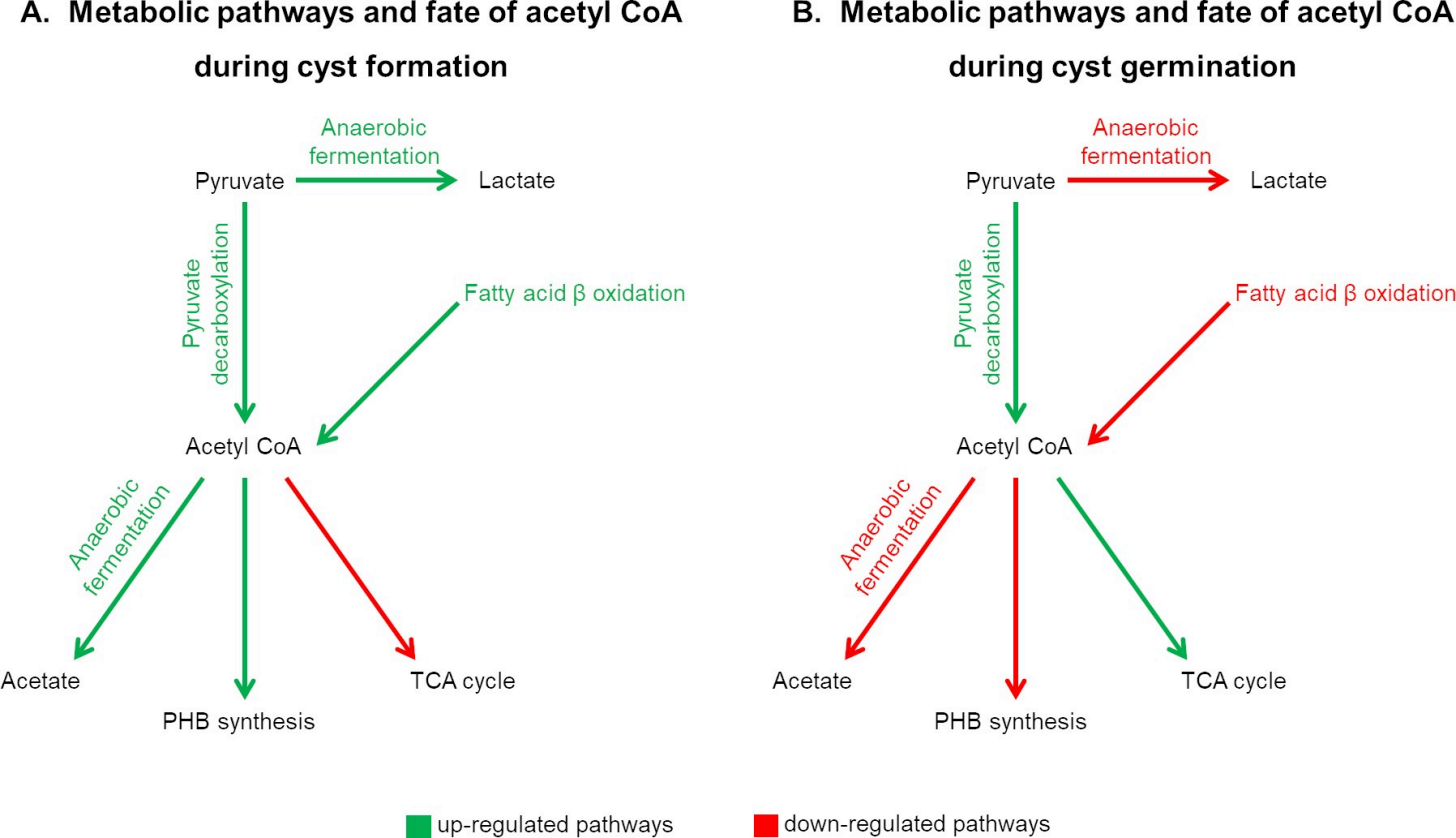
Summary of gene expression changes that affect central metabolism. A) In cells undergoing the formation of cysts, there is increased expression (green arrows) of genes involved in anaerobic fermentation and production of polyhydroxybutyrate (PHB). Concurrently, there is also reduced expression (red arrows) of genes involved in aerobic respiration via the TCA cycle (expression data from [21]). B) In germinating cyst cells there is increased expression of genes promoting aerobic energy production via the TCA cycle as well as a reduction in anaerobic fermentation and PHB synthesis.

#### Amino acid biosynthesis

While the protein synthesis machinery showed upregulation at the earliest time point, amino acid biosynthetic pathways and many aminoacyl tRNA synthetases exhibit upregulation only at the middle to late time points (S13 Fig). 

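Aminoacyl-tRNA synthetases charge each tRNA with its amino acid. Of 8 such genes, a list drawn from the annotation in S1 Table after the counts had been seen, 0 rose and 0 fell at 1.5 h (0 and 0 adjusted over the list alone), 5 rose and 0 fell at 6 h (5 and 0 adjusted over the list alone) and 3 rose and 1 fell at 8 h (3 and 1 adjusted over the list alone). The median log2 fold change of the list was 1.27 at 3 h and 1.39 at 8 h (adjusted p = 7.4e-04 with camera from limma and adjusted p = 0.0768 with an estimated correlation, at 8 h), and at 1.5 h the list was at adjusted p = 3.5e-04 with camera from limma and adjusted p = 0.0614 with an estimated correlation. Among 6 listed by name, 4 rose and 1 fell at 8 h (4 and 1 adjusted over the list alone). All members are S1 Table genes, so the direction is not independent evidence. The list of amino acid synthesis genes drawn by name held 0 genes and gave no test. The list aminoacyl-tRNA synthetases by annotation counted 1 and 0 without 1.5 h replicate 2 and 1 and 0 without 0 h replicate 1 (rose and fell at 1.5 h). The list aminoacyl-tRNA synthetases by annotation counted 0 and 1 with library totals only, 0 and 0 with upper-quartile factors, 3 and 0 without 6 h replicate 1 and 2 and 0 without 0 h replicate 1 (rose and fell at 6 h). The list aminoacyl-tRNA synthetases by annotation counted 4 and 0 with DESeq2, 3 and 0 with DESeq2 with shrunken fold changes, 4 and 0 with RLE factors, 0 and 1 with library totals only, 0 and 1 with upper-quartile factors, 4 and 0 without 8 h replicate 1, 3 and 0 without 0 h replicate 2 and 3 and 0 without 0 h replicate 3 (rose and fell at 8 h). The list aminoacyl-tRNA synthetases by annotation counted 0 and 0 with library totals only and 0 and 0 with upper-quartile factors (rose and fell at 3 h). The list aminoacyl-tRNA synthetases counted 4 and 0 with DESeq2, 4 and 0 with DESeq2 with shrunken fold changes, 4 and 0 with RLE factors, 0 and 1 with library totals only, 1 and 1 with upper-quartile factors, 4 and 0 without 8 h replicate 1, 3 and 0 without 0 h replicate 2 and 4 and 0 without 0 h replicate 3 (rose and fell at 8 h).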

We suspect that endogenous amino acids pools are present in dormant cysts for use during initial protein synthesis, as seen in germinating spores of *Bacillus megaterium* [40]. We speculate that protein synthesis with newly synthesized amino acids happens only after the middle time point.

While most genes involved in amino acid biosynthesis are upregulated in this data set, there are a few interesting examples of decreased expression of important genes in this category. This includes reduced expression of two NifS isomers (RC1_0478 and RC1_1616) coding for putative cysteine desulfurases that generates Ala and elemental sulfur from Cys (S13 Fig). This reaction has been implicated in the generation of sulfur for use in the assembly of iron-sulfur centers in nitrogenase as well as for the sulfur in the ring of biotin [41, 42]. 

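Cysteine desulfurases of the NifS type release sulfur from cysteine for iron-sulfur clusters and biotin. RC1_0478 fell at 6 and 8 h, with log2 fold changes of -2.05 (standard error 0.34, edgeR adjusted p = 1.0e-05, 3 of 3 libraries below the 0 h range) and -1.94 (standard error 0.33). At 3 h it was at -1.45 (standard error 0.32, edgeR adjusted p = 5.8e-04). RC1_1616 was left out by the filter on low counts and has no test in the main fit. By contrast RC1_0486, next to the Suf gene RC1_0487, rose at 0.5 h, to 2.40 (standard error 0.25, edgeR adjusted p = 5.3e-07, 3 of 3 libraries above the 0 h range). RC1_0478 first passed both limits at 5 h.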

Germination was initiated in a nitrogen-rich complex medium; so, these germinating cells may be nitrogen replete and therefore not assembling an active nitrogenase. This hypothesis is supported by reduced expression of the small chain of glutamate synthase that is also needed for nitrogen assimilation (S13 Fig).

#### Photosynthesis

At ~3 hours post induction, when cells are ramping up expression of genes involved in TCA cycle/oxidative phosphorylation, these cells are also ramping up expression of genes involved in the synthesis of a photosystem (Fig 5 and S14 Fig). Specifically, several *bch* and *hem* genes coding for enzymes for bacteriochlorophyll and heme biosynthesis exhibit elevated expression 3 hrs. post induction of germination. 

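The hem genes make the tetrapyrrole ring that heme and bacteriochlorophyll share. RC1_1353 (hemB) rose to a log2 fold change of 2.03 (standard error 0.32, edgeR adjusted p = 9.4e-06, 3 of 3 libraries above the 0 h range) at 7 h and stood at 1.15 (standard error 0.32, edgeR adjusted p = 0.00397) at 3 h. RC1_3176, annotated as the coproporphyrinogen oxidase HemN, was at 1.50 (standard error 0.52, edgeR adjusted p = 0.0195) at 3 h, just under the limit on size, and at 2.62 (standard error 0.54, edgeR adjusted p = 2.5e-04, 3 of 3 libraries above the 0 h range) at 5 h and 3.65 (standard error 0.56) at 6 h. Of 4 pigment genes between RC1_2082 and RC1_2113, a list drawn from the annotation in S1 Table after the counts had been seen, 3 rose and 0 fell at 8 h (3 and 0 adjusted over the list alone). Of 11 photosystem genes listed by name, 8 rose and 1 fell at 6 h (8 and 1 adjusted over the list alone), and the heme list by name held 1 gene. The members are S1 Table genes, so direction is not independent evidence. RC1_3176 first passed both limits at 4 h and RC1_1353 at 5 h. The list pigment synthesis RC1_2082 to RC1_2113 by annotation counted 1 and 0 with DESeq2 with shrunken fold changes, 1 and 0 with library totals only, 1 and 0 with upper-quartile factors, 1 and 0 without 8 h replicate 1, 1 and 0 without 0 h replicate 2 and 1 and 0 without 0 h replicate 3 (rose and fell at 8 h). The list bacteriochlorophyll and photosystem counted 5 and 1 with library totals only (rose and fell at 6 h).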

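The puf and puh genes encode the light-harvesting I and reaction center proteins. RC1_2100 (pufM) rose at 3 h to a log2 fold change of 2.78 (standard error 0.49, edgeR adjusted p = 4.4e-05, 3 of 3 libraries above the 0 h range) and reached 3.81 (standard error 0.51) at 6 h, with RC1_2099 (pufL) at 2.29 (standard error 0.46) and 3.21 (standard error 0.48) (edgeR adjusted p of at most 2.2e-04). RC1_2101 (pufC) and RC1_2109 (puhA) were at 1.20 and 0.25 at 3 h and rose at 8 h, to 1.92 (standard error 0.29, edgeR adjusted p = 2.3e-06, 3 of 3 libraries above the 0 h range) and 1.98 (standard error 0.41, edgeR adjusted p = 1.5e-04, 3 of 3 libraries above the 0 h range). Of 6 genes of these complexes, a list drawn from the annotation in S1 Table after the counts had been seen, 4 rose and 0 fell at 3 h (4 and 0 adjusted over the list alone) and 6 rose and 0 fell at 6 h (6 and 0 adjusted over the list alone). At 6 h the list was at adjusted p = 3.8e-04 with camera from limma and adjusted p = 0.145 with an estimated correlation. Being drawn from S1 Table, the list gives no independent evidence of direction. RC1_2101 and RC1_2109 first passed both limits at 6 h. The calls of RC1_2101 at 8 h and RC1_2109 at 8 h ended with library totals only.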

At ~6 hrs. post induction of germination, the *puf* and *puh* genes coding for light harvesting I and reaction center structural components also ramp up expression (S14 Fig). This expression pattern presumably ensures that mature vegetative cells exit dormancy fully capable of producing energy via photosynthesis.

#### Motility

*R*. *centenum* is known to synthesize two different flagella types, a sheathed polar flagellum and unsheathed lateral flagellum [43, 44]. Two sets of genes are present in the chromosome that are dedicated either to lateral or polar flagella components with phylogenetic analysis indicating that lateral flagellar genes were obtained via lateral gene transfer [45, 46]. In liquid medium, these cells only synthesize a polar flagellum, whereas when grown on an agar surface they synthesize both flagellum types [44, 47]. Cysts in this study were obtained from agar grown cultures that would synthesize both flagellar types while cyst germination occurred in liquid medium where only the polar flagellum is synthesized. It is therefore not surprising that we observed a ramp-up of polar flagellar gene expression and down-regulation of lateral gene expression during germination (S15A and S15C Fig, respectively).

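Flagellar genes lie in several clusters with different directions at 8 h. In RC1_0180 to RC1_0224, the gene RC1_0180, annotated as flagellar, fell to a log2 fold change of -6.25 (standard error 1.55, edgeR adjusted p = 0.00125, 3 of 3 libraries below the 0 h range) at 8 h. RC1_0180 had 138 reads over all 36 libraries together, so this size rests on low counts. With the stricter filter on low counts, fewer genes of this cluster were called at any time. RC1_0884, whose product carries the OmpA/MotB domain that fixes the motor to the wall, lies in RC1_0793 to RC1_0895 and rose to 4.61 (standard error 0.64, edgeR adjusted p = 8.4e-07, 3 of 3 libraries above the 0 h range). Of 16 cell motility genes in the first cluster, 0 rose and 9 fell at 6 h (0 and 10 adjusted over the list alone) and 0 rose and 13 fell at 8 h (0 and 13 adjusted over the list alone) (adjusted p = 2.8e-04 with camera from limma and adjusted p = 0.0614 with an estimated correlation, at 8 h). Of 10 in the other, 6 rose and 0 fell at 6 h (6 and 0 adjusted over the list alone) and 9 rose and 0 fell at 8 h (9 and 0 adjusted over the list alone) (adjusted p = 1.2e-04 with camera from limma and adjusted p = 0.144 with an estimated correlation, at 8 h). A further group, RC1_3763 to RC1_3766, had 4 genes of which 4 rose and 0 fell at 8 h (4 and 0 adjusted over the list alone), and of 5 genes in RC1_1387 to RC1_1397 0 rose and 5 fell at 8 h (0 and 5 adjusted over the list alone). By name, 0 rose and 10 fell at 8 h (0 and 10 adjusted over the list alone) of 10 in the first cluster, and 16 rose and 4 fell at 8 h (16 and 4 adjusted over the list alone) of 22 outside it. The clusters hold S1 Table genes and were outlined after the counts had been seen, so their direction is not independent evidence. Which cluster forms the polar and which the lateral flagellum was not derived here. RC1_0884 first passed both limits at 1 h and RC1_0180 at 3 h. The list flagellar genes RC1_0180 to RC1_0224 by COG N counted 0 and 16 with library totals only (rose and fell at 6 h). The list flagellar genes RC1_0793 to RC1_0895 by COG N counted 1 and 0 with library totals only and 3 and 0 with upper-quartile factors (rose and fell at 6 h). The list flagellar genes RC1_0793 to RC1_0895 by COG N counted 3 and 0 with library totals only (rose and fell at 8 h). The list flagellar genes RC1_1387 to RC1_1397 by COG N counted 0 and 2 without 8 h replicate 1 (rose and fell at 8 h). The list flagellar genes outside RC1_0180 to RC1_0224 counted 16 and 2 without 8 h replicate 1 (rose and fell at 8 h).

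**Figure D3:**
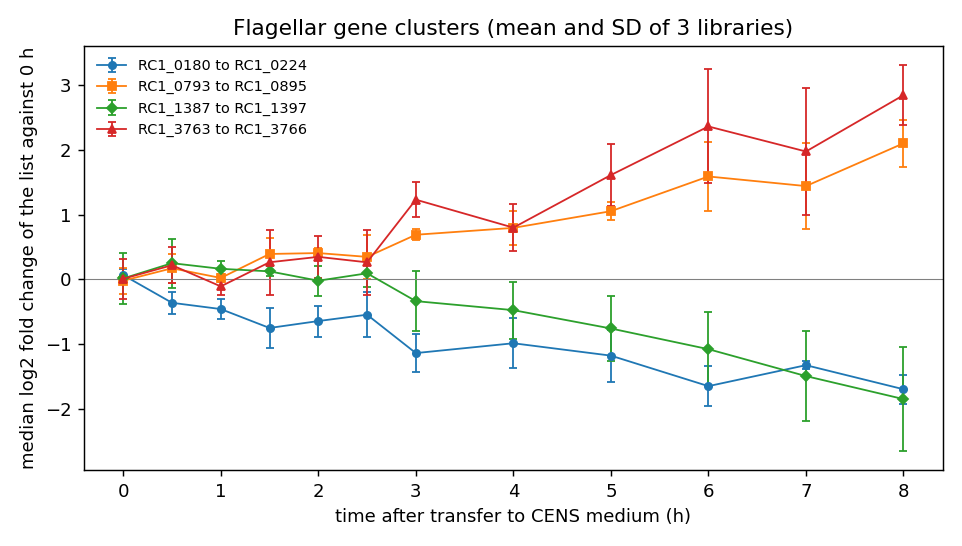
Median log2 fold change against 0 h of 4 flagellar gene clusters (x axis: hours after transfer, y axis: median log2 fold change, points and bars: mean and SD of 3 libraries). At 8 h RC1_0180 to RC1_0224 lie at -1.69 ± 0.23 and RC1_0793 to RC1_0895 at 2.10 ± 0.36; positive medians of the latter up to 3 h, and of the other 2 clusters up to 2.5 h, turn negative at several of these times with library totals only, upper-quartile factors or scaling to RC1_1500.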

In addition to flagellar structural genes, the genome of *R*. *centenum* also codes for three independent Che-like gene clusters [45]. The Che1 gene cluster involved in regulating chemotaxis and phototaxis [48, 49], the Che2 gene cluster involved in regulating lateral flagellum synthesis [44], and the Che3 gene cluster involved in regulating cyst cell development (discussed in the Signal Transduction section below) [8, 10, 50]. Interestingly the Che1 and Che2 gene clusters both mimic their roles relative to polar and lateral flagella gene expression. Specifically, the *che1* operon responsible for phototactic and chemotactic behavior, shows a significant increase in expression ~ 3rd hours onwards as do the expression of most polar flagellar structural genes (S15A and S15B Fig). Likewise, the *che2* operon that is involved in the control of lateral flagellar synthesis [44] is downregulated during germination as are that of the lateral flagella structural genes (S15C and S15D Fig).

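Chemotaxis proteins pass signals from receptors to the flagellar motor through the CheA kinase. The cluster RC1_1754 to RC1_1758 includes RC1_1758, annotated as CheA. Of its 5 genes, 1 rose and 0 fell at 3 h (1 and 0 adjusted over the list alone) and 5 rose and 0 fell at 8 h (5 and 0 adjusted over the list alone), with median log2 fold changes of 0.96 and 2.32 (adjusted p = 0.00106 with camera from limma and adjusted p = 0.180 with an estimated correlation, at 8 h). Of 3 members listed beforehand, 3 rose and 0 fell at 6 h (3 and 0 adjusted over the list alone). The cluster was outlined on S1 Table genes, which is not independent evidence of direction, and its operon name was not derived here. The list chemotaxis cluster RC1_1754 to RC1_1758 counted 0 and 0 with library totals only, 2 and 0 without 3 h replicate 2 and 2 and 0 without 0 h replicate 3 (rose and fell at 3 h). The list chemotaxis cluster RC1_1754 to RC1_1758 counted 2 and 0 with library totals only (rose and fell at 8 h). The list chemotaxis genes RC1_1754 to RC1_1759 counted 0 and 0 with library totals only (rose and fell at 6 h).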

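A further chemotaxis cluster, RC1_0335 to RC1_0344, includes RC1_0343, annotated as the coupling protein CheW. Of its 4 genes, all from S1 Table and so without independent evidence of direction, 0 rose and 1 fell at 4 h (0 and 1 adjusted over the list alone) and 0 rose and 4 fell at 8 h (0 and 4 adjusted over the list alone). The median log2 fold change was -1.16 at 3 h and -1.95 at 8 h, and at 8 h the set was at adjusted p = 0.00502 with camera from limma and adjusted p = 0.127 with an estimated correlation. Of 2 members listed beforehand, 0 rose and 2 fell at 8 h (0 and 2 adjusted over the list alone). Among 10 receptor genes listed by name, 3 rose and 4 fell at 8 h (3 and 4 adjusted over the list alone). The list chemotaxis cluster RC1_0335 to RC1_0344 counted 0 and 2 without 8 h replicate 1 (rose and fell at 8 h). The list chemotaxis cluster RC1_0335 to RC1_0344 counted 0 and 3 with library totals only and 0 and 2 with upper-quartile factors (rose and fell at 3 h). The list chemotaxis genes RC1_0338 to RC1_0348 counted 0 and 1 without 8 h replicate 1 (rose and fell at 8 h). The list methyl-accepting chemotaxis proteins counted 1 and 6 with library totals only (rose and fell at 8 h).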

#### R body genes

During middle/late germination, there is also a notable ramp-down in the expression of genes that code for R bodies (*RC1_ 1995*, *RC1_ 1997*, *RC1_ 1999*) (S16 Fig). 

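R bodies are coiled protein ribbons. Of their 3 genes, RC1_1995 fell at 7 h, to a log2 fold change of -2.13 (standard error 0.46, edgeR adjusted p = 4.3e-04, 3 of 3 libraries below the 0 h range), and RC1_1997 at 8 h, to -1.63 (standard error 0.35, edgeR adjusted p = 2.5e-04, 3 of 3 libraries below the 0 h range). RC1_1999 rose at 0.5 h (1.69 (standard error 0.34, edgeR adjusted p = 0.00232, 3 of 3 libraries above the 0 h range)) and was at -0.94 (standard error 0.34, edgeR adjusted p = 0.0215) at 8 h. Normalized counts averaged 91.6 ± 27.8 at 0 h and 20.3 ± 10.5 at 7 h for RC1_1995 (mean ± SD, n = 3). The 3 genes were chosen by the study on these libraries, so the direction is not independent evidence. The call of RC1_1997 at 8 h ended with DESeq2 with shrunken fold changes, and that of RC1_1999 at 0.5 h with library totals only and scaling to RC1_1500. RC1_1997 at 8 h came to -1.31 without 8 h replicate 1 and -1.37 without 0 h replicate 2, past both limits no longer.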

R bodies are a proteinaceous coiled ribbon that is thought to confer resistance to predation [51]. During cyst development, R body gene expression is significantly ramped-up presumably in response to the fact that cysts are non-motile, so the production of a predation defense is likely advantageous.

### Gene expression events that span early through late germination

#### Transport

While it is likely that transport of organic and inorganic materials across the cell wall/membrane is limiting during dormancy, transport systems most likely become important during cyst germination. For example, spores of *Bacillus* exhibit high specificity of timing on what can enter and exit the cell at different periods of germination and outgrowth [12, 52]. A varied expression pattern for genes involved in transport during *R*. *centenum* cyst germination likewise shows the existence of similar selective permeability. For example, genes coding for zinc/manganese/iron transport system (*troC*^*RC1_2461*^ and *troD*^*RC1_2462*^) show upregulation at early time points (0.5 hrs.– 1.5 hrs) similar to that observed in *Bacillus* spore germination (Fig 3 and S17A Fig) [25]. However, unlike *Bacillus*, genes coding for ABC transporters of phosphate (*pstS*^*RC1_3262*^, *pstC*^*RC1_3263*^, and *pstB*^*RC1_3265*^) also show early upregulation (Fig 3 and S17B Fig). 

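TroC and TroD are membrane parts of an ABC transporter for zinc, manganese or iron. RC1_2461 (troC) was at a log2 fold change of 1.71 (standard error 0.33, edgeR adjusted p = 0.00153, 3 of 3 libraries above the 0 h range) at 0.5 h and 2.14 (standard error 0.33) at 1.5 h. RC1_2462 (troD) stood at 0.83 (standard error 0.36, edgeR adjusted p = 0.135) at 0.5 h and reached 1.78 (standard error 0.36, edgeR adjusted p = 8.8e-04, 3 of 3 libraries above the 0 h range) at 1 h. At 8 h the pair was at 1.19 and 1.15. Over the 7 metal and phosphate uptake genes that the study chose on these libraries, 4 rose and 1 fell at 1.5 h (4 and 1 adjusted over the list alone), not independent evidence of direction. The call of RC1_2461 at 0.5 h ended with library totals only, and that of RC1_2462 at 1 h with library totals only and scaling to RC1_1500. The list metal and phosphate uptake counted 2 and 1 with scaling to RC1_1500 (rose and fell at 1.5 h).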

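The Pst transporter takes up phosphate, with PstS as the binding protein, PstC as a membrane part and PstB as the ATPase. RC1_3265 (pstB) rose to a log2 fold change of 1.95 (standard error 0.30, edgeR adjusted p = 5.3e-05, 3 of 3 libraries above the 0 h range) at 1 h and 2.77 (standard error 0.31) at 2 h. RC1_3262 (pstS) was at 1.95 (standard error 0.46, edgeR adjusted p = 0.00208, 3 of 3 libraries above the 0 h range) at 1.5 h and 2.61 (standard error 0.47) at 3 h, and RC1_3263 (pstC) at 1.42 (standard error 0.34, edgeR adjusted p = 0.00230) and 2.29 (standard error 0.35, edgeR adjusted p = 5.9e-06, 3 of 3 libraries above the 0 h range). At 0.5 h the genes stood at 1.39, 0.65 and 1.24. RC1_3263 first passed both limits at 2 h. The calls of RC1_3265 at 1 h and RC1_3262 at 1.5 h ended with scaling to RC1_1500, and that of RC1_3263 at 3 h with library totals only.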

Though single genes involved in the efflux of monovalent cations show both early (*RC1_2885*) and late (*RC1_3663*) downregulation (S17C Fig), genes coding for a multicomponent Na+/H+ antiporter (*RC1_3665*, *RC1_3666*, *RC1_3667*, *RC1_3668* and *RC1_3669*) [53, 54] show early upregulation (Fig 3 and S17C Fig) indicating an efflux of monovalent cations early in germination, like that observed during *Bacillus* germination [12, 25]. Also, it is of relevance here to note that a gene for K+ stimulated pyrophosphate energized sodium pump goes up late (between 6–8 hours) in germination (S17D Fig). 

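Cation channels and antiporters set the salt and pH balance of the cell. RC1_2885, annotated as a voltage-gated potassium channel, fell at 0.5 h, to a log2 fold change of -2.00 (standard error 0.24, edgeR adjusted p = 3.8e-06, 3 of 3 libraries below the 0 h range), and was at -2.83 (standard error 0.25) at 3 h. RC1_3663, an exchanger gene, fell at 7 h (-1.76 (standard error 0.33, edgeR adjusted p = 8.8e-05, 3 of 3 libraries below the 0 h range)). Of the antiporter subunits, RC1_3668 rose at 1.5 h (1.91 (standard error 0.34, edgeR adjusted p = 1.1e-04, 3 of 3 libraries above the 0 h range)) and reached 3.23 at 8 h, while RC1_3665, RC1_3666, RC1_3667 and RC1_3669 were at 0.91, 0.97, 0.62 and 1.22 at 1 h and at 1.99, 2.14, 1.58 and 2.41 at 8 h. Of these 5 subunit genes, 2 rose and 0 fell at 1.5 h (2 and 0 adjusted over the list alone), 3 rose and 0 fell at 6 h (3 and 0 adjusted over the list alone) and 5 rose and 0 fell at 8 h (5 and 0 adjusted over the list alone). The study chose them on these libraries, so the direction is not independent evidence. RC1_3669 first passed both limits at 1.5 h, RC1_3666 at 3 h and RC1_3665 at 7 h. The call of RC1_3668 at 1.5 h ended with scaling to RC1_1500, those of RC1_3665 at 8 h, RC1_3666 at 8 h and RC1_3669 at 8 h with library totals only, and that of RC1_3667 at 8 h with library totals only and upper-quartile factors. RC1_3667 at 8 h came to 1.26 without 8 h replicate 1, past both limits no longer. The list sodium and proton antiporter counted 1 and 0 with DESeq2 with shrunken fold changes, 1 and 0 with library totals only, 0 and 0 with scaling to RC1_1500, 1 and 0 without 1.5 h replicate 1 and 1 and 0 without 0 h replicate 3 (rose and fell at 1.5 h). The list sodium and proton antiporter counted 1 and 0 with library totals only (rose and fell at 6 h). The list sodium and proton antiporter counted 1 and 0 with library totals only (rose and fell at 8 h).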

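A membrane pyrophosphatase pumps ions with the energy of pyrophosphate. Its gene RC1_1333 rose to a log2 fold change of 2.06 (standard error 0.48, edgeR adjusted p = 8.2e-04, 3 of 3 libraries above the 0 h range) at 7 h and 2.72 (standard error 0.49) at 8 h. At 6 h it came to 1.62 (standard error 0.47, edgeR adjusted p = 0.00475, 3 of 3 libraries above the 0 h range), and at 3 h it stood at 0.12 (standard error 0.46, edgeR adjusted p = 0.848). The call of RC1_1333 at 6 h ended with DESeq2 with shrunken fold changes, library totals only and upper-quartile factors. RC1_1333 at 7 h came to 1.44 without 7 h replicate 1, past both limits no longer. RC1_1333 at 6 h came to 1.01 without 6 h replicate 1, past both limits no longer.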

This gene is known to code for a pump that pushes sodium ions across the cytoplasmic membrane by using energy from the hydrolysis of pyrophosphate [55]

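The YjgP-type permeases and the ABC transporter encoded by RC1_0820 are listed by the paper as lipopolysaccharide transporters. RC1_1564 rose at 2 h, to a log2 fold change of 1.71 (standard error 0.29, edgeR adjusted p = 5.5e-05, 3 of 3 libraries above the 0 h range), and was at 1.93 (standard error 0.29) at 4 h. RC1_0820 reached 2.31 (standard error 0.34, edgeR adjusted p = 3.5e-06, 3 of 3 libraries above the 0 h range) at 3 h, RC1_0756 1.90 (standard error 0.23, edgeR adjusted p = 3.0e-07, 3 of 3 libraries above the 0 h range) at 4 h and RC1_0757 1.50 (standard error 0.49, edgeR adjusted p = 0.0215) at 2.5 h and 1.99 (standard error 0.50, edgeR adjusted p = 0.00170, 3 of 3 libraries above the 0 h range) at 7 h. At 2 h RC1_0756 and RC1_0757 stood at 1.49 (standard error 0.23, edgeR adjusted p = 1.7e-05) and 0.92 (standard error 0.49, edgeR adjusted p = 0.170). RC1_0820 first passed both limits at 2 h and RC1_0756 at 2.5 h. The call of RC1_1564 at 2 h ended with scaling to RC1_1500, that of RC1_0757 at 2.5 h with DESeq2, DESeq2 with shrunken fold changes, RLE factors, library totals only, upper-quartile factors and scaling to RC1_1500, and that of RC1_0757 at 7 h with library totals only. RC1_0757 at 2.5 h came to 1.19 without 2.5 h replicate 1, 1.29 without 0 h replicate 2 and 1.32 without 0 h replicate 3, past both limits no longer.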

Later during germination at ~2 hrs, there is increased expression of lipopolysaccharide transporters (*RC1_0820*, *YjgP*^*RC1_0756*^, *YjgP*^*RC1_0757*^, *and YjgP*^*RC1_1564*^) which corresponds to the time of increased expression of enzymes involved in LPS synthesis (Fig 4, S18A Fig and S9A Fig). Aptly, *RC1_0820*, and *RC1_1564* were previously shown to be downregulated during the formation of non-dividing dormant cysts (S18A Fig) [21]. Also, genes annotated to be involved in molybdenum transport (RC1_2216, RC1_2218, RC1_2219) show downregulation during this time point (S18B Fig).

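Molybdate uptake serves the molybdenum cofactor and nitrogenase. RC1_2219, for the periplasmic binding protein, fell at 2 h, with a log2 fold change of -1.59 (standard error 0.33, edgeR adjusted p = 6.5e-04, 3 of 3 libraries below the 0 h range), and RC1_2218 at 6 h, with -1.68 (standard error 0.33, edgeR adjusted p = 1.3e-04, 3 of 3 libraries below the 0 h range). RC1_2216, annotated as the ATPase of the transporter, was at -1.23 (standard error 0.90, edgeR adjusted p = 0.329) at 2 h and -2.48 (standard error 1.14, edgeR adjusted p = 0.0659) at 6 h and passed both limits at none of the 11 time points. RC1_2219 first passed both limits at 1.5 h. RC1_2219 at 2 h came to -1.38 without 2 h replicate 1 and -1.41 without 0 h replicate 1, past both limits no longer. RC1_2218 at 6 h came to -1.47 without 0 h replicate 1, past both limits no longer.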

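RC1_0249, RC1_0250 and RC1_0251 encode parts of an ABC transporter that the paper assigns to sugars, with RC1_0250 and RC1_0251 annotated as its permeases. RC1_0250 rose at 4 h, to a log2 fold change of 2.13 (standard error 0.33, edgeR adjusted p = 1.2e-05, 3 of 3 libraries above the 0 h range), and was at 2.99 (standard error 0.34) at 8 h. RC1_0249 was at 1.68 (standard error 0.40, edgeR adjusted p = 0.00151, 3 of 3 libraries above the 0 h range) at 4 h and 1.92 (standard error 0.41) at 7 h. RC1_0251 stood at 1.16 (standard error 0.59, edgeR adjusted p = 0.130) at 4 h and reached 1.63 (standard error 0.59, edgeR adjusted p = 0.0261) at 7 h. RC1_0250 first passed both limits at 2 h and RC1_0251 at 2.5 h. The call of RC1_0249 at 4 h ended with library totals only, and that of RC1_0251 at 7 h with DESeq2 with shrunken fold changes, library totals only and upper-quartile factors. RC1_0249 at 4 h came to 1.49 without 4 h replicate 1, past both limits no longer. RC1_0251 at 7 h came to 1.54 (edgeR adjusted p = 0.0587) without 7 h replicate 1, 1.38 without 0 h replicate 2 and 1.59 (edgeR adjusted p = 0.0676) without 0 h replicate 3, past both limits no longer.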

ABC transporters specific for sugar transport (*RC1_0249*, *RC1_0250*, and *RC1_0251*) show upregulation at the middle to late timepoint ~4 hrs into germination at the same time that enzymes for central metabolism (notably component of the TCA cycle) are ramped up in expression. We speculate the necessity to rapidly supply a germinating cyst with sugar for efficient energy generation. (Fig 5 and S19A Fig) [21].

Genes involved in branched-chain amino acid transport (*livG*^*RC1_1833*^), putrescine transport (*potI*^*RC1_1457*^, *potH*^*RC1_1458*^, and *potG*^*RC1_1459*^), and oligopeptide transport (*oppB*^*RC1_3364*^ and *oppC*^*RC1_3365*^) are upregulated during the early, middle and late time points, respectively (Fig 5 and S19B, S19C and S19D Fig). 

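Transporters for branched-chain amino acids, putrescine and oligopeptides bring in nitrogen and carbon. RC1_1833 (livG) reached a log2 fold change of 2.35 (standard error 0.39, edgeR adjusted p = 1.1e-05, 3 of 3 libraries above the 0 h range) at 8 h and 1.63 (standard error 0.38, edgeR adjusted p = 0.00204) at 1.5 h. RC1_1458 (potH) rose at 3 h (1.90 (standard error 0.31, edgeR adjusted p = 2.0e-05, 3 of 3 libraries above the 0 h range)) and was at 2.37 at 6 h, with RC1_1457 (potI) and RC1_1459 (potG) at 1.38 and 1.54. RC1_3365 (oppC) rose at 5 h (2.00 (standard error 0.25, edgeR adjusted p = 2.4e-07, 3 of 3 libraries above the 0 h range)) and RC1_3364 (oppB) at 6 h (2.31 (standard error 0.48, edgeR adjusted p = 2.3e-04, 3 of 3 libraries above the 0 h range)). Of the 6 genes, chosen by the study on these libraries and so not independent evidence of direction, 5 rose and 0 fell at 6 h (5 and 0 adjusted over the list alone) and 5 rose and 0 fell at 8 h (5 and 0 adjusted over the list alone). RC1_3364 first passed both limits at 3 h and RC1_3365 at 4 h. The calls of RC1_1833 at 8 h, RC1_1458 at 3 and 6 h and RC1_3364 at 6 h ended with library totals only, that of RC1_1833 at 1.5 h with library totals only, upper-quartile factors and scaling to RC1_1500, and that of RC1_1459 at 6 h with library totals only and upper-quartile factors. RC1_1833 at 1.5 h came to 1.26 without 1.5 h replicate 3 and 1.46 without 0 h replicate 1, past both limits no longer. RC1_1459 at 6 h came to 1.49 without 6 h replicate 2 and 1.39 without 0 h replicate 1, past both limits no longer. The list amino acid, polyamine and peptide ABC transporters counted 0 and 0 with library totals only and 3 and 0 with upper-quartile factors (rose and fell at 6 h). The list amino acid, polyamine and peptide ABC transporters counted 0 and 0 with library totals only (rose and fell at 8 h).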

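RC1_0384, a gene for potassium transport, passed both limits at 6 h, with a log2 fold change of 1.54 (standard error 0.35, edgeR adjusted p = 5.8e-04, 3 of 3 libraries above the 0 h range). It stood at 0.57 (standard error 0.35, edgeR adjusted p = 0.178) at 3 h and 1.45 (standard error 0.35, edgeR adjusted p = 9.5e-04) at 8 h. The call of RC1_0384 at 6 h ended with DESeq2 with shrunken fold changes, library totals only and upper-quartile factors. RC1_0384 at 6 h came to 1.09 without 6 h replicate 1 and 1.44 without 0 h replicate 1, past both limits no longer.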

A gene for potassium transport (*RC1_0384*) is upregulated late in germination (6 hours) (Fig 5 and S19E Fig), unlike *Bacillus* where potassium transport is known to be upregulated early in spore germination and outgrowth [25]. Conversely, genes in the operon involved in the active transport of potassium (*kdpC*^*RC1_0434*^ *and kdpA*^*RC1_0436*^) are all downregulated (S19F Fig). Also, unlike *Bacillus*, where copper transport is upregulated [25], this data set shows down-regulation of the copper transport gene (*nosF*^*RC1_3910*^) late in germination (S19G Fig).

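The Kdp system pumps potassium with ATP when it is scarce. RC1_0434 (kdpC) fell at 6 h, to a log2 fold change of -2.79 (standard error 0.87, edgeR adjusted p = 0.00839, 3 of 3 libraries below the 0 h range), and was at -2.66 (standard error 0.82) at 8 h. RC1_0436 (kdpA) fell at 8 h, to -1.64 (standard error 0.28, edgeR adjusted p = 1.4e-05, 3 of 3 libraries below the 0 h range). Of 4 potassium uptake genes listed by name, all from S1 Table and so not independent evidence, 0 rose and 3 fell at 8 h (0 and 3 adjusted over the list alone). RC1_0436 at 8 h came to -1.39 without 8 h replicate 1, past both limits no longer. The list potassium uptake counted 1 and 2 without 8 h replicate 1, 1 and 3 without 8 h replicate 2 and 1 and 3 without 0 h replicate 2 (rose and fell at 8 h).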

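NosF is the ATPase of a copper transporter. Its gene, RC1_3910, fell to a log2 fold change of -1.78 (standard error 0.62, edgeR adjusted p = 0.0198) at 3 h, was at -0.95 and -1.07 at 4 and 5 h, fell to -2.55 (standard error 0.70, edgeR adjusted p = 0.00299, 3 of 3 libraries below the 0 h range) at 6 h, and was at -2.41 (standard error 0.62) and -2.76 (standard error 0.69) at 7 and 8 h. Normalized counts averaged 15.8 ± 2.71 at 0 h and 2.39 ± 1.22 at 8 h (mean ± SD, n = 3). The call of RC1_3910 at 3 h ended with DESeq2 with shrunken fold changes. RC1_3910 at 3 h came to -1.73 (edgeR adjusted p = 0.0575) without 3 h replicate 1, -1.34 without 3 h replicate 2 and -1.64 (edgeR adjusted p = 0.0523) without 0 h replicate 2, past both limits no longer.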

It is at the middle to late timepoints where genes of the *tonB* transport system (*exbB*^*RC1_0681*^, *exbD*^*RC1_0682*^, *and exbD1*^*RC1_0683*^) that are involved in the transport of iron, nickel, small molecules, vitamin B_12_ and carbohydrates show upregulation (Fig 5 and S20A Fig). 

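ExbB and ExbD harness the proton gradient for TonB-dependent import. RC1_0683 (exbD1) rose at 3 h, to a log2 fold change of 2.26 (standard error 0.42, edgeR adjusted p = 7.4e-05, 3 of 3 libraries above the 0 h range), and reached 3.24 (standard error 0.43) at 8 h. RC1_0681 (exbB) was at 2.57 (standard error 0.42) at 7 h and 2.87 (standard error 0.43) at 8 h, and RC1_0682 (exbD) at 2.16 (standard error 0.45, edgeR adjusted p = 1.8e-04, 3 of 3 libraries above the 0 h range) at 8 h. At 1 h the 3 genes stood at 0.77, 0.12 and 0.73. Over 12 genes of the complex listed by name, 5 rose and 1 fell at 3 h (5 and 1 adjusted over the list alone) and 10 rose and 2 fell at 8 h (10 and 2 adjusted over the list alone). S1 Table holds them all, so the direction is not independent evidence. RC1_0681 first passed both limits at 2 h, RC1_0683 at 2.5 h and RC1_0682 at 6 h. The call of RC1_0682 at 8 h ended with library totals only. The list TonB energizing complex counted 2 and 2 with library totals only (rose and fell at 3 h).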

Eleven TonB dependent receptors also show differential regulation during various times. Specifically, 6 TonB receptors are downregulated (*RC1_0278*, *RC1_2392*, *RC1_2946*, *RC1_3723*, *RC1_3920* and *RC1_3980*) while 5 are upregulated (*RC1_0402*, *RC1_0463*, *RC1_0580*, *RC1_0945* and *RC1_3711*) including *RC1_0945* which is a siderophore specific TonB receptor (Fig 5 and S20B Fig). 

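TonB receptors import iron complexes and vitamins through the outer membrane. Among the receptors that fell, RC1_0278 was at a log2 fold change of -2.45 (standard error 0.30, edgeR adjusted p = 1.6e-07, 3 of 3 libraries below the 0 h range) at 8 h, RC1_3723 at -2.41 (standard error 0.34), RC1_2392 at -2.16 (standard error 0.44) and RC1_3980 at -1.71 (standard error 0.22) at 7 h, and RC1_2946 at -2.06 (standard error 0.37) at 8 h. RC1_3920 passed both limits at 7 h (-1.72 (standard error 0.35, edgeR adjusted p = 2.1e-04)). Among those that rose, RC1_0402 reached 4.08 (standard error 0.67, edgeR adjusted p = 1.0e-05, 3 of 3 libraries above the 0 h range) and RC1_0463 2.49 (standard error 0.35) at 8 h. RC1_3711 and RC1_0580 were at 3.53 (standard error 0.72, edgeR adjusted p = 1.5e-04) and 2.09 (standard error 0.52, edgeR adjusted p = 0.00128) at 8 h, and the siderophore receptor RC1_0945 at 1.53 (standard error 0.31, edgeR adjusted p = 1.3e-04) at 6 h. Of 13 receptor genes listed by name, S1 Table genes whose direction is not independent evidence, 5 rose and 6 fell at 8 h (5 and 6 adjusted over the list alone). Not among the named receptors, RC1_3736 reached 5.27 (standard error 0.68) at 8 h. RC1_0278 and RC1_3736 first passed both limits at 2.5 h, RC1_3723 at 4 h, RC1_0463 at 5 h and RC1_2946 and RC1_0402 at 6 h. The call of RC1_0580 at 8 h ended with library totals only, and that of RC1_0945 at 6 h with DESeq2 with shrunken fold changes, library totals only and upper-quartile factors. RC1_3920 at 7 h came to -1.49 without 0 h replicate 2, past both limits no longer. RC1_3711 at 8 h came to 1.35 without 8 h replicate 1, past both limits no longer. RC1_0580 at 8 h came to 0.79 without 8 h replicate 1, past both limits no longer. RC1_0945 at 6 h came to 1.24 without 6 h replicate 1 and 1.28 without 0 h replicate 1, past both limits no longer. The list TonB receptors counted 3 and 4 without 8 h replicate 1 (rose and fell at 8 h).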

Interestingly, many of these TonB system genes also show an opposing expression pattern during cyst formation (S20A and S20B Fig) [21].

#### Transcription and signal transduction

To access whether it is advantageous to initiate germination, dormant cysts presumably monitor both their extracellular environment and their internal metabolic state. Once it is perceived that its advantageous to germinate then these cells initiate an ordered cascade of gene expression changes that lead to germination. Not surprisingly, a large number of genes coding for sigma factors, other transcription factors, and signaling proteins change expression throughout the germination cycle. Presumably some function as master regulators and others as downstream players that orchestrate the germination event.

Early on at ~1.5 hrs, there is ramped up expression of two genes coding for subunits of RNA polymerases (*rpoC*^*RC1_0702*^, *rpoA*^*RC1_0735*^) (S21A Fig). 

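RNA polymerase subunits beta' and alpha are encoded by rpoC and rpoA. RC1_0735 (rpoA) rose at 1.5 h, to a log2 fold change of 2.31 (standard error 0.32, edgeR adjusted p = 5.6e-06, 3 of 3 libraries above the 0 h range), and RC1_0702 (rpoC) reached 1.62 (standard error 0.30, edgeR adjusted p = 2.0e-04, 3 of 3 libraries above the 0 h range). At 3 h they were at 3.42 (standard error 0.34) and 2.37 (standard error 0.31), and at 8 h at 4.10 and 2.57. At 0.5 h both stood short of the limit on size, at 1.43 (standard error 0.31, edgeR adjusted p = 0.00374) and 0.94 (standard error 0.30, edgeR adjusted p = 0.0365). The call of RC1_0702 at 1.5 h ended with library totals only, upper-quartile factors and scaling to RC1_1500. RC1_0702 at 1.5 h came to 1.49 without 1.5 h replicate 3, past both limits no longer.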

Increased RNA polymerase synthesis is not unexpected, given that there are numerous increases in gene expression early in germination. 

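Sigma factors steer RNA polymerase to sets of promoters. RC1_2169, 1 of these genes, fell to a log2 fold change of -2.48 (standard error 0.43, edgeR adjusted p = 2.1e-05, 3 of 3 libraries below the 0 h range) at 6 h, and RC1_3812 to -2.65 (standard error 0.67, edgeR adjusted p = 0.00206, 3 of 3 libraries below the 0 h range) at 3 h. Of 8 sigma factor genes listed by name, 0 rose and 2 fell at 3 h (0 and 2 adjusted over the list alone) and 0 rose and 8 fell at 8 h (0 and 8 adjusted over the list alone) (adjusted p = 0.00383 with camera from limma and adjusted p = 0.190 with an estimated correlation, at 8 h). Over all time points 1 passed both limits upward and 8 downward at least once (0 and 8 with library totals only and 0 and 8 with scaling to RC1_1500). All are S1 Table genes, so the direction is not independent evidence. RC1_2169 first passed both limits at 5 h. The list sigma factors counted 0 and 1 with DESeq2 with shrunken fold changes, 0 and 4 with library totals only, 0 and 1 without 3 h replicate 1 and 0 and 1 without 0 h replicate 3 (rose and fell at 3 h).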

There are also nine sigma factors that exhibit changes in expression at various times during germination (S21B Fig). Intriguingly, RC1_1842, RC1_2001, RC1_2169, and RC1_3812 exhibit reduced expression during germination while during cyst formation, these same sigma factors undergo increased expression [21]. This bifurcation in expression indicates that they may have a role in cyst development or perhaps cyst maintenance. 

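All 4 of these sigma factor genes were lower at 8 h. RC1_2169 was at a log2 fold change of -3.30 (standard error 0.44, edgeR adjusted p = 5.5e-07, 3 of 3 libraries below the 0 h range) at 8 h, RC1_3812 at -3.03 (standard error 0.69, edgeR adjusted p = 5.1e-04, 3 of 3 libraries below the 0 h range), RC1_1842 at -2.25 (standard error 0.43) and RC1_2001 at -2.10 (standard error 0.39) (edgeR adjusted p of at most 7.3e-05 for the last pair). At 1 h they stood at 0.10, 0.27, -0.21 and 0.48. Libraries of cyst formation were not analysed here. RC1_3812 first passed both limits at 3 h, RC1_2001 at 6 h and RC1_1842 at 7 h.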

There is also, a gene coding for sigma factor regulatory protein (*fecR*^*RC1_3844*^) involved in ferric iron transport that is upregulated early and throughout the germination process (S21B Fig).

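FecR relays iron citrate uptake to a sigma factor. RC1_3844 had risen at 1.5 h, to a log2 fold change of 2.51 (standard error 0.66, edgeR adjusted p = 0.00573, 3 of 3 libraries above the 0 h range), and was at 2.92 (standard error 0.63, edgeR adjusted p = 7.3e-04, 3 of 3 libraries above the 0 h range) at 2.5 h, with 3.19 (standard error 0.65) at 3 h and 3.19 (standard error 0.65) at 6 h. At 0.5 h it was at 1.66 (standard error 0.75, edgeR adjusted p = 0.147). The list of FecR-type genes drawn by name held 1 gene. RC1_3844 first passed both limits at 1 h.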

Looking at annotated transcription factors, there are 39 that show significant downregulation and 16 that undergo increased expression throughout the germination time spectrum (S22A, S22B and S22C Fig). Notable on the list are the transcription factors RC1_1377 and RC1_3187 that show very early increases in expression at 0.5 hrs and 1.5 hrs after induction of germination. 

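RC1_1377, annotated as a transcriptional regulator, rose at 0.5 h to a log2 fold change of 2.13 (standard error 0.44, edgeR adjusted p = 0.00268, 3 of 3 libraries above the 0 h range) and was at 2.73 (standard error 0.45) at 1.5 h and 3.24 (standard error 0.46) at 6 h. RC1_3187 rose at 1.5 h, 2.02 (standard error 0.30, edgeR adjusted p = 1.5e-05, 3 of 3 libraries above the 0 h range), and stood at -0.11 (standard error 0.31, edgeR adjusted p = 0.780) at 8 h. The sigma-54 regulator RC1_4056 was at -4.84 (standard error 0.67) at 3 h. Of 53 regulators found by name in the annotation of S1 Table, 18 rose and 35 fell at 1 or more time points (9 and 35 with library totals only). At 3 h 11 rose and 21 fell (11 and 21 adjusted over the list alone), and at 8 h 10 rose and 27 fell (10 and 27 adjusted over the list alone). The study called each of them on these libraries, so the split is not independent evidence. RC1_3187 first passed both limits at 0.5 h. The call of RC1_3187 at 1.5 h ended with scaling to RC1_1500. The list transcriptional regulators counted 3 and 30 with library totals only (rose and fell at 3 h). The list transcriptional regulators counted 3 and 30 with library totals only (rose and fell at 8 h).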

Presumably, these would be good candidates as regulators involved in early germination events. It is of note that some of these transcription factors show an opposite direction of regulation during germination versus cyst development. For example, RC1_1377 shows early ramped-up expression during germination but also a significantly ramped-down expression during cyst development (S22C Fig). This is an expression pattern expected from a master controller of either the germination or cyst development process. 

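MucR-type regulators control exopolysaccharide genes in related bacteria. RC1_2608, of this type, rose to a log2 fold change of 1.66 (standard error 0.45, edgeR adjusted p = 0.00396) at 3 h, 2.19 (standard error 0.46, edgeR adjusted p = 3.2e-04, 3 of 3 libraries above the 0 h range) at 5 h and 3.31 (standard error 0.48) at 8 h. It was at 0.84 (standard error 0.45, edgeR adjusted p = 0.167) at 2.5 h and 1.46 (standard error 0.45, edgeR adjusted p = 0.0121) at 4 h. Normalized counts averaged 1044 ± 469 at 0 h and 4779 ± 977 at 5 h (mean ± SD, n = 3). The call of RC1_2608 at 3 h ended with DESeq2 with shrunken fold changes, library totals only and upper-quartile factors. RC1_2608 at 3 h came to 1.29 without 3 h replicate 1 and 1.37 without 0 h replicate 1, past both limits no longer.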

Later, at 4–5 hrs into germination, there is increased expression of a MucR type regulator (*RC1_2608*) and an ExpG regulator that in other species are known to regulate expression of genes involved in exopolysaccharide synthesis. These regulators are likely involved in controlling genes involved in late cell wall remodeling before emergence from the exine husk.

Regarding signal transduction, there are 12 histidine kinases (HKs) and 14 response regulators that are differentially expressed during germination (S23 Fig). The first histidine kinase to show upregulation is *RC1_0476* at 2.5 hours post induction of germination followed by HK RegB^RC1_2541^ that increases expression ~3 hrs post induction of germination (S23A Fig). 

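Histidine kinases sense a signal and pass a phosphate to a response regulator. RC1_0476 rose at 2.5 h, to a log2 fold change of 1.98 (standard error 0.43, edgeR adjusted p = 6.9e-04, 3 of 3 libraries above the 0 h range). RC1_2541 (regB), the redox sensor, was at 1.09 (standard error 0.35, edgeR adjusted p = 0.0113) at 3 h and 1.97 (standard error 0.35, edgeR adjusted p = 3.7e-05, 3 of 3 libraries above the 0 h range) at 6 h. RC1_3999, a signal transduction gene, fell at 7 h (-3.14 (standard error 0.57, edgeR adjusted p = 5.7e-05, 3 of 3 libraries below the 0 h range)). Of 16 histidine kinase genes listed by name, 4 rose and 12 fell at some time (2 and 12 with library totals only). At 3 h 1 rose and 5 fell (1 and 5 adjusted over the list alone), and at 8 h 3 rose and 10 fell (3 and 10 adjusted over the list alone). All come from S1 Table, so the split is not independent evidence. RC1_0688 was left out by the filter on low counts. RC1_3999 first passed both limits at 1 h. The call of RC1_0476 at 2.5 h ended with scaling to RC1_1500, and that of RC1_2541 at 6 h with library totals only. RC1_2541 at 6 h came to 1.43 without 6 h replicate 1, past both limits no longer. The list histidine kinases counted 1 and 3 with DESeq2 with shrunken fold changes and 0 and 10 with library totals only (rose and fell at 3 h). The list histidine kinases counted 1 and 11 with library totals only (rose and fell at 8 h).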

RegB^RC1_2541^ is a redox monitoring HK that is known to coordinate synthesis of the energy generating pigment and protein components of the photosystem as well as respiratory electron transfer components (cytochrome oxidase, ubiquinones etc.) [56]. These energy generating processes are also synthesized at ~ 3hrs post induction of germination (Fig 5). *RC1_0688* and *RC1_3999* also show opposing regulation during cyst formation and cyst germination (S23A Fig) suggesting that they may be directly involved in regulating one or more steps of these developmental processes.

Among the seven response regulators that show upregulation, the earliest is *narL*^*RC1_1407*^, involved in nitrogen metabolism, showing significant expression at 3 hours post induction. *ctrA*^*RC1_1752*^ and *divK*^*RC1_1533*^, are also two cell cycle response regulators that also show upregulation late in germination at ~6 hours post induction. 

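NarL-type regulators respond to nitrate, while CtrA and DivK time the cell cycle. RC1_1407 (narL) passed both limits at 3 h, with a log2 fold change of 2.14 (standard error 0.65, edgeR adjusted p = 0.00796, 3 of 3 libraries above the 0 h range). RC1_1752 (ctrA) rose at 6 and 8 h, 2.29 (standard error 0.46, edgeR adjusted p = 1.2e-04, 3 of 3 libraries above the 0 h range) and 2.20 (standard error 0.45), and RC1_1533 (divK) came to 1.56 (standard error 0.47, edgeR adjusted p = 0.00626, 3 of 3 libraries above the 0 h range) at 6 h. Other response regulator genes went both ways at 8 h, with RC1_2146 at -3.99 (standard error 0.62) and RC1_1592 at -2.18 (standard error 0.42), and RC1_1779 at 2.70 (standard error 0.56) and RC1_2399 at 1.78 (standard error 0.41) at 7 h. Of 13 response regulator genes listed by name, 9 rose and 4 fell at some time (2 and 4 with library totals only and 9 and 7 with scaling to RC1_1500), and 7 rose and 4 fell at 8 h (7 and 4 adjusted over the list alone). The list holds S1 Table genes, so this is not independent evidence of direction. RC1_2146 first passed both limits at 3 h and RC1_1779 and RC1_2399 at 4 h. The calls of RC1_1407 at 3 h and RC1_1752 at 6 and 8 h ended with library totals only, and that of RC1_1533 at 6 h with DESeq2 with shrunken fold changes, library totals only and upper-quartile factors. RC1_1407 at 3 h came to 1.86 (edgeR adjusted p = 0.0508) without 0 h replicate 1, past both limits no longer. RC1_1533 at 6 h came to 0.92 without 6 h replicate 1 and 1.20 without 0 h replicate 1, past both limits no longer. The list response regulators counted 0 and 4 with library totals only (rose and fell at 8 h).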

*RC1_1592*, *RC1_1779*, *RC1_2146*, and *RC1_2399* also show opposing regulations during germination and encystation and are thus good candidates for regulatory genes involved in germination (S23B Fig).

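The third chemotaxis-like cluster, RC1_2124 to RC1_2132, includes RC1_2124, annotated as a histidine kinase, and RC1_2125, a methylesterase. Of its 3 genes, 0 rose and 0 fell at 3 h (0 and 0 adjusted over the list alone) and 0 rose and 3 fell at 8 h (0 and 3 adjusted over the list alone), with a median log2 fold change of -2.02 at 8 h (adjusted p = 0.139 with camera from limma and adjusted p = 0.415 with an estimated correlation). All are S1 Table genes, and the cluster was outlined after the counts had been seen, so the direction is not independent evidence. The cluster's operon name was not derived here. The list chemotaxis cluster RC1_2124 to RC1_2132 counted 0 and 2 with library totals only and 0 and 1 with upper-quartile factors (rose and fell at 3 h). The list chemotaxis cluster RC1_2124 to RC1_2132 counted 0 and 1 without 8 h replicate 3 and 0 and 1 without 0 h replicate 1 (rose and fell at 8 h).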

Finally, expression of the *che3* gene cluster is also ramped down as cells undergo germination (S23C Fig). The che3 signal transduction cascade is known to be involved in the formation of cyst formation, so it is not surprising that its expression is ramped down during germination [8, 10, 50].

### Conclusions

Microscopic morphological analysis, coupled with transcriptomics during *R*. *centenum* cyst germination, has allowed us to obtain chronological parsing of transcription events that occur during germination. Pathways and processes can be readily binned into ‘early’ (within 1.5 hours), ‘early-mid’ (1–3 hours), ‘mid-late’ (3–6 hours) and ‘late’ (6–8 hours) time frames which show that there is a distinct temporal progression of gene expression during germination (Fig 7). 

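Processes differed in the time at which their genes first passed both limits upward. Ribosomal protein genes, with which each other group was compared by permutation, did so at 1.52 h on average (51 genes). Genes of F-type ATP synthase averaged 1.19 h (permutation p = 0.212, adjusted p = 0.260), those of NADH dehydrogenase 2.08 h (permutation p = 0.237, adjusted p = 0.261) and those of peptidoglycan synthesis 1.50 h (permutation p = 0.898, adjusted p = 0.898). Fatty acid synthesis genes came at 3.31 h (permutation p = 0.00400, adjusted p = 0.00550), cytochrome bc1 and cbb3 genes at 3.07 h (permutation p = 0.00252, adjusted p = 0.00396) and light-harvesting and reaction center genes at 4.00 h (permutation p = 3.0e-05, adjusted p = 5.5e-05). The TCA cycle genes that rose averaged 4.36 h (permutation p = 1.0e-05, adjusted p = 3.7e-05), aminoacyl-tRNA synthetases 4.93 h (permutation p = 2.0e-05, adjusted p = 5.5e-05), core and O antigen genes 5.75 h (permutation p = 1.0e-05, adjusted p = 3.7e-05), the chemotaxis cluster RC1_1754 to RC1_1758 5.00 h (permutation p = 3.0e-05, adjusted p = 5.5e-05) and the flagellar cluster RC1_0793 to RC1_0895 5.80 h (permutation p = 1.0e-05, adjusted p = 3.7e-05). The tests are two-sided on the order of time points, over 100000 permutations of genes between each list and the ribosomal list, with adjustment over 11 comparisons, and 1e-05 is the smallest p they can give. Genes of 1 operon are not independent, and the lists come from S1 Table except for 2 NADH dehydrogenase genes. The first time past both limits depends on how large a change becomes as well as on when it begins. The paper, which places processes in time frames from early to late, concludes that gene expression follows a distinct temporal progression during germination.

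**Figure D4:**
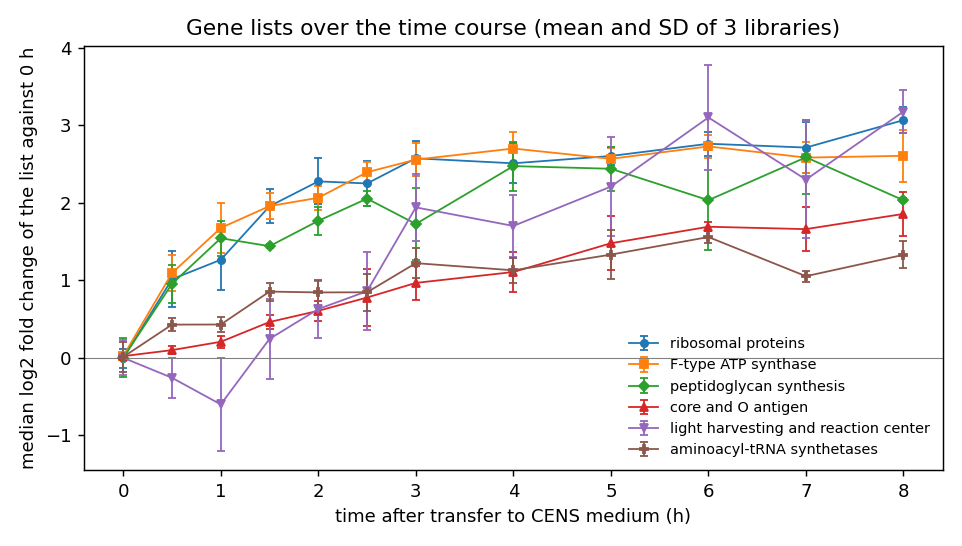
Median log2 fold change against 0 h of 6 gene lists (x axis: hours after transfer, y axis: median log2 fold change, points and bars: mean and SD of 3 libraries). At 1.5 h ribosomal protein genes lie at 1.95 ± 0.22 and F-type ATP synthase genes at 1.96 ± 0.17, and at 8 h core and O antigen genes at 1.86 ± 0.29; with library totals only, upper-quartile factors or scaling to RC1_1500 the median turns negative for core and O antigen genes at 0.5 to 1.5 h, aminoacyl-tRNA synthetases at 0.5 and 1 h and light-harvesting genes at 1.5 h.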

Distinct temporal expression changes sequentially promote the following cellular processes; (i) a significant ramp up in protein synthesis capability, (ii) concurrent early synthesis of NADH dehydrogenase that promotes production of a proton gradient, concurrent with the synthesis of ATPase that utilizes a proton gradient to generate ATP, (iii) ramped up synthesis of multi-drug exporters providing resistance to microbial toxins (antibiotics). These early events are followed by early/mid germination expression changes that promote (IV) lipid and LPS remodeling and (iv) DNA replication. Later mid/late germination events then promote (v) changes in central metabolism and the synthesis of electron transfer components that favor energy production via oxidative phosphorylation, (vi) synthesis of a photosystem followed by, (vii) synthesis of flagellar and chemotaxis components promoting motility. Throughout the germination process, there are numerous expression changes in transcription and signal transduction factors that presumably function as conductors that orchestrate observed temporal changes in gene expression.

**Fig 7:**
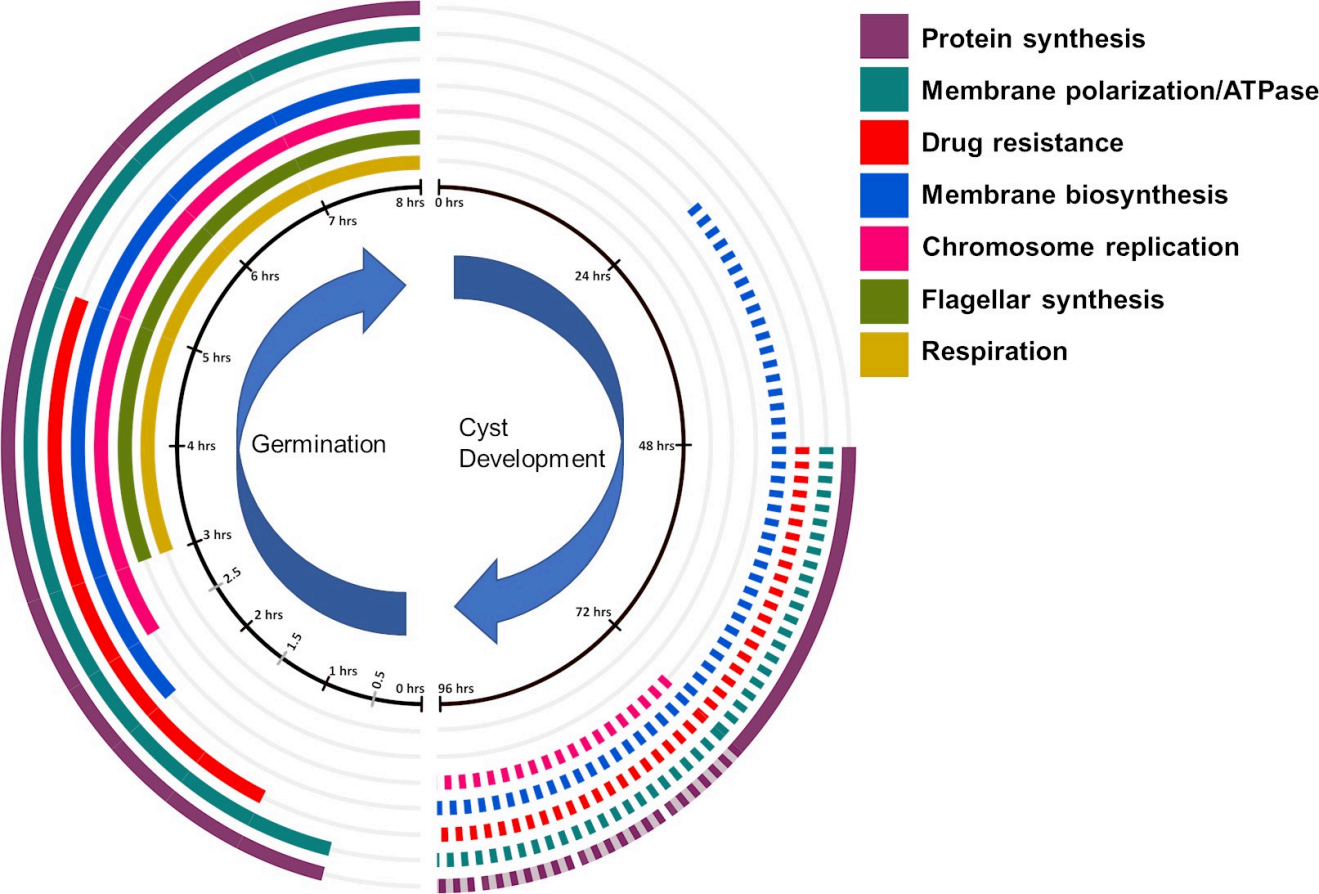
Lifecycle clock summarizing pathways and processes that are differentially regulated during the development of cysts versus cyst germination. Solid lines indicate up-regulation in expression while dotted lines indicate down-regulation. Colored transparent lines indicate periods of no changes in expression.

Finally, comparative analysis of germination gene expression changes in this study with prior analysis of expression changes during cyst development reveals that there are numerous examples of refractile changes in gene expression between the germination and development of cysts. As shown in Fig 7, there is ramped-down in expression of protein synthesis machinery, chromosome replication, and lipid biosynthesis late in cyst development (Fig 7, dotted lines). In contrast, there is ramped-up expression of these same processes during cyst germination (Fig 7, solid lines). There are also numerous regulatory proteins (transcription factors, sigma subunits, signal transduction components, etc) that undergo an inverse expression pattern between cyst cells that are undergoing germination versus vegetative cells that are undergoing the development of cysts. These are potential candidate genes that may be directly involved in regulating either germination or cyst development. Future analysis of these regulatory genes should provide valuable molecular insight on how *R*. *centenum* and other Gram-negative species develop dormant cyst and how cysts undertake the process of germination.

Finally, beyond our study on the germination of a Gram-negative cyst, and studies of Gram-positive spore germination [12–14], there are very few reports on what occurs as cells emerge from dormancy. Like *R*. *centenum* cyst germination, Gram-positive spore germination also appears to involve programmed expression of different cellular processes such as cell wall remodeling, alteration of lipid composition, followed by increased gene expression involving transport, protein synthesis, and DNA replication [12–14]. The order by which individual processes undergo altered expression is slightly different between cysts and spores but it’s clear that emergence from dormancy in both of these cell types involved ordered programed events. Beyond spores and cysts, it is well known that cells in biofilms and late stationary cultures form non-replicating persister cells that exhibit significantly reduced metabolism [57–59]. Due to their low metabolism, they are often resistant to antibiotics that are designed to target cells with more active metabolism and replication [60]. Like classic dormant cysts and spores, the addition of fresh nutrients has been observed to immediately resuscitate persister cells [58]. Not unlike *R*. *centenum* cysts that prioritize ribosome synthesis early in germination, the ribosome content of persister cells are known to play a role in persister cell awakening with cells that have higher levels of ribosomes waking up first [61, 62]. This phenomenon has been attributed to the mandatory need for protein production for successful persister cell awakening [61, 62]. One long-term goal of this study, and others, is to determine if there are commonalities in processes by which different species both become dormant and also awaken from dormancy. If commonalities exist, then it may allow the development of tools to control these cellular events.

## Methods

### Bacterial strain, media, and cyst isolation

Wild type (WT) *Rhodospirillum centenum* (ATCC51521) was used throughout this study [47]. CENS medium [43] was used for routine growth, while CENS containing 8 times the nitrogen content (CENS-8XN) was used for inducing cyst formation [5].

For making cysts, a single colony of *R*. *centenum* was transferred from agar solidified CENS medium into 5mls of CENS liquid medium and then aerobically grown with shaking at 37°C. 50μL of this overnight culture was then transferred to 25mls of CENS liquid medium and grown aerobically at 37°C for 15–16 hours. OD_660_ of this culture was adjusted to 2.0 with 1ml of the OD_660_ adjusted culture spun down at 8,000 × *g* for 2 min, washed thrice with 40mM pH 7.5 KHPO_4_ buffer and resuspended in 50μL of 40mM pH 7.5 KHPO_4_ buffer. This resuspension was used to make four 5μL spots on dry CENS-8XN plates that were incubated at 37°C for 60±5 hours. Presence of a large fraction of cysts was subsequently confirmed using 100x oil immersion microscopy. For cyst isolation, residual vegetative cells were removed from cyst containing wrinkled colonies by addition of lysozyme, which selectively lyses replicative vegetative cells but not dormant cysts. For lysozyme treatment, wrinkled colonies from CENS-8XN plates were harvested after 60±5 hours of growth by resuspending approximately 3.53 × 10^6^ cells/ml in 40mM pH-7.0 KHPO_4_ buffer and subsequently pelleting cells by centrifugation at 8,000 × *g* for 2 min. The pellet was resuspended in TE buffer containing 200μg/ml of lysozyme, incubated at 37°C for 30 minutes and washed multiple times with 40mM, pH 7.0 KHPO_4_ buffer. Cysts present in the resulting pellet, were >90% enriched over vegetative cells as based on flow cytometric analyses (S1 Fig). Enriched cysts were prepared fresh before each germination assay/study.

### Microscopy

Cysts harvested from 60±5 hour colony grown on CENS-8XN plates, were inoculated on top of a 1% CENS agarose pad on a concavity slide to which a coverslip was added and sealed using VALAP [63]. This slide was incubated on a 60X oil immersion objective of a Nikon TiE inverted microscope with an objective warmer set at 37°C. The cysts on the slide were recorded based on their X, Y coordinates using NIE elements viewer software© and imaged every 5 minutes (phase contrast) for the next 15 hours. ImageJ (FIJI) was used for adding the time stamp and for stitching the images into a movie. Negative staining electron microscopy and scanning electron microscopy was undertaken as described in ref [1].

### RNA-Seq transcriptomic analysis of germination

Approximately 1.13 x 10^5^ isolated cysts/ml were inoculated into nutrient-rich CENS medium in 2L Erlenmeyer flasks and incubated at 37°C with continuous stirring on a magnetic plate. At 0 hr, a 10ml control sample was taken immediately after addition of CENS medium to cysts. 10ml samples were then taken every half an hour for the first 3rd hours and every 1 hour after that until a final sample at the 8th hour. Upon collection, samples were immediately pelleted in a cold centrifuge and resuspended in 1ml of Trizol and transferred to a lysing matrix B tube® (MP Biomedicals), lysed in a Fastprep® instrument (MP Biomedicals), and spun down at 8,000 × g. The resulting supernatant was stored at -80°C until RNA extraction.

RNA was extracted using the DirectZol^™^ RNA miniprep plus (Zymo Research) using manufacturer's instructions. Briefly, after adding an equal volume of ethanol to the Trizol^™^ lysed sample, the mix was loaded on to Zymo-Spin^™^ IIICG column, centrifuged, flow through discarded and the in-column DNase I treatment was done. After washes, total RNA eluted in nuclease-free water.

### Quality control, library preparation, and RNA sequencing

Analysis of RNA quality, cDNA library preparation, and deep sequence analysis was undertaken by the Gene Expression Center and DNA Sequencing Facility at the University of Wisconsin-Madison Biotechnology Center. Briefly, RNA concentration and quality were determined using nanodrop and Agilent 2100 bioanalyzers. Samples were checked for sharp 16S and 23S rRNA peaks before downstream processing. Ribosomal RNA from the total RNA was removed using EpiCentre® Ribo-Zero^™^ Magnetic (Bacteria) kit with an input quantity of 1.5μg total RNA. TruSeq^™^ RNA Sample Prep kit (Illumina, San Diego, CA) was used to prepare cDNA mRNA-seq libraries. Standard Illumina protocol was then used to perform single end sequencing (1X100bp) on Illumina HiSeq 2000 to a level that provided over 200-fold coverage per nucleotide of the genome.

### Raw data processing and data analysis

In-house data analysis pipeline was used for raw data processing. Briefly, Trimmomatic [64] was used to trim the reads off adaptors with low-quality reads from the ends (sliding window– 5:25; minimum read length– 40bp). Bowtie2 [65] then used to align trimmed reads to *R*. *centenum* reference genome followed by HT-seq-count [66] to detect the number of reads per gene. Overall there were over 130 million (M) (strand specific) RNA-Seq reads with >99% of these reads mapped to the *R*. *centenum* genome yielding over 200X coverage per nucleotide. This sequence data has been deposited in NCBI’s Gene Expression Omnibus [67] and are accessible through GEO Series accession number GSE132286 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE132286).

Differential expression between the 0th-hour sample, and every other time point, was then calculated using the DE-Seq2 package in R [68]. A gene was considered as a Differentially Expressed Gene (DEG) when the log_2_ fold change was ≥ ± 1.5 with a false discovery rate adjusted p-value of <0.05. The differentially expressed genes were sorted into COGs (Cluster of Orthologous Groups) using Eggnog 4.5.1 [69] and Kegg [45, 70–72] with COG X assigned to photosynthesis genes [73]. Final manipulation with the output file (Tab-delimited text file) was done using Microsoft Excel^™^.

### qRT-PCR validation of RNA-seq results

Five genes that were differentially expressed in the RNA-seq data sets were chosen (RC1_3511, RC1_1228, RC1_0470, RC1_0099, RC1_0097) and independently analyzed for expression using qRT-PCR. Briefly, RNA extracted from samples collected during specific timepoints of germination (0hr, 0.5hr, 2.5hr and 6 hr.) for 3 biological replicates were reverse transcribed using Takara PrimeScript^TM^ RT Master Mix. TB Green Premix Ex Taq^TM^ II with ROX was used to perform qRT-PCR in an Applied Biosystems StepOne Plus instrument. The thermocycling conditions used were as follows: 95°C for 30 seconds (1 cycle), 95°C for 5 seconds and 60°C for 30 seconds (40 cycles) followed by a melt curve stage. Bestkeeper analysis and previous qPCR validations have identified RC1_1500 to be an ideal housekeeping gene in *R*. *centenum* [74, 75] and the same has been used here for normalization. Log_2_fold change with respect to time 0 for each gene and timepoint were calculated and plotted against the log^2^ fold change of the RNA-seq data (S2 Fig).

## Supporting information

S1 Movie A video showing cyst germination on a 1% CENS agarose pad incubated at 37°C over an 8 hour time period. Cyst germination was imaged every 5 minutes the with recorded images stitched into a movie.
(AVI)

S1 Table A spread sheet listing 1667 genes that undergo differential expression between the 0th-hour sample, and every other time point, was then calculated using the DE-Seq2 package in R [62]. A gene was considered as a Differentially Expressed Gene (DEG) when the log_2_ fold change was ≥ ± 1.5 with a false discovery rate adjusted p-value of <0.05.
(XLSX)

S1 Fig Representative flow cytometry data showing the enrichment of cysts for germination studies. A) Tight flow cytometry clustering of a vegetative cell culture. Due to their uniform size, shape and complexity vegetative cells have small forward and side scatters. B) Cells from a wrinkled colony grown on a CENS 8XN plate contain a mixture of vegetative (37.9%) and cyst (61.7%) cells. Cysts form a comet tail on flow cytometric data due to their variations in size, shape and internal complexity. C) An enrichment of cysts (97.8% enriched) obtained after treatment of cells in B with lysozyme.
(TIFF)

S2 Fig Correlation validation plot between RNA-seq data and qRT-PCR data sets. Relative quantification for 5 genes that were DEG in the RNA-seq data set were validated by qRT-PCR amplification at 4 time points (0hr, 0.5hr, 2.5hr and 6hr) with normalization using the housekeeping gene RC1_1500. For each gene and time point, log_2_ fold change with respect to the 0^th^ hour was calculated. The qRT-PCR data sets were plotted against expression changes obtained from the same genes at the same time from RNA-seq data sets.
(TIFF)

S3 Fig Differentially expressed genes that are binned into COGS. Figure shows the number of upregulated (green) and down regulated (red) genes in each COG. Highest number of genes were found in the bins for ‘Function unknown’ and ‘No orthologs found’ which are presented as a separate inset to help with data visualization.
(TIFF)

S4 Fig Comparison of transcriptomics during encystation (cyst formation) and cyst germination. A) Venn diagram showing overlap between genes showing expression changes during cyst germination and cyst formation as measured using RNA-seq. B) Common genes of both developmental processes sorted into similarly (orange) and opposingly (pink) regulated groups and then organized into COGS. C) Genes for which ‘No orthologs’ were found and genes classified as ‘Function unknown’ as classified by Eggnog.
(TIFF)

S5 Fig Expression heat maps of genes involved in protein synthesis. A) and B) show increase expression of genes for large and small ribosomal subunits early in germination, respectively. C) shows changes in expression of ribosomal initiation, elongation and release factors. D) shows expression changes of genes involved in protein folding. E) shows early expression of *ftsY*, coding for a component of the signal recognition system that targets integral membrane proteins to the membrane. Color of boxes areas noted in S3 Fig and the numbers representing a log_2_ fold change.
(TIFF)

S6 Fig Early expression of protein complexes involved in formation of a membrane potential and use of this potential for energy formation. A) early expression of pyruvate dehydrogenase that generates NADH as a product. B) early expression of NADH dehydrogenase (complex I) that utilizes NADH to form a membrane potential and (C) early expression of ATP synthase (complex V) that utilizes a membrane potential for ATP production. Color of boxes are as noted in S3 Fig and the numbers represent the log_2_ fold change.
(TIFF)

S7 Fig Heat maps of multidrug transporters show early expression during cyst germination. There is also opposing regulation during cyst germination (left heat map) versus cyst formation (right heat map) for several drug export genes. Color of boxes are as noted in S3 Fig and the numbers represent the log_2_ fold change.
(TIFF)

S8 Fig Heat map of gene expression changes that affect fatty acid (A) and peptidoglycan (B) biosynthesis. Color of boxes are as noted in S3 Fig and the numbers represent the log_2_ fold change.
(TIFF)

S9 Fig Numerous genes involved in biosynthesis of the lipopolysaccharide lipid A core (A) and the O-antigen (B) that undergo a ramp up in expression. This is contrasted by decreased expression of genes involved in cell wall recycling (C) and genes involved in synthesis of exopolysaccharide precursors involved in cyst cell wall exine synthesis (D). Color of boxes are as noted in S3 Fig and the numbers represent the log_2_fold change.
(TIFF)

S10 Fig Heat map of genes involved in chromosome replication and partitioning (A) and coding for enzymes involved in nucleotide metabolism (B & C) and pyrophosphatase (D). Color of boxes are as noted in S3 Fig and the numbers represent the log_2_ fold change.
(TIFF)

S11 Fig Heat map of genes coding for electron transfer components involved in respiratory oxidative phosphorylation. Many genes coding for enzymes in the TCA cycle (A and B) exhibit increased expression midway during germination. Components of the respiratory electron transport chain (C, D and E) also undergo increased expression during a similar period of germination. Color of boxes are as noted in S3 Fig and the numbers represent the log_2_ fold change.
(TIFF)

S12 Fig Reduction of anaerobic fermentation processes midway/late in germination. (A & B), reduction in expression of lactate dehydrogenase and acetyl-CoA synthetase that are involved in production of lactate and acetate, respectively. (C) reduced expression of numerous enzymes involved in fatty acid β-oxidation. (D) Reduced expression of enzymes involved in polyhydroxybutyrate (PHB) synthesis during cyst germination. The left heat maps are from RNA-seq data obtained during cyst germination while the right heat maps are derived from independent RNA-seq data during cyst formation. Each of these processes are undergo inverse expression patterns during these different stages of cyst development. Color of boxes are as noted in S3 Fig and the numbers represent the log_2_ fold change.
(TIFF)

S13 Fig Heat map of gene expression changes for genes involved in FeS and amino acid biosynthesis. In some cases, there are also expression changes observed during cyst development is shown on the right most heat maps. Color of boxes are as noted in S3 Fig and the numbers represent the log_2_ fold change.
(TIFF)

S14 Fig Heat map of genes involved in synthesis of the bacteriochlorophyll, light harvesting and reaction center components of the photosystem (A) as well as several genes involved in the heme and bacteriochlorophyll common trunk of the tetrapyrrole pathway (B). Color of boxes are as noted in S3 Fig and the numbers represent the log_2_ fold change.
(TIFF)

S15 Fig Heat map showing expression profiles of polar (A) and lateral (B) flagellar genes. Operons coding for flagellar gene clusters (FGC) are indicated to the left of the heat maps. (C) is a heat map of the Che2 gene cluster that is involved in the synthesis of lateral flagella and (D) is a heat map of the Che1 gene cluster that is involved in chemotaxis and phototaxis. Color of boxes are as noted in S3 Fig and the numbers represent the log_2_ fold change.
(TIFF)

S16 Fig Heat map showing expression profiles of R body genes that goes down during germination (left) and up during cyst formation (right). Color of boxes are as noted in S3 Fig and the numbers represent the log_2_ fold change.
(TIFF)

S17 Fig Heatmaps show the expression profiles of various transport systems expressed at the early time point of germination. (A) Zinc/manganese/iron transport systems. (B) ABC transporters of phosphate. (C) Efflux transporters for monovalent cations. (D) K^+^ stimulated pyrophosphate energized sodium pump. Color of boxes are as noted in S3 Fig and the numbers represent the log_2_ fold change.
(TIFF)

S18 Fig Heatmaps show the expression profiles of the lipopolysaccharide (A) and molybdenum (B) transport systems that are expressed at the early to middle time points of germination. Lipopolysaccharide expression is induced during cyst germination (left heat maps) and reduced during cyst formation (right heat maps). Color of boxes are as noted in S3 Fig and the numbers represent the log_2_ fold change.
(TIFF)

S19 Fig Heatmaps show the expression profiles of transport systems expressed at the middle to late time points of germination. (A) ABC transporters specific for sugar transport. (B) Branched-chain amino acid transport. (C) Putrescine transport. (D) Oligopeptide transport. (E) Potassium transport. (F) Active transport of potassium. (G) Copper transport. Color of boxes are as noted in S3 Fig and the numbers represent the log_2_ fold change.
(TIFF)

S20 Fig Heatmaps show the middle to late expression profiles of *exbB* and *exbD* that code for TonB receptor components involved in transport across the inner membrane (A) and various TonB dependent outer membrane receptors (B). Color of boxes are as noted in S3 Fig and the numbers represent the log_2_ fold change.
(TIFF)

S21 Fig Heatmaps show the expression profiles of holo-enzyme RNA polymerase subunits (A) and sigma factors (B). Color of boxes are as noted in S3 Fig and the numbers represent the log_2_ fold change.
(TIFF)

S22 Fig Time line showing the point of significant expression changes of every differentially regulated transcription factor in this dataset (A). Heatmaps showing the expression profiles of down regulated (B) and upregulated (C) transcription factors. Heat maps on the left side of B and D are derived from RNA-seq data sets during cyst germination while the heat maps on the right side are from RNA-seq data sets during cyst formation. Color of boxes are as noted in S3 Fig and the numbers represent the log_2_ fold change.
(TIFF)

S23 Fig Heatmaps show the expression profiles of histidine kinases (A), response regulators (B) and the che3 gene cluster involved in cyst development (C). Heat maps on the left side are derived from RNA-seq data sets during cyst germination while the heat maps on the right side are from RNA-seq data sets during cyst formation. Color of boxes are as noted in S3 Fig and the numbers represent the log_2_ fold change.
(TIFF)

## References

[1] BerlemanJE, BauerCE. Characterization of cyst cell formation in the purple photosynthetic bacterium Rhodospirillum centenum. Microbiology, 2004; 150: 383–390. 10.1099/mic.0.26846-0 14766916

[2] SocolofskyMD, WyssO. Resistance of the Azotobacter cyst. J Bacteriol, 1962; 84: 119–124. 1391473210.1128/jb.84.1.119-124.1962PMC277776

[3] HigginsD, DworkinJ. Recent progress in Bacillus subtilis sporulation. FEMS Microbiol Rev, 2012; 36: 131–148. 10.1111/j.1574-6976.2011.00310.x 22091839PMC3237856

[4] NarulaJ, FujitaM, IgoshinOA. Functional requirements of cellular differentiation: lessons from Bacillus subtilis. Curr Opin Microbiol, 2016 34: 38–46. 10.1016/j.mib.2016.07.011 27501460

[5] MardenJN, et al, Cyclic GMP controls Rhodospirillum centenum cyst development. Mol Microbiol, 2011; 79: 600–615. 10.1111/j.1365-2958.2010.07513.x 21214648PMC4273943

[6] RoychowdhuryS, DongQ, BauerCE. DNA binding properties of a cGMP binding CRP homolog that controls development of metabolically dormant cysts of Rhodospirillum centenum. Microbiology, 2015; 161: 2256–2264. 10.1099/mic.0.000172 26362215PMC4806592

[7] BerlemanJE, HasselbringBM, BauerCE. Hypercyst mutants in Rhodospirillum centenum identify regulatory loci involved in cyst cell differentiation. J Bacteriol, 2004; 186: 5834–5841. 10.1128/JB.186.17.5834-5841.2004 15317789PMC516826

[8] BerlemanJE, BauerCE. Involvement of a Che-like signal transduction cascade in regulating cyst cell development in Rhodospirillum centenum. Mol Microbiol, 2005; 56:1457–1466. 10.1111/j.1365-2958.2005.04646.x 15916598

[9] DongQ, FangM, RoychowdhuryS, BauerCE. Mapping the CgrA regulon of Rhodospirillum centenum reveals a hierarchal network controlling Gram-negative cyst development. BMC Genomics, 2015; 16:1066 10.1186/s12864-015-2248-z 26673205PMC4681086

[10] HeK, MardenJN, QuardokusEM, BauerCE. Phosphate flow between hybrid histidine kinases CheA3 and CheS3 controls Rhodospirillum centenum cyst formation. PLOS Genetics, 2013; 9: e1004002 10.1371/journal.pgen.1004002 24367276PMC3868531

[11] DinN, ShoemakerCJ, AkinKL, FrederickC, BirdTH. Two putative histidine kinases are required for cyst formation in Rhodospirillum centenum. Arch Microbiol, 2011; 193: 209–222. 10.1007/s00203-010-0664-7 21184217

[12] SetlowP. Germination of Spores of Bacillus Species: What We Know and Do Not Know. J Bacteriol, 2014; 196: 1297–1305. 10.1128/JB.01455-13 24488313PMC3993344

[13] SetlowP, WangS, LiYQ. Germination of Spores of the Orders Bacillales and Clostridiales. Annu Rev Microbiol, 2017; 71: 459–477. 10.1146/annurev-micro-090816-093558 28697670

[14] DriksA, EichenbergerP.,*The Bacterial Spore*: *From Molecules to Systems*. 2016; Washington, DC: ASM Press.

[15] BhattacharjeeD, McAllisterKN, SorgJA. Germinants and their receptors in Clostridia. J Bacteriol, 2016; 198: 2767–2775. 10.1128/JB.00405-16 27432831PMC5038010

[16] LinLP, PankratzS, SadoffHL. Ultrastructural and physiological changes occurring upon germination and outgrowth of Azotobacter vinelandii cysts. J bacteriol 1978; 135: 641–646. 68128410.1128/jb.135.2.641-646.1978PMC222425

[17] WyssO, NeumnnMG, SocolofskyMD. Development and germination of the Azotobacter cyst. J biophys biochem cytology, 1961; 10: 555–565.10.1083/jcb.10.4.555PMC222510113787014

[18] LoperfidoB, SadoffHL. Germination of Azotobacter vinelandii Cysts: Sequence of Macromolecular Synthesis and Nitrogen Fixation. J Bacteriol, 1973; 113: 841–846. 469096610.1128/jb.113.2.841-846.1973PMC285299

[19] StevensonLH, SocolofskyMD. 1966. Cyst formation and poly-b-hydroxybutyric acid accumulation in Azotobacter. J Bact., 1966; 91: 304–310. 590309810.1128/jb.91.1.304-310.1966PMC315949

[20] HitchinsAD, GouldGE, HurstA. The swelling of bacterial spores during germination and outgrowth. J Gen Microbiol, 1963; 30: 445–453. 10.1099/00221287-30-3-445 13954805

[21] DongQ, BauerCE. Transcriptome analysis of cyst formation in Rhodospirillum centenum reveals large global changes in expression during cyst development. BMC Genomics, 2015 16: 68 10.1186/s12864-015-1250-9 25758168PMC4340629

[22] SinaiL, RosenbergA, SmithY, SegevE, Ben-Yehuda. The molecular timeline of a reviving bacterial spore. Molecular Cell, 2015; 57: 695–707. 10.1016/j.molcel.2014.12.019 25661487PMC4339302

[23] KochHG, MoserM, MullerM. Signal recognition particle-dependent protein targeting, universal to all kingdoms of life. Rev Physiol Biochem Pharmacol, 2003; 146: 55–94. 10.1007/s10254-002-0002-9 12605305

[24] WildK, RosendalKR, SinningI. A structural step into the SRP cycle. Mol Microbiol, 2004 53: 357–363. 10.1111/j.1365-2958.2004.04139.x 15228518

[25] KeijserBJ, et al, Analysis of temporal gene expression during Bacillus subtilis spore germination and outgrowth. J Bacteriol, 2007; 189: 3624–3634. 10.1128/JB.01736-06 17322312PMC1855883

[26] ReuschRN, SadoffHL. Lipid metabolism during encystment of Azotobacter vinelandii. J Bacteriol, 1981; 145: 889–895. 746216210.1128/jb.145.2.889-895.1981PMC217195

[27] ReuschRN, SadoffHL. Novel lipid components of the Azotobacter vinelandii cyst membrane. Nature, 1983; 302: 268–270. 10.1038/302268a0 6835364

[28] O'LearyWM. The fatty acids of bacteria. Bacteriological Reviews, 1962; 26: 421–447. 1635017910.1128/br.26.4.421-447.1962PMC441163

[29] TouzET, Mengin-LecreulxD. Undecaprenyl phosphate synthesis. EcoSal Plus, 2008; 3.10.1128/ecosalplus.4.7.1.726443724

[30] ParkJT, UeharaT. How bacteria consume their own exoskeletons (turnover and recycling of cell wall peptidoglycan). Microbiol Mol Biol Rev, 2008; 72: 211–227. 10.1128/MMBR.00027-07 18535144PMC2415748

[31] BignellC, ThomasCM. The bacterial ParA-ParB partitioning proteins.J Biotechnol, 2001; 91: 1–34. 10.1016/s0168-1656(01)00293-0 11522360

[32] CooperS, HelmstetterCE. Chromosome replication and the division cycle of Escherichia coli B/r. J Mol Biol, 1968; 31: 519–540. 10.1016/0022-2836(68)90425-7 4866337

[33] FossumS, CrookeE, SkarstadK. Organization of sister origins and replisomes during multifork DNA replication in Escherichia coli. EMBO J, 2007; 26: 4514–4522. 10.1038/sj.emboj.7601871 17914458PMC2063475

[34] SetlowP. Deoxyribonucleic acid synthesis and deoxynucleotide metabolism during bacterial spore germination. J Bacteriol, 1973; 114: 1099–1107. 419726510.1128/jb.114.3.1099-1107.1973PMC285370

[35] ChakrabartyAM, Nucleoside diphosphate kinase: role in bacterial growth, virulence, cell signalling and polysaccharide synthesis. Mol Microbiol, 1998; 28: 875–882. 10.1046/j.1365-2958.1998.00846.x 9663675

[36] SetlowP. Percent charging of transfer ribonucleic acid and levels of ppGpp and pppGpp in dormant and germinated spores of Bacillus megaterium. J Bacteriol, 1974; 118: 1067–1074. 420841010.1128/jb.118.3.1067-1074.1974PMC246857

[37] ChenJ, et al, Pyrophosphatase is essential for growth of Escherichia coli. Journal of bacteriology, 1990; 172: 5686–5689. 10.1128/jb.172.10.5686-5689.1990 2170325PMC526883

[38] HeinonenJK. Biological role of inorganic pyrophosphate. 2001; Boston: Kluwer Academic Publishers viii, 250 p.

[39] PoonWW, et al, Identification of Escherichia coli ubiB, a gene required for the first monooxygenase step in ubiquinone biosynthesis. J Bacteriol, 2000; 182: 5139–5146. 10.1128/jb.182.18.5139-5146.2000 10960098PMC94662

[40] SetlowP, PrimusG. Protein metabolism during germination of Bacillus megaterium spores. I. Protein synthesis and amino acid metabolism. J Biol Chem, 1975; 250: 623–630. 803494

[41] KiyasuT, et al, Contribution of cysteine desulfurase (NifS protein) to the biotin synthase reaction of Escherichia coli. J Bacteriol, 2000; 182: 2879–2885. 10.1128/jb.182.10.2879-2885.2000 10781558PMC101998

[42] ZhengL, WhiteRH, CashVL, JackRF, DeanDR. Cysteine desulfurase activity indicates a role for NIFS in metallocluster biosynthesis. Proc Natl Acad Sci, 1993; 90: 2754–2758. 10.1073/pnas.90.7.2754 8464885PMC46174

[43] NickensD, FryCJ, RagatzL, BauerCE, GestH. Biotype of the purple nonsulfur photosynthetic bacterium, Rhodospirillum centenum. Arch Microbiol, 1996; 165: 91–96.10.1007/BF002621967710317

[44] BerlemanJE, BauerCE A che-like signal transduction cascade involved in controlling flagella biosynthesis in Rhodospirillum centenum. Mol Microbiol, 2005; 55:1457–1466.10.1111/j.1365-2958.2005.04489.x15720548

[45] LuYK, et al, Metabolic flexibility revealed in the genome of the cyst-forming alpha-1 proteobacterium Rhodospirillum centenum. BMC Genomics, 2010; 11: 325 10.1186/1471-2164-11-325 20500872PMC2890560

[46] McClainJ, RolloDR, RushingBG, BauerCE. Rhodospirillum centenum utilizes separate motor and switch components to control lateral and polar flagellum rotation. J Bacteriol, 2002; 184; 2429–2438. 10.1128/JB.184.9.2429-2438.2002 11948156PMC134980

[47] RagatzL, JiangZ-Y, BauerC, GestH. Macroscopic phototactic behavior of the purple photosynthetic bacterium Rhodospirillum centenum. Arch Microbiol, 1995 163; 1–6. 10.1007/bf00262196 7710317

[48] JiangZ-Y, BauerCE. Analysis of a chemotaxis operon from Rhodospirillum centenum. J Bacteriol, 1997; 179: 5712–5719. 10.1128/jb.179.18.5712-5719.1997 9294426PMC179458

[49] JiangZ-Y, GestH, BauerCE. Chemosensory and photosensory perception in purple photosynthetic bacteria utilize common signal transduction components. J Bacteriol, 1997; 179: 5720–5727. 10.1128/jb.179.18.5720-5727.1997 9294427PMC179459

[50] HeK, DragneaV, BauerCE. Adenylate charge regulates sensor kinase CheS3 to control cyst formation in Rhodospirillum centenum. MBio, 2015; 6: e00546–15. 10.1128/mBio.00546-15 25944862PMC4436063

[51] PondFR., et al, R-body-producing bacteria. Microbiological Reviews, 1989; 53: 25–67. 265186510.1128/mr.53.1.25-67.1989PMC372716

[52] SetlowB, WahomePG, and SetlowP. Release of small molecules during germination of spores of Bacillus Species. Journal of bacteriology, 2008; 190: 4759–4763. 10.1128/JB.00399-08 18469112PMC2446799

[53] HamamotoT, HashimotoM, HinoM, KitadaM, SetoY, KudoT, HorikoshiK. Characterization of a gene responsible for the Na+/H+ antiporter system of alkalophilic Bacillus species strain C-125. Molecular Microbiology, 1994; 14: 939–946. 10.1111/j.1365-2958.1994.tb01329.x 7715455

[54] HiramatsuT, KodamaK, KurodaT, MizushimaT, TsuchiyaT. A putative multisubunit Na+/H+ antiporter from Staphylococcus aureus. J Bacteriol, 1998; 180: 6642–6648. 985200910.1128/jb.180.24.6642-6648.1998PMC107768

[55] BaykovAA, et al, Pyrophosphate-fueled Na+ and H+ transport in prokaryotes. Microbiol Mol Biol Rev, 2013; 77: 267–276. 10.1128/MMBR.00003-13 23699258PMC3668671

[56] WuJ, DragneaV, BauerCE. Redox responding sensor kinases, in Two-component systems in bacteria, GrossR. and BeierD., Editors. 2012, Horizon Scientific Press p. 41–56.

[57] HobbyG.L., MeyerK., and ChaffeeE. Observations on the mechanism of action of penicillin. Exp. Biol. Med. 1942; 50, 281–285.

[58] Joers JõersA., KaldaluN., and TensonT. The frequency of persisters in Escherichia coli reflects the kinetics of awakening from dormancy. J. Bacteriol. 2010; 192, 3379–3384. 10.1128/JB.00056-10 20435730PMC2897658

[59] Van den BerghB., FauvartM., and MichielsJ. Formation, physiology, ecology, evolution and clinical importance of bacterial persisters. FEMS Microbiol. Rev. 2017; 41, 219–251. 10.1093/femsre/fux001 28333307

[60] RobertsM. E. and StewartP. S., Modelling protection from antimicrobial agents in biofilms through the formation of persister cells. Microbiology 2005 151: p. 75–80 10.1099/mic.0.27385-0 15632427

[61] WoodT.K., SongS., and YamasakiR., Ribosome dependence of persister cell formation and resuscitation. J Microbiol, 2019 57(3): p. 213–219. 10.1007/s12275-019-8629-2 30806978

[62] SongS. and WoodT.K., Persister cells resuscitate via ribosome modification by 23S rRNA pseudouridine synthase RluD. Environ Microbiol, 2019 10.1111/1462-2920.1482831608580

[63] FischerAH, et al, Mounting live cells attached to coverslips for microscopy. Cold Spring Harbor Protocols, 2008; 2008: pdb.prot4927. 10.1101/pdb.prot4927 21356764

[64] BolgerAM, LohseM, UsadelB. Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics, 2014 30: 2114–2120. 10.1093/bioinformatics/btu170 24695404PMC4103590

[65] LangmeadB, et al, Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol, 2009; 10: p. R25 10.1186/gb-2009-10-3-r25 19261174PMC2690996

[66] AndersS, PylPT, HuberW. HTSeq—a Python framework to work with high-throughput sequencing data. Bioinformatics (Oxford, England), 2015; 31: 166–169.10.1093/bioinformatics/btu638PMC428795025260700

[67] EdgarR, DomrachevM, LashAE. Gene expression omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res, 2002; 30: 207–210. 10.1093/nar/30.1.207 11752295PMC99122

[68] LoveMI, HuberW, AndersS. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol, 2014; 15: 550 10.1186/s13059-014-0550-8 25516281PMC4302049

[69] Huerta-CepasJ, et al, eggNOG 4.5: a hierarchical orthology framework with improved functional annotations for eukaryotic, prokaryotic and viral sequences. Nucleic Acids Research, 2015; 44: D286–D293. 10.1093/nar/gkv1248 26582926PMC4702882

[70] KanehisaM, GotoS. KEGG: kyoto encyclopedia of genes and genomes. Nucleic Acids Res, 2000; 28: 27–30. 10.1093/nar/28.1.27 10592173PMC102409

[71] KanehisaM, et al, KEGG: new perspectives on genomes, pathways, diseases and drugs. Nucleic Acids Res, 2017; 45: D353–d361. 10.1093/nar/gkw1092 27899662PMC5210567

[72] KanehisaM, et al, New approach for understanding genome variations in KEGG. Nucleic Acids Res, 2019; 47: D590–d595. 10.1093/nar/gky962 30321428PMC6324070

[73] KumkaJE, BauerCE. Analysis of the FnrL regulon in Rhodobacter capsulatus reveals limited regulon overlap with orthologues from Rhodobacter sphaeroides and Escherichia coli. BMC Genomics, 2015; 16: 895 10.1186/s12864-015-2162-4 26537891PMC4634722

[74] RoychowdhuryS., DongQ., and BauerC.E., DNA-binding properties of a cGMP-binding CRP homologue that controls development of metabolically dormant cysts of Rhodospirillum centenum. Microbiology, 2015 161(11): p. 2256–2264. 10.1099/mic.0.000172 26362215PMC4806592

[75] PfafflM.W., et al, Determination of stable housekeeping genes, differentially regulated target genes and sample integrity: BestKeeper—Excel-based tool using pair-wise correlations. Biotechnol Lett, 2004 26(6): p. 509–15. 10.1023/b:bile.0000019559.84305.47 15127793

How the deposited data were processed for this re-analysis (not part of the article)

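RNA was measured in germinating cysts of Rhodospirillum centenum at 12 time points, 0, 0.5, 1, 1.5, 2, 2.5, 3, 4, 5, 6, 7 and 8 h after transfer, with 3 biological replicates each, 36 libraries in all. The authors trimmed the reads with Trimmomatic, aligned them with Bowtie2 and counted reads per gene with HTSeq, and deposited these counts unscaled, as whole numbers, per library. Versions, genome build and the strand setting of the counting are not given in the sources used here, and the paper calls the reads strand specific. Each file holds 4102 genes and 5 HTSeq lines that name no gene, and these lines were kept out of library sizes and tests.

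Gene totals ranged from 3515780 to 11132944 reads per library, 276651212 together, and all lines summed to 423116878. By time point, the lowest and highest totals were 4228970 and 5269903 at 0 h, 3515780 and 6132720 at 0.5 h, 6651766 and 8788220 at 1 h, 6369072 and 8212807 at 1.5 h, 8457325 and 11132944 at 2 h, 8151557 and 8653297 at 2.5 h, 7209517 and 7995433 at 3 h, 8483552 and 9759910 at 4 h, 7515239 and 8661535 at 5 h, 7887930 and 8432413 at 6 h, 6798533 and 8876529 at 7 h and 8518664 and 9351654 at 8 h. Reads outside annotated genes made up 15.9 to 52.7% of a library, ambiguous reads at most 5.90%, unaligned reads a median of 0.390% and at most 7.88%. Reads aligned to more than 1 place are listed at 0. The common biological coefficient of variation was 0.311, so that spread between replicates and not counting error sets the precision of most genes. No pair of libraries held identical counts, and the lowest chi-square per gene between 2 replicates was 24.9.

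Gene names were put back beside their counts before any test. The names run in numeric order and the counts in the text order of their row numbers, so 4100 names moved and 2 did not. This choice was made after the data had been seen, was checked against neighbouring genes and against S1 Table, and the names as deposited were run as an alternative. None of the gene numbers was found in the reference table used here (0 matches), so annotation comes from S1 Table alone.

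Tests used R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr on the time points (4001 tested, 101 left out), scaled with TMM factors, and fitted together over all libraries by quasi-likelihood with 24 residual degrees of freedom. Each later time point was compared with 0 h, and 4 h with 3 h, 7 h with 6 h and 8 h with 7 h. Adjustment was by Benjamini-Hochberg within each comparison, and a gene counts as changed at a log2 fold change of at least 1.5 in size and an adjusted p below 0.05. The standard error of a log2 fold change is its size over the square root of F. Normalized counts are at the mean effective library size. Lists of genes, 60 set beforehand and 23 drawn up from the annotation after the counts had been seen, were tested with camera from limma 3.58.1 at a preset correlation of 0.01 and adjusted over lists and time points. The order of first time points past both limits was tested by 100000 permutations. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

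The steps were tested on simulated data. With 36 libraries, 7.46, 81.8 and 98.5% of genes with a true log2 change of 1, 2 and 3 passed both limits, and 0.0533% of unchanged genes. With 6 libraries the shares were 6.25, 81.0 and 100%, and 0.111%. Camera called 0% of 200 lists of unchanged genes. Genes were simulated independently of each other, so this does not test the preset correlation.

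Alternatives set before the data were examined were DESeq2 1.42.0 with and without shrinkage, RLE factors, library totals only, upper-quartile factors, scaling to RC1_1500, no filter on low counts, a stricter filter of at least 50 counts in at least 3 libraries, a replicate block, each time point fitted alone, adjustment over the 11 time points together, no fold limit, a fold limit of 1, an unadjusted p, camera with an estimated correlation, fry, and the loss of each replicate number and each single library. Names as deposited, the loss of the gene of highest count and sample quality weights from limma were added after the data had been seen, as was the use of several of the first group for neighbouring time points.

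Genes are named by a rule set beforehand: every gene the paper names by number, every gene it names by symbol alone where the annotation in S1 Table pairs that symbol with 1 number, and at 0.5, 3 and 8 h the 10 largest increases and 10 largest decreases past both limits whose 3 libraries all lie beyond the 0 h libraries. For genes named by rank, the separation from the 0 h libraries is a condition of the choice and not support. Values in S1 Table had been seen when the rule was written. RC1_2003 lies outside the rule and was chosen after its values were seen. Not every gene that the rule names is reported here. Data on cyst formation, quantitative PCR values and microscopy were not analysed here.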

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

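The tests of displaced gene names, of library depth, of a single 0 h library and of the TMM factor at 0.5 h were chosen only after the results were seen, as were the names as deposited, the loss of the gene of highest count, the sample quality weights and, for 7 h against 6 h, the settings other than DESeq2, RLE factors, library totals only, the replicate block and the loss of replicate 1, 2 or 3. The restored order of gene names was also chosen after the data had been seen.

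A gene outside S1 Table, RC1_2003, took 16.0% of all gene counts, a signal in data that the paper does not report on. It was chosen after its values were seen. Its log2 fold change was 1.43 at 6 h (edgeR adjusted p = 0.0255, 3 of 3 libraries above the 0 h range) and 1.05 at 8 h (edgeR adjusted p = 0.0948, 2 of 3 libraries above the 0 h range), so it passed both limits at neither time. Its product was not identified here. Without this gene in library sizes and tests, 1747 genes were called at 1 or more time points, of which 1710 were also called with it.

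Genes outside S1 Table also passed both limits. Of 2358 such genes tested, 129 passed both limits with edgeR at 1 or more time points, 35 upward and 95 downward, where a gene can count on both sides. The paper does not list them. DESeq2 with shrunken fold changes called 1493 genes at 1 or more time points, of which 1485 are S1 Table genes. Few calls outside S1 Table were left under that setting.

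Between 6 and 7 h, tested directly, edgeR found 128 genes past both limits, 74 higher and 54 lower at 7 h, and 353 at an unadjusted p. This difference between neighbouring time points rests on adjusted p values close to the limit, the lowest being 0.0498. DESeq2 gave 286 genes, DESeq2 with shrunken fold changes 125, and RLE factors 147. The replicate block gave 289, with a lowest edgeR adjusted p of 0.0201. In percent of the genes tested, edgeR called 3.20%, and 5.60% with scaling to RC1_1500 and 19.8% with library totals only. The count with edgeR was 0 with upper-quartile factors, without the filter on low counts and with the stricter filter, where 467, 355 and 292 genes passed at an unadjusted p. Leaving out replicate 1, 2 or 3 gave 322, 0 and 1, and leaving out 0 h replicate 1, 2 or 3, which are in neither group but enter the filter and the pooled spread, gave 193, 0 and 0. Fitted alone, the 6 libraries gave 0 genes in the real split and 0 at most in the others, and 10 splits are too few for a share below 0.05.

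The first pattern weighed is that fold changes computed under the names as deposited did not follow S1 Table. The tables argue against wrong time points, since after moving gene names alone the lowest correlation with S1 Table over the 11 time points was 0.983 across genes, which are not independent replicates. Counts sorted by the text of their row number beside names in numeric order may explain it: genes that are neighbours only in the restored order correlated at 0.287 on average across libraries, against 0.0177 for those that are neighbours only as deposited and 0.0245 in the highest of 1000 random orders. No biological explanation was tested, and how the order arose stays open.

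The second pattern is that more genes passed at 3, 6 and 8 h (831, 1121 and 1137) than at 4 and 7 h (542 and 776), with the difference between 6 and 7 h above. The tables argue against depth, as the median gene total at 3, 6 and 8 h was 0.957 times that at 4 and 7 h. Library composition may account for it: with the log2 TMM factor as a covariate the counts at 3, 6 and 8 h were 0.573, 0.644 and 0.872 times those without it and at 4 and 7 h 0.974 and 1.03 times (ratio of means from 1.56 to 1.10), and the 128 genes went to 0 calls in edgeR because their median size fell from 1.81 to 0.51 while the median standard error went from 0.53 to 0.43. TMM factors come from the same counts and ran from 0.424 to 0.781 at 6 h and from 0.845 to 1.37 at 7 h. Ranges without overlap confound composition with time, so the covariate could take up a difference of any cause. The 7 h against 6 h fold changes also correlated at 0.916 in size, across genes that are not independent, with the axis along which replicates of 1 time point differ most (40.4% of the residual variance). Whether composition or that axis reflects sample handling or the physiology of these cultures stays open, and a change with time is untested beyond this.

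The third pattern is that the 107 calls at 0.5 h depended on single libraries, with 47 left without 0 h replicate 1, 56 without 0.5 h replicate 1 and 67 without 0.5 h replicate 2, against 143 and 84 without 0 h replicate 2 or 3. Without replicate 1, 2 or 3 at every time point, 51, 29 and 19 were left, so the dependence is not on replicate 1 alone. The test of reads outside genes, from DNA or other sequence, could not decide. Their percentage and the log2 TMM factor, as deviations from time point means, correlated at -0.235 over the 36 libraries (permutation p = 0.194). A positive correlation above 0.5 had been set for that explanation. By rank the correlation was -0.357 (permutation p = 0.0632), and without the 2 farthest libraries -0.420. Such deviations leave out differences between time points, where the median percentage was 41.8% at 0 h and 30.3% at 0.5 h. With the log2 TMM factor as a covariate 62 genes were called at 0.5 h, for a cause that was not tested. One 0 h library apart from the other pair may contribute: the sample quality weights of the 0 h libraries were 0.352, 1.15 and 5.87, the first for 0 h replicate 1. Replicate 1 had lower weights still at 1.5, 5, 6, 7 and 8 h, from 0.183 to 0.292, so a low weight is not particular to that library. Whether 0 h replicate 1 stands apart for a reason of its own, and whether cysts differ between cultures, stays open.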

How the results depend on the processing

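Chosen only after the results were seen were the names as deposited, the loss of the gene of highest count, the sample quality weights, all lists drawn up by annotation, and, for comparisons of neighbouring time points, upper-quartile factors, scaling to RC1_1500, both changes of the filter, shrunken fold changes and the loss of single 0 h libraries.

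The number of genes past both limits at 1 or more time points, 1745, stayed within 1.5 times its value under every alternative except no fold limit and a fold limit of 1. Of the genes that each alternative called at any time, 97.9% with RLE factors, 96.4% with DESeq2, 96.7% with a replicate block, 85.9% with upper-quartile factors, 81.4% with scaling to RC1_1500, 59.1% with library totals only and 99.5% with shrunken fold changes were among these genes. No number of genes called against 0 h and no number of list members called at any time moved by more than 1.5 times with RLE factors, with each time point fitted alone or with adjustment over the 11 time points together. Without the gene of highest count 99 results stayed and 0 moved.

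Among 302 values of single genes at single times, those that lost a call numbered 1, 1, 2, 13, 21, 25 and 53 with RLE factors, DESeq2, the replicate block, shrunken fold changes, upper-quartile factors, scaling to RC1_1500 and library totals only, in that order. Those that gained one numbered 2, 3, 1, 0, 3, 1 and 8, and all others kept their side of both limits. No called value turned under these settings. Without replicate 1, 2 or 3, 22, 25 and 26 lost a call and 6, 9 and 1 gained one.

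Comparisons of neighbouring time points are given in percent of the genes tested, all others as counts. Limits on size set the counts by construction. With no fold limit there were 461 for 0.5 h (from 107), 664 for 1 h (from 148), 979 for 1.5 h, 1085 for 2 h (from 351), 1103 for 2.5 h (from 366), 1824 for 3 h (from 831), 1428 for 4 h (from 542), 1718 for 5 h (from 705), 2180 for 6 h (from 1121), 1793 for 7 h (from 776), 2220 for 8 h (from 1137), 3220 for any time point (from 1745), 885 for higher genes shared by 6 and 8 h (from 417) and 892 for lower genes shared by 6 and 8 h. With a fold limit of 1 there were 296 for 0.5 h, 444 for 1 h, 670 for 1.5 h, 763 for 2 h, 778 for 2.5 h, 1404 for 3 h, 1067 for 4 h, 1307 for 5 h, 1747 for 6 h, 1349 for 7 h, 1773 for 8 h, 2699 for any time point, 676 for higher genes shared by 6 and 8 h and 700 for lower genes shared by 6 and 8 h. An unadjusted p gave 181 for 0.5 h (from 107).

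Scaling mattered as follows, and the cause was not tested. Scaling to RC1_1500 gave 565 for 1 h (from 148), 496 for 1.5 h and 5.60% for 7 h against 6 h (from 3.20%). Library totals only, which leave composition in, gave 1281 for 3 h (from 831), 1773 for 6 h (from 1121), 19.8% for 7 h against 6 h (from 3.20%), 129 for higher genes shared by 6 and 8 h (from 417) and 1225 for lower genes shared by 6 and 8 h. For numbers of list members called at any time, library totals only gave 2 for aminoacyl-tRNA synthetases (from 6), 4 for protein secretion and signal recognition (from 10), 4 for fatty acid synthesis (from 7), 3 for peptidoglycan synthesis (from 5), 15 for chromosome segregation and cell division (from 24), 6 for DNA repair and recombination (from 10), 2 for nucleotide synthesis (from 4), 1 for polyhydroxybutyrate (from 2), 6 for bacteriochlorophyll and photosystem (from 11), 1 for chemotaxis genes RC1_1754 to RC1_1759 (from 3), 2 for sodium and proton antiporter (from 5), 1 for amino acid, polyamine and peptide ABC transporters (from 6), 6 for response regulators (from 13), 4 for transposases (from 9), 5 for elongation, initiation and release factors by annotation (from 10), 2 for aminoacyl-tRNA synthetases by annotation (from 8), 5 for Sec, Tat and signal recognition by annotation (from 13), 5 for fatty acid synthesis by annotation (from 8), 3 for core and O antigen by annotation (from 8), 1 for pigment synthesis RC1_2082 to RC1_2113 by annotation (from 4), 3 for flagellar genes RC1_0793 to RC1_0895 by COG N (from 10) and 2 for chemotaxis cluster RC1_1754 to RC1_1758 (from 5). Upper-quartile factors gave 0% for 7 h against 6 h (from 3.20%), 3 for aminoacyl-tRNA synthetases (from 6), 2 for nucleotide synthesis (from 4) and 2 for aminoacyl-tRNA synthetases by annotation (from 8). At 7 h against 6 h the lowest adjusted p ranged from 0.0142 to 0.368 over the settings run.

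The test and the model changed other counts, for causes that were not tested. DESeq2 gave 0.390% for 4 h against 3 h (from 0%) and 6.97% for 7 h against 6 h (from 3.20%), and with shrunken fold changes 0.244% for 4 h against 3 h (from 0%), 0 for peptidoglycan degradation and recycling (from 1) and 2 for pigment synthesis RC1_2082 to RC1_2113 by annotation (from 4). Sample quality weights gave 250 for 1 h (from 148), 0 for peptidoglycan degradation and recycling (from 1) and 5 for aminoacyl-tRNA synthetases by annotation (from 8). Over the set tests, camera with an estimated correlation passed 13 of 539 against 238 at the preset one, and for lists by annotation 61 against 177 of 253, while fry passed 391 of the first. The filter on low counts left fewer genes to test in its stricter form, which gave 0% for 7 h against 6 h (from 3.20%), 5 for flagellar genes RC1_0180 to RC1_0224 (from 10), 1 for molybdate uptake (from 2), 3 for CRISPR-associated genes (from 5) and 7 for flagellar genes RC1_0180 to RC1_0224 by COG N (from 16). With no filter on low counts the only result to move was 0% for 7 h against 6 h (from 3.20%).

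A replicate block, which takes libraries of the same number as 1 batch, gave 0.300% for 4 h against 3 h (from 0%) and 7.22% for 7 h against 6 h (from 3.20%). Whether libraries of the same number are paired stays open, as the paper describes samples drawn over time from flasks. Of 33 pairs of the same number, 16 had residuals that correlated above 0.1, with values from -0.480 to 0.776. Of 33 libraries, 12 correlated best with their own number. Residuals taken from the mean of so few libraries cannot exclude pairing.

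Leaving out 1 library or 1 replicate number at a time left 2 libraries in an arm, with the spread pooled over all groups. Genes past both limits then ran from 19 to 143 for 0.5 h (from 107), 38 to 251 for 1 h (from 148), 158 to 473 for 1.5 h, 0% to 2.33% for 4 h against 3 h (from 0%), 0% to 8.07% for 7 h against 6 h (from 3.20%) and 0% to 8.17% for 8 h against 7 h (from 0%). Numbers of list members called at any time ran from 3 to 5 for peptidoglycan synthesis (from 5), 0 to 1 for peptidoglycan degradation and recycling (from 1), 1 to 2 for polyhydroxybutyrate (from 2), 1 to 2 for chemotaxis genes RC1_0338 to RC1_0348 (from 2), 0 to 1 for chemotaxis genes RC1_2120 to RC1_2135 (from 1), 0 to 3 for molybdate uptake (from 2), 3 to 5 for CRISPR-associated genes (from 5), 5 to 8 for aminoacyl-tRNA synthetases by annotation (from 8), 1 to 4 for pigment synthesis RC1_2082 to RC1_2113 by annotation (from 4), 2 to 5 for flagellar genes RC1_1387 to RC1_1397 by COG N (from 5), 2 to 4 for chemotaxis cluster RC1_0335 to RC1_0344 (from 4) and 1 to 3 for chemotaxis cluster RC1_2124 to RC1_2132 (from 3). With fewer libraries the tests have less power by construction, but a count that rises when a library is left out has a cause that was not tested.

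Under the names as deposited each name stands beside the count of another gene, so these values are those of other genes by construction. Camera passed 0 of 539 set tests (35 at an unadjusted p) and 0 of 253 for lists by annotation (50 at an unadjusted p); neither was run with fry. Other results moved to 675 S1 Table genes called, 0 lists later than ribosomal proteins (from 8) and 2 calls of PCR genes (from 9). Numbers of list members called at any time were 5 for large ribosomal subunit proteins (from 9), 2 for small ribosomal subunit proteins (from 4), 2 for aminoacyl-tRNA synthetases (from 6), 8 for chaperones and protein folding (from 14), 3 for protein secretion and signal recognition (from 10), 3 for ATP synthase (from 5), 4 for multidrug efflux (from 19), 1 for fatty acid synthesis (from 7), 2 for peptidoglycan synthesis (from 5), 5 for lipid A and lipopolysaccharide (from 14), 1 for polysaccharide synthesis and export (from 21), 2 for chromosome replication (from 6), 8 for chromosome segregation and cell division (from 24), 2 for DNA repair and recombination (from 10), 4 for TCA cycle (from 10), 2 for succinate dehydrogenase and cytochrome bc1 (from 6), 3 for terminal oxidases (from 5), 0 for polyhydroxybutyrate (from 2), 0 for lactate and acetate metabolism (from 1), 4 for nitrogen fixation (from 8), 4 for bacteriochlorophyll and photosystem (from 11), 5 for flagellar genes RC1_0180 to RC1_0224 (from 10), 11 for flagellar genes outside RC1_0180 to RC1_0224 (from 22), 0 for chemotaxis genes RC1_0338 to RC1_0348 (from 2), 0 for chemotaxis genes RC1_2120 to RC1_2135 (from 1), 6 for methyl-accepting chemotaxis proteins (from 10), 0 for R body genes (from 3), 1 for metal and phosphate uptake (from 7), 3 for sodium and proton antiporter (from 5), 1 for molybdate uptake (from 2), 1 for amino acid, polyamine and peptide ABC transporters (from 6), 5 for TonB receptors (from 13), 4 for TonB energizing complex (from 12), 2 for sigma factors (from 8), 14 for transcriptional regulators (from 53), 8 for histidine kinases (from 16), 7 for response regulators (from 13), 5 for prophage genes (from 15), 2 for CRISPR-associated genes (from 5), 4 for transposases (from 9), 4 for toxin-antitoxin genes (from 10), 3 for oxidative stress defence (from 8), 22 for cell type markers: motile vegetative and swarm cells (from 42), 2 for cell type markers: cysts (from 7), 19 for ribosomal proteins by annotation (from 51), 2 for elongation, initiation and release factors by annotation (from 10), 2 for aminoacyl-tRNA synthetases by annotation (from 8), 7 for protein folding by annotation (from 11), 5 for Sec, Tat and signal recognition by annotation (from 13), 6 for F-type ATP synthase by annotation (from 13), 1 for fatty acid synthesis by annotation (from 8), 2 for lipid A by annotation (from 5), 5 for TCA cycle by annotation (from 10), 3 for cytochrome bc1 and cbb3 oxidase by annotation (from 8), 2 for pigment synthesis RC1_2082 to RC1_2113 by annotation (from 4), 1 for light harvesting and reaction center by annotation (from 6), 9 for flagellar genes RC1_0180 to RC1_0224 by COG N (from 16), 2 for flagellar genes RC1_1387 to RC1_1397 by COG N (from 5), 2 for flagellar genes RC1_3763 to RC1_3766 (from 4), 3 for chemotaxis cluster RC1_1754 to RC1_1758 (from 5) and 0 for chemotaxis cluster RC1_0335 to RC1_0344 (from 4).

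For single genes, 127 of 299 values turned under the names as deposited, 76 lost a call, 7 gained one and 89 stayed. The log2 fold changes that turned read RC1_0097 -2.22 at 6 h, RC1_0278 2.04 at 8 h, RC1_0384 -0.58 at 6 h and -1.72 at 8 h, RC1_0417 -1.20 at 8 h, RC1_0472 -0.15 at 3 h, RC1_0476 -0.82 at 2.5 h, RC1_0487 -1.05 at 0.5 h, RC1_0488 -0.29 at 0.5 h, RC1_0580 -0.30 at 8 h, RC1_0616 -0.0045 at 3 h, RC1_0623 1.35 at 6 h and 1.68 at 8 h, RC1_0681 -1.01 at 7 h and -0.87 at 8 h, RC1_0682 -1.57 at 8 h, RC1_0683 -0.040 at 3 h, RC1_0699 -0.37 at 1.5 h and -1.67 at 8 h, RC1_0700 -0.94 at 8 h, RC1_0702 -0.90 at 1.5 h, -1.42 at 3 h and -2.70 at 8 h, RC1_0707 -0.37 at 8 h, RC1_0708 -0.16 at 1.5 h, -1.07 at 3 h and -2.17 at 8 h, RC1_0709 -0.80 at 8 h, RC1_0722 -1.77 at 0.5 h and -3.58 at 3 h, RC1_0787 -0.34 at 2.5 h and -1.14 at 7 h, RC1_0820 -0.63 at 3 h, RC1_0827 -1.65 at 8 h, RC1_0884 -1.80 at 8 h, RC1_0945 -0.86 at 6 h, RC1_1230 -0.96 at 1.5 h, RC1_1333 -0.64 at 6 h, -1.79 at 7 h and -1.54 at 8 h, RC1_1459 -0.61 at 6 h, RC1_1500 -1.83 at 0.5 h, RC1_1533 -0.35 at 6 h, RC1_1554 -0.44 at 1 h, -1.20 at 4 h and -0.98 at 7 h, RC1_1563 -1.85 at 4 h and -1.43 at 7 h, RC1_1564 -1.87 at 2 h and -2.01 at 4 h, RC1_1693 -0.60 at 1.5 h and -0.81 at 6 h, RC1_1698 -1.62 at 1.5 h and -1.27 at 6 h, RC1_1699 -0.70 at 6 h, RC1_1752 -2.71 at 6 h and -2.92 at 8 h, RC1_1779 -1.05 at 7 h, RC1_1830 -0.37 at 8 h, RC1_1842 1.33 at 8 h, RC1_1873 0.32 at 0.5 h, RC1_1918 -0.20 at 6 h, RC1_1995 0.37 at 7 h, RC1_1997 0.28 at 8 h, RC1_1999 -0.28 at 0.5 h, RC1_2001 0.041 at 8 h, RC1_2099 -0.70 at 3 h and -0.64 at 6 h, RC1_2100 -0.24 at 3 h and -0.14 at 6 h, RC1_2101 -1.99 at 8 h, RC1_2109 -0.19 at 8 h, RC1_2169 0.73 at 6 h and 1.32 at 8 h, RC1_2218 0.059 at 6 h, RC1_2392 0.39 at 7 h, RC1_2399 -0.999 at 7 h, RC1_2461 -0.072 at 0.5 h, RC1_2544 0.20 at 8 h, RC1_2563 0.72 at 8 h, RC1_2594 -3.17 at 3 h, RC1_2595 -1.14 at 1.5 h and -1.41 at 3 h, RC1_2608 -1.62 at 3 h and -0.38 at 5 h, RC1_2766 -1.41 at 5 h and -1.41 at 6 h, RC1_2813 -0.24 at 2 h and -0.54 at 2.5 h, RC1_2946 0.21 at 8 h, RC1_3021 -0.55 at 5 h, RC1_3030 0.19 at 7 h and 0.66 at 8 h, RC1_3187 -0.066 at 1.5 h, RC1_3263 -0.43 at 3 h, RC1_3265 -0.40 at 1 h and -0.37 at 2 h, RC1_3269 -0.40 at 8 h, RC1_3348 0.14 at 0.5 h, RC1_3365 -0.33 at 5 h, RC1_3511 -0.087 at 1 h, -0.044 at 2.5 h and -0.18 at 6 h, RC1_3537 -0.15 at 3 h, RC1_3663 0.46 at 7 h, RC1_3665 -0.99 at 8 h, RC1_3666 -1.04 at 8 h, RC1_3668 -0.92 at 1.5 h and -2.78 at 8 h, RC1_3669 -2.64 at 8 h, RC1_3711 -0.32 at 8 h, RC1_3723 0.14 at 7 h, RC1_3724 0.48 at 3 h, RC1_3736 -1.75 at 8 h, RC1_3807 0.88 at 8 h, RC1_3812 2.55 at 3 h and 3.10 at 8 h, RC1_3844 -0.15 at 3 h, RC1_3910 1.07 at 3 h, 1.48 at 6 h, 0.48 at 7 h and 1.21 at 8 h, RC1_3920 1.56 at 7 h, RC1_3980 1.23 at 7 h, RC1_3992 0.34 at 1 h, RC1_4050 -0.22 at 2.5 h and RC1_4094 1.04 at 8 h.

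Leaving out rRNA and tRNA genes was not run, as none was identified among the genes of the files, and lists without their S1 Table members were not run, as no list has 3 or more members outside S1 Table. Depth was lower early on, with median gene totals of 4256661 at 0 h and 5756659 at 0.5 h against 8570484 at 8 h, and what that does to the counts of these times was not tested. The genes left out by the filter, 15 of them at 0 in every library, had no test in the main fit. With no filter on low counts 4087 genes were tested.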

Differences from the paper's values

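The sample quality weights and the names as deposited were chosen only after the results were seen, and so was the list of ribosomal proteins by annotation. The paper states over 130 M reads, while the lines of the 36 files, those of no gene included, sum to 423 M, and no alternative changes that sum. Which reads the paper's total covers was not established. With edgeR and TMM factors, other numbers that the paper states and that were also computed here differed by at most 1.5 times. With library totals only, more did: transcription factors higher at any time numbered 9 (paper: 16), response regulators called 6 (paper: 14) and TonB receptors named as higher 3 (paper: 5). Without replicate 1 the last of these was 2, and genes called at any time numbered 3220 (paper: 1667) with no fold limit and 2699 with a fold limit of 1. The counts of transcription factors, histidine kinases and response regulators come from S1 Table genes, chosen by the wording of their annotation. Closeness to the paper's counts is therefore partly built in, and the members need not be those the paper counted. What then follows are genes and directions at the size limit of 1.5 and the adjusted p limit of 0.05, with the settings that reach the paper's statement. Where a larger or smaller size limit reaches it, that limit is not the paper's.

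The paper states that ribosomal protein genes all rose at the first sampled time. At 0.5 h, 6 of 51 passed both limits with edgeR, 9 with DESeq2, 2 with scaling to RC1_1500 and 1 with library totals only, while 25 passed with no fold limit and 21 with a fold limit of 1. No setting run called all of them at 0.5 h, and at 8 h 47 rose and 0 fell. For pyruvate dehydrogenase, said to be induced from the first time on, 0 of 4 genes passed at 0.5 h with edgeR, 0 at an unadjusted p, 0 with DESeq2 and 2 with no fold limit. The paper has these genes peak at about 2.5 h, while their median log2 fold change was larger at 8 h. The difference between these times was not tested.

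Among the core and O antigen genes that the paper places before the husk opens, rfbC (RC1_3777) was at 0.94, 1.20 and 1.33 (edgeR adjusted p = 0.0131, 3 of 3 libraries above the 0 h range) at 4, 5 and 6 h and passed at 7 and 8 h. It was called at 6 h without replicate 2 or without 6 h replicate 2, at 5 h without 5 h replicate 3, and at 5 and 6 h with a fold limit of 1 or none. Its neighbour in the paper's list, rfbD (RC1_4072), was at 1.28, 1.11 and -0.22 at these times and passed at 7 h. It was called at 4 h without replicate 1 and at 4 and 5 h without 0 h replicate 1. The sample quality weights, chosen after seeing the values and leaving 143 of the 1667 genes that S1 Table calls uncalled, called it at 4 h. The names as deposited, also chosen after seeing the values and leaving 992 of those genes uncalled, called both genes at 4, 5 and 6 h.

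The paper has chromosome partitioning peak before the middle of germination. The parB gene RC1_2813 was at 1.63 at 2 h, 1.64 at 2.5 h and 1.77 at 8 h, and the difference between these times was not tested. With library totals only, upper-quartile factors or without replicate 1, the value at 2 or 2.5 h was the larger, and without 8 h replicate 1 that at 8 h was 1.44.

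For genes of heme synthesis, placed by the paper at 3 h, hemB (RC1_1353) was at 1.15 (edgeR adjusted p = 0.00397, 3 of 3 libraries above the 0 h range) and passed from 5 h on, being called at 3 h with a fold limit of 1 or none. At 3 h hemN (RC1_3176) was at 1.50 (edgeR adjusted p = 0.0195, 3 of 3 libraries above the 0 h range), short of the size limit before rounding, and passed from 4 h on. RLE factors, no filter on low counts, DESeq2, the loss of replicate 2, of 3 h replicate 2 or of 0 h replicate 3, a fold limit of 1 and no fold limit each called it at 3 h. The histidine kinase gene regB (RC1_2541), placed there too, was at 1.09 (edgeR adjusted p = 0.0113, 3 of 3 libraries above the 0 h range) and passed at 6 and 8 h, with a call at 3 h from a fold limit of 1 or none.

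The paper reports that 3 R body genes fell in the later phase. RC1_1995 and RC1_1997 did, but RC1_1999 rose at 0.5 h and was at -1.15 at 7 h and -0.94 at 8 h, neither past both limits. It was called lower at 8 h with library totals only, at 7 h without replicate 2 or with a fold limit of 1, and at both with no fold limit. Genes of polyhydroxybutyrate synthesis are said to have declined. The phasin genes RC1_1693 and RC1_1895, the only members of that list here, were at 3.56 (edgeR adjusted p = 2.9e-05, 3 of 3 libraries above the 0 h range) and 1.96 (edgeR adjusted p = 0.00315, 3 of 3 libraries above the 0 h range) at 3 h. RC1_1895 lies outside the rule on named genes and was chosen after its values were seen. Phasins coat the granule and are not synthesis enzymes, so these values do not test that statement and are no difference from it.

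Early rises of 2 transport systems were not all called. The phosphate transporter gene pstC (RC1_3263) was at 1.42 (edgeR adjusted p = 0.00230, 3 of 3 libraries above the 0 h range) at 1.5 h and passed from 2 h to 6 h, while a call at 1.5 h came without replicate 1, without 1.5 h replicate 1, with a fold limit of 1, with no fold limit and with the sample quality weights, chosen after seeing the values and leaving 143 of the genes that S1 Table calls uncalled. Of the sodium and proton antiporter, RC1_3668 and RC1_3669 rose early, but RC1_3665, RC1_3666 and RC1_3667 were at 1.12, 1.25 and 0.94 at 1.5 h. A fold limit of 1 called the first pair at 1.5 h and no fold limit all 3. The names as deposited, chosen after seeing the values and leaving 992 of the genes that S1 Table calls uncalled, called RC1_3667 at 0.5 and 1.5 h.

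Of the molybdenum transport genes said to decline at about the time that lipopolysaccharide transport rises, RC1_2219 fell at 2 h. RC1_2218 was at -1.24 (edgeR adjusted p = 0.00272, 3 of 3 libraries below the 0 h range) at 2 h and passed at 6 h, with a call at 2 h from scaling to RC1_1500, a fold limit of 1 or no fold limit, and at 2.5 h from no fold limit. RC1_2216 was at -1.23 (edgeR adjusted p = 0.329, 1 of 3 libraries below the 0 h range) at 2 h and -2.48 (edgeR adjusted p = 0.0659, 3 of 3 libraries below the 0 h range) at 6 h. No setting run called it at 2 or 2.5 h. At 6 h DESeq2, library totals only, upper-quartile factors, an unadjusted p and the loss of 0 h replicate 2 called it, at 3 h library totals only, at 3, 5 and 6 h the sample quality weights and at 6, 7 and 8 h the names as deposited, of which the last pair were chosen after seeing the values and leave 143 and 992 of the genes that S1 Table calls uncalled.

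The sugar transporter gene RC1_0251, which the paper has rise from the middle of germination on, was at 1.16 (edgeR adjusted p = 0.130, 2 of 3 libraries above the 0 h range) and 1.24 (edgeR adjusted p = 0.0942, 1 of 3 libraries above the 0 h range) at 4 and 5 h and passed at 2.5, 7 and 8 h, with a call at 5 h without 5 h replicate 2. The other members, RC1_0249 and RC1_0250, were called at 4 h. Of the putrescine transport genes placed in the middle period, potH (RC1_1458) passed from 3 h on and potG (RC1_1459) at 6 h, whereas potI (RC1_1457) was at 1.23, 0.96 and 0.85 at 3, 4 and 5 h and passed at 8 h. A fold limit of 1 called potI at 3 h, and no fold limit at 3, 4 and 5 h.

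A cysteine desulfurase gene (RC1_1616) and a histidine kinase gene (RC1_0688) that the paper counts as changed were left out by the filter on low counts. With no filter on low counts RC1_0688 was called higher at 6 h (4.43, adjusted p = 0.0465), and RC1_1616 was called under no setting run.

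S1 Table carries a column of directions that its own fold changes do not bear out as a direction of change past the limit. Of its 1178 genes marked as up, 424 have no value of 1.5 or more and 430 have a value of -1.5 or less. The column was not used here.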

Other observations

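The onset tests use lists drawn up by annotation after the counts had been seen, and chosen only after the results were seen was, for neighbouring time points, the use of every setting except DESeq2, RLE factors, library totals only, the replicate block and the loss of replicate 1, 2 or 3.

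Each comparison with 0 h was refitted under every split of its 6 libraries into 2 groups of 3. There are 10 such splits, too few for a share below 0.05. The real split called 127 genes at 0.5 h, 154 genes at 1 h, 257 genes at 1.5 h, 351 genes at 2 h, 352 genes at 2.5 h, 815 genes at 3 h, 529 genes at 4 h, 650 genes at 5 h, 1084 genes at 6 h, 753 genes at 7 h and 1075 genes at 8 h, and the highest of the other splits called 0 at each of these times with edgeR, so that 1 of 10 splits reached the real count. These numbers come from 6 libraries at a time and differ from those of all 36 libraries.

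Between neighbouring time points edgeR called 0 genes at 4 h against 3 h (121 at an unadjusted p, 16 with DESeq2) and 0 at 8 h against 7 h (106 at an unadjusted p, 0 with DESeq2). With the replicate block the counts were 12 and 0. Without replicate 1 the counts were 93 and 326. From 6 libraries alone, the real split gave 99 genes at 4 h against 3 h and the highest other 0, with 1 of 10 splits at the real count. At 7 h against 6 h the real split gave 0 and the highest other 0, and at 8 h against 7 h 0 and 10, so that 10 of 10 splits reached the real count in both, as any count reaches 0. In none of these are the splits enough for a share below 0.05.

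The hypothesis that processes start later than ribosomal proteins, in the order of first time points past both limits, was tested by permuting genes between lists. That time depends on how large a change becomes as well as on when it begins, so the test cannot separate a weak change from a late one. A later first time past both limits had an adjusted permutation p of 0.00550 for fatty acid synthesis by annotation, 3.7e-05 for core and O antigen by annotation, 3.7e-05 for TCA cycle by annotation, 0.00396 for cytochrome bc1 and cbb3 oxidase by annotation, 5.5e-05 for light harvesting and reaction center by annotation, 3.7e-05 for flagellar genes RC1_0793 to RC1_0895 by COG N, 5.5e-05 for chemotaxis cluster RC1_1754 to RC1_1758 and 5.5e-05 for aminoacyl-tRNA synthetases by annotation. Other lists gave 0.261 for NADH dehydrogenase cluster, 0.260 for F-type ATP synthase by annotation and 0.898 for peptidoglycan synthesis by annotation, which leaves open whether they start with ribosomal proteins. The smallest unadjusted p that 100000 permutations can give is 1e-05. Over the alternatives 7 to 10 lists passed both limits later, except under the names as deposited with 0 of 7, and genes of 1 operon are not independent.

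Several lists belong to no sentence of the paper or hold genes given singly. Their members come from S1 Table, which the study drew from these libraries, and were taken by the wording of their annotation, so that direction is not independent evidence and membership is loose. Among prophage genes (15 tested), 1 rose and 14 fell at 6 h (1 and 14 adjusted over the list alone), with a list median of -1.96 (adjusted p = 8.6e-05 with camera from limma and adjusted p = 0.102 with an estimated correlation). Of CRISPR-associated genes (5 tested), 0 rose and 3 fell at 3 h (0 and 3 adjusted over the list alone), with a list median of -2.34 (adjusted p = 0.509 with camera from limma and adjusted p = 0.641 with an estimated correlation). For transposases (9 tested), 5 rose and 1 fell at 6 h (5 and 1 adjusted over the list alone), with a list median of 1.57 (adjusted p = 0.199 with camera from limma and adjusted p = 0.637 with an estimated correlation). In toxin-antitoxin genes (10 tested), 3 rose and 3 fell at 3 h (3 and 3 adjusted over the list alone), with a list median of -0.85 (adjusted p = 0.932 with camera from limma and adjusted p = 0.941 with an estimated correlation). The list prophage genes counted 0 and 14 with library totals only (rose and fell at 6 h). The list CRISPR-associated genes counted 1 and 3 without 0 h replicate 2 (rose and fell at 3 h). The list transposases counted 3 and 1 with DESeq2 with shrunken fold changes, 1 and 1 with library totals only, 3 and 1 with upper-quartile factors and 3 and 1 without 0 h replicate 1 (rose and fell at 6 h). The list toxin-antitoxin genes counted 3 and 1 with DESeq2 with shrunken fold changes and 1 and 5 with library totals only (rose and fell at 3 h).

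Stress and metal lists were mixed. Of oxidative stress genes (8 tested), 3 rose and 3 fell at 3 h (3 and 3 adjusted over the list alone), with a list median of -0.32 (adjusted p = 0.962 with camera from limma and adjusted p = 0.970 with an estimated correlation). For universal and starvation stress genes (3 tested), 0 rose and 2 fell at 3 h (0 and 2 adjusted over the list alone), with a list median of -1.64 (adjusted p = 0.237 with camera from limma and adjusted p = 0.296 with an estimated correlation). Among iron storage and iron-sulfur genes (11 tested), 7 rose and 2 fell at 8 h (7 and 2 adjusted over the list alone), with a list median of 2.30 (adjusted p = 0.0127 with camera from limma and adjusted p = 0.162 with an estimated correlation), a list that holds 7 NADH dehydrogenase genes by their wording. In nitrogen fixation genes (8 tested), 1 rose and 5 fell at 8 h (1 and 5 adjusted over the list alone), with a list median of -2.30 (adjusted p = 0.0683 with camera from limma and adjusted p = 0.178 with an estimated correlation). The list oxidative stress defence counted 0 and 4 with library totals only (rose and fell at 3 h). The list universal and starvation stress counted 0 and 1 with DESeq2 with shrunken fold changes (rose and fell at 3 h). The list iron storage and iron-sulfur assembly counted 5 and 4 with library totals only (rose and fell at 8 h).

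Markers of cell types, listed by wording, went both ways. For motile and swarm cell markers (42 tested), 19 rose and 18 fell at 8 h (19 and 18 adjusted over the list alone), with a list median of -0.13 (adjusted p = 0.668 with camera from limma and adjusted p = 0.797 with an estimated correlation). Among cyst markers (7 tested), 1 rose and 2 fell at 8 h (1 and 2 adjusted over the list alone), with a list median of -0.94 (adjusted p = 0.246 with camera from limma and adjusted p = 0.436 with an estimated correlation). The list cell type markers: motile vegetative and swarm cells counted 12 and 21 with library totals only (rose and fell at 8 h). The list cell type markers: cysts counted 0 and 0 with DESeq2 with shrunken fold changes, 1 and 1 with RLE factors, 0 and 4 with library totals only, 0 and 3 with upper-quartile factors, 1 and 1 with scaling to RC1_1500, 1 and 1 without 8 h replicate 1, 0 and 2 without 8 h replicate 2 and 1 and 1 without 0 h replicate 2 (rose and fell at 8 h).

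Smaller groups the paper discusses gene by gene are added as lists. Of R body genes (3 tested), 0 rose and 1 fell at 8 h (0 and 1 adjusted over the list alone), with a list median of -1.41 (adjusted p = 0.140 with camera from limma and adjusted p = 0.376 with an estimated correlation). For molybdate uptake genes (3 tested), 0 rose and 1 fell at 6 h (0 and 2 adjusted over the list alone), with a list median of -1.68 (adjusted p = 0.139 with camera from limma and adjusted p = 0.240 with an estimated correlation). In sugar transporter genes (3 tested), 3 rose and 0 fell at 8 h (3 and 0 adjusted over the list alone), with a list median of 1.62 (adjusted p = 0.0683 with camera from limma and adjusted p = 0.276 with an estimated correlation). Of RNA polymerase core genes (2 tested), 2 rose and 0 fell at 8 h (2 and 0 adjusted over the list alone), too few for a set test. Lists of 1 gene are given by that gene, and the lists of translation factors, amino acid synthesis and carbon fixation set beforehand hold no member. The list R body genes counted 0 and 0 with DESeq2 with shrunken fold changes, 0 and 3 with library totals only, 0 and 2 with upper-quartile factors, 0 and 0 without 8 h replicate 1, 0 and 2 without 8 h replicate 2, 0 and 2 without 8 h replicate 3, 0 and 2 without 0 h replicate 1 and 0 and 0 without 0 h replicate 2 (rose and fell at 8 h). The list molybdate uptake counted 0 and 2 with DESeq2, 0 and 3 with library totals only, 0 and 3 with upper-quartile factors, 0 and 2 without 6 h replicate 1, 0 and 0 without 0 h replicate 1 and 0 and 2 without 0 h replicate 2 (rose and fell at 6 h). The list sugar ABC transporter counted 1 and 0 with library totals only, 1 and 0 with upper-quartile factors, 1 and 0 without 8 h replicate 1 and 1 and 0 without 0 h replicate 2 (rose and fell at 8 h).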
